# Innate Immune Pathways Promote Oligodendrocyte Progenitor Cell Recruitment to the Injury Site in Adult Zebrafish Brain

**DOI:** 10.3390/cells11030520

**Published:** 2022-02-02

**Authors:** Rosario Sanchez-Gonzalez, Christina Koupourtidou, Tjasa Lepko, Alessandro Zambusi, Klara Tereza Novoselc, Tamara Durovic, Sven Aschenbroich, Veronika Schwarz, Christopher T. Breunig, Hans Straka, Hagen B. Huttner, Martin Irmler, Johannes Beckers, Wolfgang Wurst, Andreas Zwergal, Tamas Schauer, Tobias Straub, Tim Czopka, Dietrich Trümbach, Magdalena Götz, Stefan H. Stricker, Jovica Ninkovic

**Keywords:** brain regeneration, oligodendrocyte progenitors, reactive gliosis, innate immunity pathways, zebrafish, neurogenesis, brain injury

## Abstract

The oligodendrocyte progenitors (OPCs) are at the front of the glial reaction to the traumatic brain injury. However, regulatory pathways steering the OPC reaction as well as the role of reactive OPCs remain largely unknown. Here, we compared a long-lasting, exacerbated reaction of OPCs to the adult zebrafish brain injury with a timely restricted OPC activation to identify the specific molecular mechanisms regulating OPC reactivity and their contribution to regeneration. We demonstrated that the influx of the cerebrospinal fluid into the brain parenchyma after injury simultaneously activates the toll-like receptor 2 (Tlr2) and the chemokine receptor 3 (Cxcr3) innate immunity pathways, leading to increased OPC proliferation and thereby exacerbated glial reactivity. These pathways were critical for long-lasting OPC accumulation even after the ablation of microglia and infiltrating monocytes. Importantly, interference with the Tlr1/2 and Cxcr3 pathways after injury alleviated reactive gliosis, increased new neuron recruitment, and improved tissue restoration.

## 1. Introduction

Wound healing in the brain is triggered by a temporarily regulated neuroinflammatory response that activates glial cells (reactive gliosis) and induces their recruitment to the injury [1,2]. Despite the many different approaches to model brain injury, there is an emergence of a common pattern in the cellular dynamics of brain resident cells following an insult [3]. Microglia respond to injury within 24 h by changing their morphology, increasing their proliferation rate, and migrating towards the injury site [4]. The activated microglia together with infiltrating monocytes not only phagocyte the cellular debris, but also release several damage-associated molecules (DAMs) to coordinate the subsequential glial reactivity [3,5,6,7,8]. In line with the inductive role of microglia released DAMs, the astrocyte reactivity (also termed astrogliosis) typically starts later on (2–3 days after injury) and varies depending on the extent of the damage [9]. Astrogliosis forms the border of GFAP^+^ reactive astrocytes surrounding the injury site by the hypertrophy of astrocytic processes, the upregulation of GFAP, and the increased proliferation of juxtavascular astrocytes [5,10,11]. Ablation experiments have demonstrated that the initial reaction of astrocytes is essential for wound closure and the restoration of the normal brain milieu [12,13]. Moreover, border-forming reactive astrocytes have been described to be necessary for axonal regeneration after spinal cord injury [5,14]. On the other hand, multiple studies have shown that prolonged astroglial reactivity induced aversive extracellular matrix modifications and exacerbated inflammation [15,16,17] that negatively impact on functional recovery. Recent reports have demonstrated a reciprocal regulatory loop between astrocytes and immune cells. While DAMs released by microglia induce a neurotoxic phenotype in astrocytes [18], astrocytes regulate the extravasation of monocytes and in turn, the long lasting neuroinflammatory response [12,19].

Strikingly, oligodendrocyte progenitor cells (OPCs) react to insults such as demyelination [20,21], traumatic brain injury (TBI) [22], or neurodegenerative disorders [23] as fast as the residential microglial cells. In physiological conditions these slow proliferating progenitors display very limited and short-range migration [24,25] and maintain their non-overlapping cellular domains by balancing cellular proliferation and cell death [22,24,25,26,27]. However, a rapid and heterogeneous reaction of OPCs has been documented in response to brain injury [22,24,25,28]. The OPCs polarize shortly after an insult [29] and become fully hypertrophic [24,25] within 48 h after injury. This reaction is followed by migration towards the injury site [24,25] and an increased proliferation rate in the case of a bigger injury [25]. Importantly, during the wound healing process the OPCs do not maintain the non-overlapping domains anymore and they accumulate at the injury site [25]. This accumulation is resolved 4 weeks after the injury and the cellular repulsion mechanisms maintaining the non-overlapping domains are established again. Despite the precise description of the cellular dynamics, our understanding of the OPC reaction to brain injuries and its relevance is still far from being understood. Several reports have suggested that the OPC accumulation at the injury site could promote wound healing [25] and the co-depletion of proliferating microglia and OPCs shown enhanced axonal regeneration [30,31]. In contrast, the accumulation of OPC-derived proteoglycan NG-2 has been associated with the inhibition of axonal growth [32]. These rather opposing observations support the need to identify the pathways regulating the reaction of OPCs to brain injury and to associate them with the observed regenerative outcomes after injury.

The temporal sequence of the glial reaction to injury in the adult zebrafish brain shares some interesting similarities with the injured mammalian brain [1,33,34]. However, in contrast to the exacerbated gliotic wound closure described above for the mammalian brain, the glial response leads to full tissue restoration in zebrafish [1,34,35,36,37]. Complete recovery in the zebrafish brain correlates with the capacity to regulate the neuroinflammatory landscape and induce the restorative neurogenesis (neuronal replacement) from endogenous sources [37]. The basis for neuronal replacement resides in the injury-induced activation of neural stem cell-like ependymoglial cells [1]. The initial microglial reaction to injury activates developmental and/or injury-specific regulatory pathways in ependymoglial cells [1], regulating the timely production of new neurons necessary for tissue recovery. Although several regulatory mechanisms mediating the crosstalk between immune and ependymoglial cells have been identified [1], little is known about how OPCs contribute, if at all, to the permissive time window for the integration of new neurons. Zebrafish OPCs exhibit a different reaction to the stab wound injury depending on the injury paradigm [37,38,39]. While injuries performed rostro-caudally through the nostrils (nostril injury) induced no increased proliferation and no recruitment of OPCs to the damaged area [37], injuries along the dorso–ventral axis (skull injury) induced a long lasting accumulation of OPCs at the injury site [39]. The reaction of the OPCs to the skull injury is indeed very similar to the OPC reaction in the injured mammalian cortex, including the temporal resolution only after 4 weeks [22,34,39]. Nostril and skull injury paradigms offer an ideal comparative model by which to identify specific molecular pathways regulating OPC reactivity and its potential impact on tissue restoration and neuronal replacement as a means for functional recovery. We applied a comparative analysis of “nostril versus skull” zebrafish forebrain tissue to identify novel molecular mechanisms regulating exacerbated and prolonged OPC activation. We identified the toll-like receptor 2 (Tlr2) and the chemokine receptor 3 (Cxcr3) innate immune pathways as key regulators of OPC proliferation. Interference with these signaling pathways after injury not only alleviated the OPC accumulation at the injury site, but it also improved wound healing and restorative neurogenesis. We also showed that prolonged exposure of murine OPCs to human cerebrospinal fluid content activated Tlr2/Cxcr3 signaling and in turn increased OPC proliferation. Taken together, we identified signaling pathways and the source of their ligands regulating exacerbated and prolonged OPC reactivity, opening a new avenue for targeting therapies.

## 2. Materials and Methods

### 2.1. Animals

Adult 4–6 month old wild-type zebrafish (Danio rerio) of the AB/EK strain, or of the transgenic lines, Tg(olig2:gfp) [40], Tg(olig2:DsRed) [40], Tg(fli1:egfp) [41], Tg(gfap:GFP) [42], Tg(mbp:nslGFP) [43] and Tg(mpeg1:mCherry) [44] were used for all the experiments. Fish were kept under standard husbandry conditions [45] and experiments were performed according to the handling guidelines and regulation of the EU and the Government of Upper Bavaria (AZ 55.2-1-54-2532-09-16).

### 2.2. Stab Wound Injuries

We carried out three different stab wound injury paradigms: nostril, skull, and small skull injuries (Figures 1 and 6). Fish were anesthetized with buffered 0.02% MS-222 for 45 s to a minute and then placed in a Tricaine-soaked sponge. With the visual aid of a dissecting microscope, injuries were performed in both telencephalic hemispheres. The nostril injury [37] was performed using a 100 × 0.9 mm glass capillary needle (KG01, A. Hartenstein). Capillaries were pulled on a Narishige Puller (model PC-10) using a “One-stage” pull setting at a heater level of 63.5 °C. The final dimensions of the capillaries were 5 mm in length and 0.1 mm in diameter. For the skull injury, a micro-knife (Fine Science Tools) was inserted vertically through the skull into the medial region of the telencephalon. To perform the small skull injury, the skull was thinned above the telencephalon area using a micro-driller (Foredom) and the glass capillary (identical to that used for the nostril injury) was inserted vertically through the skull and brain parenchyma. After the injury, fish were placed in fish water with oxygenation to assure complete recovery from the anesthesia.

### 2.3. Tlr2 Agonist (Zymosan A Bioparticles, Invitrogen) Administration

Fish were anaesthetized in 0.02% MS-222 and a small hole, using a micro-knife (Fine Science Tools), was made into the skull (above the telencephalic ventricle). A glass capillary loaded with 10 mg/mL Zymosan or artificial cerebrospinal fluid with Fast Green dye to visualize the injection site (0.3 mg/mL; Sigma) was inserted into the hole and ~1 μL of solution was injected at a pressure of 150 hPa using a microinjector (Eppendorf, Hamburg, Germany). Artificial cerebrospinal fluid was used as a control for the ventricular injections since its composition closely matches the electrolyte concentrations of cerebrospinal fluid (Figure 2).

### 2.4. Cxcr3 Agonist (VUF 11222, R & D Systems) Administration

Fish were anaesthetized as previously described and the solution was injected intraperitoneally using a 30 G needle (Braun). A total of 4 μL of VUF 11222 (300 mg/kg) or DMSO vehicle with the Fast Green dye (0.3 mg/mL; Sigma) was intraperitoneally injected (Figure 2). We did not observe any aversive effects by IP injecting up to 4 μL of the 80% DMSO solution.

### 2.5. Inhibitor Administration

Intraperitoneal injections were performed as described above. All inhibitors were dissolved in DMSO with Fast Green dye (0.3 mg/mL; Sigma) for visualization. Cxcr3 inhibitors (NBI 74330 (300 mg/kg, R & D Systems, Minneapolis, MN, USA) and AMG 487 (112 mg/kg, R & D Systems)), and Tlr1/2 inhibitor (CU CPT 22 (150 mg/kg, R & D Systems)) were injected independently (NBI 74330 or CU CPT 22) or in combination (NBI 74330 + CU CPT 22 or AMG 487 + CU CPT 22) (Figure 3 and Figure S5). NBI 74330 and CU CPT 22 were injected daily, while AMG 487 was injected twice per day. The vehicle solution consisted of DMSO and Fast Green dye. A total of 4 μL was administrated per injection and the maximum number of intraperitoneal injections was 2 injections per day at an interval of 72 h. The mortality rate was less than 5% after any of the treatments.

### 2.6. BrdU Labelling Experiments

To label proliferating cells and their progeny, we carried out long term bromo-deoxy-uridine (BrdU; Sigma Aldrich, St. Louis, MO, USA) incorporation. Fish were kept in BrdU-containing aerated water (10 mM) for 21 h/day or 14 h/day as stated in specific experiments (Figures 4–6).

### 2.7. Immune Cell Depletion Assay

A two-step approach was used to deplete the immune cells: 2 μL of Clodrosome (Encapsula NanoSciences, Brentwood, TN, USA) was injected into the telencephalic ventricle every second day for one week prior to the injury (4 injections in total prior to the injury). Ccr2 inhibitor (MK-0812, 82.5 mg/kg, Cayman Chemical, Ann Arbor, MI, USA) was administered by intraperitoneal injection daily, starting 2 days before the injury (Figure 5 and Figure S6). As a control for the ventricular injection, we used empty liposomes (Encapsome) and DMSO for the intraperitoneal administration.

### 2.8. Human CSF Sample Collection

Human CSF samples were obtained from two different sources. The first one was Erlangen University Hospital. The patients underwent a lumbar puncture to exclude intracranial hemorrhage or inflammatory diseases of the CNS and they were considered healthy based on normal values for CSF (color, cell count, and total protein). CSF analysis was approved by the institutional review board of Erlangen University Hospital (ethics committee number 3950) and patients gave informed consent. After lumbar puncture, a protease inhibitor was added to CSF according to the manufactureR′s instructions (Roche) and CSF was directly frozen at −80 °C. The second source was the University Hospital at LMU Munich (project number 159/03). Human CSF samples were obtained from patients who underwent a lumbar puncture to exclude intracranial hypertension or inflammatory CNS diseases. Routine analysis of CSF (cell count, total protein, glucose) revealed no abnormal values in all samples. All patients gave their informed written consent.

### 2.9. Human Plasma, Cerebrospinal Fluid, and Heat-Inactivated Cerebrospinal Fluid Administration

A 100 × 0.9 mm glass capillary needle (KG01, A. Hartenstein, Würzburg, Germany) was loaded with human plasma (Sigma Aldrich), human cerebrospinal fluid, or heat-inactivated human cerebrospinal fluid (single healthy donor). Human cerebrospinal fluid was incubated for 15 min at 90° to generate heat-inactivated human cerebrospinal fluid. Fish were anesthetized with 0.02% MS-222 (Sigma-Aldrich). The glass capillary was introduced through the nostril and ~1 μL of the solution was injected at a pressure of 150 hPa into the injury track in the telencephalic parenchyma (Figure 6).

### 2.10. Plasmid Electroporation

The plasmid pCS2-tdTomatomem was diluted in sterile water and Fast green (1 mg/mL), reaching a final concentration of 1 μg/μL. ~0.5 μL of the solution was injected in the telencephalic ventricle as described previously [46]. Next, the electroporation was carried out by placing the positive electrode at the ventral side of the fisH′s head and the negative electrode on the dorsal side and giving five pulses at 40 V for 50 ms each at 1-s intervals [47].

### 2.11. Tissue Preparation and Immunohistochemistry

Animals were sacrificed by an MS-222 overdose. Brains were dissected and fixed for 3 h at 4 °C in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS), washed three times with PBS, and sectioned. For sectioning, whole brains were embedded in 3% agarose in PBS and cut serially at a 100 µm thickness with a microtome (HM 650 V, Microm). Primary antibodies (Table S1) were dissolved in 0.5% Triton X and 10% normal goat serum. Subclass-specific secondary antibodies (1:1000, Thermofisher, Waltham, MA, USA) were used to detect the primary antibodies. Nuclear staining was performed with 40,6-diamidino-2-phenylindole dihydrochloride (DAPI) (Sigma). All sections were mounted using Aqua Polymount (Polyscience, Niles, IL, USA). BrdU immunodetection required 2N HCl pre-treatment for 20 min at room temperature. Pre-treatment of the sections with Dako target retrieval solution (Agilent, Santa Clara, CA, USA) was necessary for the detection of the L-plastin. For whole-mount infarct tissue imaging, 500 µm thick telencephalic sections were cleared using BABB (1 part benzyl alcohol, 2 parts benzyl benzoate method) and stained as previously described [48]. 

Cryo-sectioning was used for RNAscope (see below). After fixation, whole brains were cryoprotected in a 30% sucrose solution overnight at 4 °C. The tissue was embedded in a tissue freezing medium (Leica) and frozen using dry ice. Serial sectioning at 20 µm thickness with a cryostat (Leica) was performed. Sections were stored at −20 °C until further processing.

### 2.12. RNAscope

We used an RNAscope Multiplex Fluorescent Reagent Kit v2 (ACD) to identify and label specific zebrafish RNAs. For tissue processing, pre-treatment, and RNAscope assay we followed the manufactureR′s instructions. The RNAscope probes were designed by ACD using the following target sequences: Cxcr3.2 (NM_001007314.1), MYD88 (NM_212814.2), Mxc (NM_001007284.2), Tlr8b (NM_001386709.1), and GFP (Synthetic construct Cox8ND6gfp). For visualization, the TSA Plus Cyanine 3/5 (Perkin Elmer) kit was utilized.

### 2.13. Image Acquisition and Processing

All immunofluorescence microscopy on sections was performed and analyzed with an Olympus FV1000 cLSM system (Olympus, Tokyo, Japan), using the FW10-ASW 4.0 software (Olympus). Bright field images were taken with a Leica DM2500 microscope at the Core Facility Bioimaging at the Biomedical Center (BMC). For whole-mount infarct tissue analysis, images were acquired with a Leica SP8X microscope, using LASX software (Leica) and deconvolved using Huygens Professional deconvolution software (SVI). The injury site was analyzed using Imaris software version 8.4 (Bitplane, Concord, USA). The 3D surface object was generated from manually created contours on 2D slices using the Surface tool to calculate the volume of the Surface object. Animations were made using the Key Frame Animation function (Imaris).

### 2.14. Quantitative Analysis

For each experiment, animals were randomly distributed into groups and all manual counts were performed blind. For all quantifications 4 to 6 brains were analyzed, coming from at least 2 independent experiments. All the sections belonging to the telencephalon were quantified (sections with the olfactory bulb or optic tectum were excluded), from which we analyzed the entire rostro-caudal extent of the injured tissue. The injured volume was calculated by multiplying the area and the depth of the DAPI dense accumulation for each section. The total injured volume was the sum of all the injured sections. The density of the positive cells in the injured volume was defined by the total number of cells located in the volume occupied by DAPI dense accumulation. Controls for the “injured volume” were measured in uninjured, age matched fish using equivalent volumes for each of the injury paradigms. For 4C4 quantifications. single-channel immunofluorescent images were converted to black and white, thresholded, and the extent of the stained area was measured using NIH ImageJ software. For the analysis of OliNeu proliferation, 25 randomly selected images per coverslip were used for the analysis. The analysis was performed using the automated ImageJ pipeline that is available upon request.

### 2.15. Statistical Analysis

Data are presented as the mean +/− standard error of the mean (SEM) and each dot represents one animal. Statistical analysis was performed using R (version 3.6.1). Data were investigated to test whether assumptions of parametric tests were satisfied (e.g., *t*-test or Anova). Residuals (fitted by lm function, stats package, version 3.6.1) were tested for normality by the Shapiro–Wilk normality test (shapiro_test function, rstatix package, version 0.6.0). Further diagnostics of residuals were carried out using the DHaRMa package (version 0.3.3.0). The homogeneity of variance assumption was tested using Levene’s test (leveneTest function, car package, version 3.0–10). If both normality and equal group variances assumption were met, Student’s *t*-test (*t*.test function with var.equal = TRUE, stats package, version 3.6.1) for single comparisons and one-way anova (aov function, stats package, version 3.6.1) for multiple group design was used. Anova post-hoc tests, i.e., Tukey or Dunett tests, were applied either for all pair-wise comparisons (tukeyTest function, PMCMRplus package, version 1.9.0) or Many-to-One comparisons (dunnettTest function, PMCMRplus package, version 1.9.0), respectively. If the normality assumption was satisfied but groups had unequal variances, WelcH′s *t*-test (*t*.test function with var.equal = FALSE, stats package, version 3.6.1) for single comparisons and WelcH′s one-way Anova (oneway.test function, stats package, version 3.6.1) for multiple group design was used. As a post-hoc test, Dunnett’s T3 test for data with unequal variances was applied (dunnettT3Test function, PMCMRplus package, version 1.9.0). For Figure S2E only selected contrasts were tested (i.e., coronal vs. sagittal in each group) using the multcomp package (glht function, version 1.4–15). If the normality assumption was not met, the data were log-transformed to achieve normality of the residuals. In such a case, parametric tests were carried out as described above. If log-transformation did not satisfy the assumption, non-parametric tests were used i.e., Wilcoxon rank sum test (wilcox.testfunction, stats package, version 3.6.1) for single comparisons and Kruskal–Wallis test (kruskal_test function, rstatix package, version 0.6.0) for multiple group design. In the latter case, the post-hoc Dunn test (kwManyOneDunnTest function, PMCMRplus package, version 1.9.0) was performed for Many-to-One comparisons. Dose-response in Figure 7D was analyzed by linear regression on square-root transformed outcome values. *p*-values were obtained for the regression coefficients: the slope for OliNeu and the difference in slopes (interaction term) for clone1 or clone2 relative to OliNeu. The detailed statistical analysis for all data sets is presented in the Supplementary Materials.

### 2.16. Analysis of Restorative Neurogenesis

Restorative neurogenesis was defined as the proportion of new neurons that migrated into the parenchyma. Zebrafish were kept in BrdU-containing aerated water (10 mM) overnight during the first 3 days. Simultaneously, vehicle and double inhibitors were injected daily under normal conditions (Figure 4C–H) or after immune cell depletion (Figure 4M–R). Animals were sacrificed at 7 dpi and the expression pattern of HuC/D and BrdU was analyzed. We assessed restorative neurogenesis as completed previously [49] by calculating the proportion of new neurons (HuC/D^+^BrdU^+^) that had migrated from the ventricular zone into the parenchyma as a result of the injury.

### 2.17. RNA Extraction, cDNA Synthesis, and RT-qPCR

Total RNA was isolated using the Qiagen RNeasy kit for microarray analysis and qPCR experiments. RNA isolation from FACS purified was performed with a PicoPure RNA isolation kit (Thermo Scientific). cDNA synthesis was performed using random primers with the Maxima first strand synthesis kit (Thermo Scientific). The manufactureR′s instructions were followed for all the mentioned kits. The real-time qPCR was conducted using SYBR green and Thermo Fisher Quant Studio 6 machine (Table S2). 

### 2.18. Microarray Analysis

Total RNA (20 ng) was amplified using the Ovation Pico WTA System V2 in combination with the Encore Biotin Module (Nugen). Amplified cDNA was hybridized on Affymetrix Zebrafish 1.0 ST arrays. Staining and scanning were performed according to the Affymetrix expression protocol including minor modifications as suggested in the Encore Biotion protocol. An expression console (v.1.3.1.187, Affymetrix) was used for quality control and to obtain annotated normalized RMA gene-level data (standard settings including median polish and sketch-quantile normalization). Statistical analyses were performed by utilizing the statistical programming environment R (R Development Core Team implemented in CARMAweb [50]). Genewise testing for differential expression was performed by employing the limma *t*-test. Regulated gene sets were defined by *p* < 0.05, fold-change > 1.6x and linear average expression in at least one group >20. The array data have been submitted to the GEO database at NCBI (GSE98217).

### 2.19. Assignment of Zebrafish Array Probes to Homologous Mouse Genes

The genomic positions of all probe sets in the presented zebrafish microarray study were extracted from Affymetrix (http://www.affymetrix.com/analysis/index.affx; accessed on 24 November 2016) by applying a Batch Query on the GeneChip Array “Zebrafish Gene 1.x ST” (genome version Zv9 from 2011). With the help of a custom-written Perl script and the extracted genomic positions of the probe sets, zebrafish gene identifiers were derived from the Ensembl database via the Application Programming Interface (API), version 64, and subsequently passed to the Ensembl Compara database in order to retrieve homologous mouse genes. The Compara database stores pre-calculated comparative genomics data of different species including information on homologous genes, protein family clustering, and whole genome alignments [51]. For the assignment of zebrafish to mouse genes, all kinds of homology (i.e., one-to-one, one-to-many and many-to-many orthologous genes) were taken into account. Gene Ontology enrichment analyses were performed using the equivalent mouse symbols and DAVID Bioinformatics Resources 6.7 (*p*-value 0.05, fold change > 2) [52,53].

### 2.20. FACS Analysis

Animals from the Tg(olig2:DsRed) transgenic lines were sacrificed by an MS-222 overdose and the telencephalon was dissected from each animal. A single cell suspension was prepared according to previously published protocols [54,55] and cells were analyzed using a FACS Aria III (BD) in BD FACS Flow TM medium. Debris and aggregated cells were gated out by forward scatter–sideward scatter; single cells were gated in by FSC-W/FSC-A. Gating for fluorophores was performed using AB/EK animals. Cells were directly sorted into an extraction buffer from PicoPure RNA isolation kit (Thermofisher) and stored at −80 °C until RNA preparation was performed.

### 2.21. Preparation of Libraries for Deep Sequencing

cDNA was synthesized from 1 ng of total RNA using SMART-Seq v4 Ultra Low Input RNA kit for Sequencing (Clontech), according to the manufactureR′s instructions. The quality and concentration of cDNA was assessed on an Agilent 2100 Bioanalyzer before proceeding to the library preparation using a MicroPlex Library Preparation kit v2 (Diagenode). All libraries (minimum of 3 biological replicates per condition) were processed together to minimize batch effects. Final libraries were evaluated and quantified using an Agilent 2100 Bioanalyzer and the concentration was measured additionally with a Quant-iT PicoGreen dsDNA Assay Kit (Thermo Fisher) before sequencing. The uniquely barcoded libraries were multiplexed onto one lane, and 150-bp paired-end deep sequencing was carried out on HiSeq 4000 (Illumina) that generated approximately 20 million reads per sample.

### 2.22. RNAseq Analysis

The RNA-seq analysis was completed using the kallisto pipeline for the reads mapping and quantification followed with the Sleuth pipeline for the statistical analysis. The cut-off for the differentially regulated genes was based on the expression fold change (>2 fold) and *p*-value adjusted for the 10% false discovery rate (*q*-value < 0.05). FastQ files are deposited at (accession number pending). Gene Ontology enrichment analyses was performed using DAVID Bioinformatics Resources 6.8 (*p*-value 0.05, fold change > 2) [52,53].

### 2.23. Primary OPC Culture and Clonal Analysis

Primary cultures of the OPCs were performed as previously published [56]. Cortices of P0 mice were dissected avoiding the inclusion of white matter and grown for 10 days. After the initial culturing, cells were plated in 24-well plates at 727 cells/mm^2^ density. OPC primary cultures were transduced with a GFP encoding MLV-based virus for clonal analysis as previously described [57]. A total of 12 hrs after the transduction, the cells were treated with 1 µM NBI 74330 and 8 µM CU CPT 22 and analyzed 5 days later and the clonal analysis was performed as described previously [57].

### 2.24. Generation of gRNAs for CRISPR/Cas9-Mediated Deletion

Target sequences were chosen within 600 bp after the first ATG of the ORF of Cxcr3 (ENSMUSG00000050232) and Tlr2 (ENSMUSG00000027995). gRNAs were generated using Benchling (www.benchling.com, accessed on 24 September 2019) and chosen according to a high (>30) specificity score. Multiplexed gRNA vectors were generated using the STAgR protocol [58]. Single gRNA expression units were amplified using overhang primers, employing the N20 targeting sequence as homology for Gibson assembly. gRNAs were assembled into a gRNA expression vector containing a TdTomato reporter, modified after pgRNA1 [59].

### 2.25. DNA Extraction and PCR

For the DNA extraction from the cells, the DNeasy blood and tissue kit was used (Qiagen, 69504). The region containing the prospective mutation was amplified using the standard PCR condition (denaturation: 20″; annealing 20″; extension 60″; 30 PCR cycles) and locus-specific primer pairs from the positive and negative clones. Tlr2: 5′-ggacaaattcaggaagcgca and 5′-tgagagatcacggaccaagg; Cxcr3: 5′-cctcatagctcgaaaaacgcc and 5′-ccccggagagaaagagtcag. PCR products were cloned using a PCR cloning kit according to the manufactureR′s instructions (Stratagene) and were analyzed for the mutation using SANGER sequencing.

### 2.26. Generation of the Oli-Neu Cell Line Deficient for Cxcr3 and Tlr2

Oli-Neu cells were cultured in a SATO medium containing 1% horse serum. For each transfection, 200,000 cells/well were seeded into 6-well plates and coated with poly-L-lysin (Sigma). A total of 1 μg of each STAgR (encoding for gRNAs and TdTomato reporter) or control plasmid (encoding for dsRed) in addition to 1 µg of Cas9 plasmid (with a puromycin resistance cassette) was transfected per sample using Lipofecatmin 2000 (Invitrogen, Waltham, MA, USA) according to the manufactureR′s instructions. Cells were plated in low density and selected with 0.8 µg/mL puromycin for Cas9 expression. Five days later, clones transfected with STAgR (TdTomato reporter^+^, positive clones) or only Cas9 (TdTomato reporter^−^, negative clones) were selected and expanded. The proliferation analysis was performed using two independent clones with different deletions in both Tlr2 and Cxcr3 genes. To analyze the clones, 25,000 cells/well were plated in 24-well plates on poly-L-lysine-coated coverslips and analyzed after 48 h. Cell were fixed in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) for 15 min at room temperature and processed for the antibody staining.

### 2.27. Screen for Cxcr3 Ligands from the CSF

As the screen requires many cells, we decided to conduct it in the oligodendrocyte progenitor line (OliNeu) that also allows for the genetic inactivation of Cxcr3 and Tlr2 as described in Section 2.26. Both WT Oli-Neu and Cxcr3 and Tlr2 deficient clones were expanded onto a SATO medium containing 1% horse serum. After expansion, cells were re-plated on PLL-coated coverslips at an equal density (272 cells/mm^2^) and cultured for 2 h. After this pre-incubation, cells were treated with different CSF concentrations and vehicles. All cytokine treatments were performed using the WT Oli-Neu cells in quadruplets and at 3 different concentrations (Table S3) that were used as independent replicates for the analysis. Cells were fixed with 4% PFA 24 h after the treatment and assessed for proliferation using the anti-PH3 immunostaining.

### 2.28. Human Cytokine Antibody Array

Four cerebrospinal fluid samples, derived from healthy patients, were analyzed using a Human Cytokine Antibody Array (abcam, ab133997). All samples induced a scarring reaction upon injection into the nostril injury track. The positive controls were used to normalize signal responses across multiple arrays.

## 3. Results

### 3.1. Skull and Nostril Models of Zebrafish Telencephalon Injury Differ in the Kinetics of the Glial Reaction

To identify the molecular and cellular basis for OPC activation during wound healing, we set out to follow the reaction of different cell types to an injury in the zebrafish telencephalon using two paradigms in parallel, one with long-term, exacerbated OPC reactivity (referred to as skull injury, Figure 1A) and the other resulting in time-restricted gliosis and full tissue recovery (referred to as nostril injury, Figure 1B). Injuries were performed in both telencephalic hemispheres and the injury site was defined based on the DAPI accumulation throughout the manuscript (e.g., Figure S1I,K). Damage-associated molecules trigger the early inflammatory response that induces the recruitment of peripheral neutrophils into the injury site in the mammalian brain [60]. In zebrafish, we observed Lys^+^ neutrophils 12 h after both injuries in the brain parenchyma (Figure S1A,D). Interestingly, Lys^+^ cells accumulated at the injury site after the nostril injury (Figure S1B), while they were dispersed throughout the injured parenchyma after the skull injury (Figure S1D). Moreover, Lys^+^ neutrophil accumulation resolved 24 h after nostril injury and we could not detect any difference 48 h after injury (Figure S1C) compared to the intact brain. In contrast, we did not observe the fast clearance of Lys^+^ cells after skull injury (Figure S1E).

As neutrophils regulate the activity state of microglia and extravasating monocytes and consequently the regenerative response [60], we analyzed both populations based on the expression of two different immunohistochemical markers (4C4 and L-plastin) as well as the transgenic line Tg(mpeg1:mCherry) [44] labelling both cell types (Figure S1F–H‴). In the intact condition, the majority of microglia co-expressed all three markers although at the different levels (Figure S1F–F‴). However, after both nostril and skull injury, we observed an increase in 4C4^+^ cells and only a proportion of them were colocalized with L-plastin and/or with mpeg1:mCherry^+^ cells (Figure S1G–H‴). Taken together, these data suggest that 4C4 was the broadest marker to identify microglia/monocyte population and, therefore, we used it further in our study. While the initial activation pattern of 4C4^+^ cells was similar in both injury paradigms with the first signs of reactivity detectable already at 24 h after injury (Figure S1J,L), the skull injury induced a stronger reactivity and a long-lasting accumulation of 4C4^+^ cells at the injury site (Figure 1E–M′).

The accumulation of cells belonging to the oligodendrocyte lineage (OPCs and mature oligodendrocytes were labeled using the transgenic line [Tg(Olig2:GFP)] [40]) at the injury site was slightly delayed in comparison with the microglia/monocytes (Figure S1I,K). The density of Olig2:GFP^+^ cells was increased at the injury site 3 days after both skull (Figure 1F,G,N) and nostril injury (Figure 1H,I,O), although to different extents. The accumulation of Olig2:GFP^+^ cells was rapidly resolved and returned to pre-injury conditions within 7 days after the nostril injury (Figure 1L–M′,O), in agreement with previously published studies [33,37,38]. In contrast, the density of Olig2:GFP^+^ cells further increased and still persisted at 7 days post-injury (dpi) in the skull injury paradigm (Figure 1J–K′,N). We analyzed coronal brain sections depicting the skull injury in its full extent, but only part of the nostril injury. Therefore, the accumulation of both 4C4^+^ and Olig2:GFP^+^ cells observed exclusively after skull injury could be a consequence of a bias in the analysis. To exclude any technical bias, the number of Olig2:GFP^+^ cells accumulating at the nostril injury site was also analyzed in sagittal sections depicting the full extent of the nostril injury (Figure S2A–D). No differences were observed at any of the analyzed time points (Figure S2E). Moreover, injury sites were analyzed in BABB-cleared brains. While we could observe a clear accumulation of Sox10^+^ (classical marker for the oligodendrocyte lineage) and 4C4^+^ cells 3 days after nostril injury, 7 days after injury Sox10^+^ and 4C4^+^ cells showed distributions that were indistinguishable from samples of intact brains (Videos S1–S3). 

In the zebrafish telencephalon the resident neural stem cell [48,61], the ependymoglial cells, express GFAP. So next, we used the Tg(gfap:GFP) transgenic line [42] to label and characterize the reactivity of ependymoglial cells after both types of injury. Gfap:GFP^+^ cell bodies line up at the ventricular wall of the brain surface with processes reaching basement membrane (Figure S3A); therefore, after a nostril injury, only some processes of ependymoglia, located in the deep parenchyma, were wounded (Figure S3B,C). Importantly, no sign of damage was observed at 7 days after nostril injury (Figure S3F). On the other hand, upon skull injury, the ependymoglial cell layer was disrupted (Figure S3D,E), but was already restored 7 days after skull injury (Figure S3G). Despite this recovery, we still observed hypertrophic processes and a few misplaced Gfap:GFP^+^ cells at the injury site (Figure S3H). 

The accumulation of Olig2:GFP^+^ and immune 4C4^+^ cells was resolved 28 days after the skull injury (Figure 1P), resembling the behavior of OPCs and microglia in the injured mammalian cerebral cortex [19,22]. However, even after the accumulation of Olig2:GFP^+^ and immune 4C4^+^ cells was resolved, the tissue architecture was not fully restored, based on the Gfap:GFP^+^ ependymoglial cell morphology (Figure 1Q–R′). To assess the ependymoglial morphology, we labelled them using the electroporation of the TdTomatomem plasmid both after nostril and skull injury and analyzed their morphology and localization 28 dpi. In line with previous reports [37,47], the nostril injury did not change the morphology or the localization of ependymoglial cells compared to the intact brain. We found ependymoglial cell bodies lining up at the telencephalic ventricular wall with processes mostly spanning the brain parenchyma and anchoring at the basement membrane 28 dpi (Figure 1R,R′). However, after skull injury, several of the labelled ependymoglial cells had a bushy morphology and did not reach the basement membrane (Figure 1Q; Video S4).

These data demonstrate the differential reactions of neutrophils, microglia/monocytes, and oligodendrocyte lineage cells in two injury paradigms. The prolonged reaction of these cells correlates with the deley in the tissue restoration.

### 3.2. Activation of Innate Immunity Pathways Induces Prolonged Glia Reactivity after Injury in the Zebrafish Telencephalon

In view of the above findings, comparing the transcriptome induced by nostril and skull injury offers a unique opportunity to disentangle the specific molecular programs inducing exacerbated gliosis from the beneficial pathways promoting wound healing. We reasoned that some signaling pathways that were activated after a skull injury, but not after a nostril injury, could account for the long-lasting glial accumulation at the injury site and the absence of full tissue restoration. Therefore, we analyzed the gene expression during regeneration (1, 2, 3, and 7 dpi) after a nostril or skull brain injury in the whole telencephalon, using the Affymetrix Zebrafish Gene ST 1.0 array (Figure 2A). Both types of injuries initially induced comparable transcriptome changes, as reflected by a similar number of significantly regulated genes (fold change > 1.6, *p* < 0.05) and a large overlap in significantly overrepresented Gene Ontology (GO) terms (based on DAVID analysis, fold enrichment ≥ 2; *p* < 0.01) at 1 and 2 dpi (Figure 2B, Table S4). However, we observed a striking difference in the number of regulated GO terms after nostril and skull injury at 3 dpi (Figure 2B), with 1012 transcripts regulated after a skull but not nostril injury (Figure 2C). 

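RNA of the whole telencephalon was measured in 9 groups: the intact brain, and the brain at 1, 2, 3 and 7 days post injury (dpi) after a nostril or a skull stab wound. The 30 arrays hold 29 replicates, 4 for intact, 4 for skull injury at 3 dpi and 3 for each other group. Intact replicate 1 was measured on a pair of technical arrays, which were averaged. The paper gives the age of the fish as 4 to 6 months, and the sample labels give 3 to 5 months. The deposited values are log2 intensities after RMA normalization by the authors, with array medians from 4.22 to 4.35.

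Each probe set, called a transcript here, was fitted with limma over all 9 groups, with 20 residual degrees of freedom. A transcript counts as regulated by the criteria of the paper: an unadjusted p under 0.05, a fold change above 1.6 and a linear mean above 20 in at least 1 of the compared groups. "Rose" and "fell" are kept for an adjusted p under 0.05 (Benjamini-Hochberg over the 40670 transcripts with a linear mean above 20 in any group). Fold changes of genes are given as log2 values with their standard error (SE). A gene with several probe sets is represented by the one with the highest mean. Exactly 1 gene symbol is carried by 20806 probe sets and none by 53551, so that many counted transcripts have no name here.

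The replicates of skull injury at 3 dpi correlated less with one another (0.963 to 0.974, median 0.967) than replicates within any other group did (0.979 to 0.988). All pairs of other replicates, also from different groups, correlated at 0.972 to 0.988 (median 0.982), and the technical pair at 0.979. The skull 3 dpi replicates correlated with those of the other groups at a median of 0.971, so that by correlation they do not form a group of their own. Neither the labels nor the paper say that replicates are separate fish or pools of fish, so the p-values measure only the spread between these samples.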

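A part of the genes of microglia and macrophages rose after both injuries at 1 and 2 dpi. Of 28 measured markers of these cells, 6 rose after nostril and 15 after skull injury at 1 dpi, and 12 and 11 at 2 dpi, with no falls. Adjusted over the list alone, these counts were 17, 23, 23 and 22. The gene of a leukocyte lysosomal protein, *laptm5*, rose by 1.16 on the log2 scale (SE 0.22, n = 3 against 4 intact) after nostril and 1.65 after skull injury at 1 dpi, and by 1.55 and 1.75 at 2 dpi. Its nostril call at 1 dpi is lost without nostril replicate 2 (adjusted p = 0.074). At 1 dpi the chemokine gene *ccl34a.4* rose by 4.72 (0.64) after nostril and 4.35 (0.64) after skull injury, and *grna.1*, which encodes a granulin, by 2.97 (0.38) and 3.16 (0.38). Among 14 complement and coagulation genes, 5 rose after nostril and 3 after skull injury at 1 dpi (6 in each over the list alone), among them *c4b*, by 1.85 and 1.51. The terminal complement gene *c7b* rose by 2.40 after nostril and 1.43 after skull injury, where the call is lost without skull 1 dpi replicate 1 (adjusted p = 0.13).

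None of 23 interferon response genes rose by limma at 1 or 2 dpi. After nostril and skull injury, 3 and 6 of them were higher at an unadjusted p under 0.05 at 1 dpi, and 2 and 5 at 2 dpi, where 1 was lower after skull injury. Of 13 red blood cell genes, 3 rose after skull injury at 1 dpi (5 over the list alone), among them the erythroid transcription factor gene *klf1*, by 0.93 (0.13). The difference of its change from that after nostril injury, 0.68, had an adjusted p = 0.0999. The metalloproteinase inhibitor gene *timp2b* rose after nostril injury at 1 dpi, by 1.60 (0.19), and was higher by 0.80 after skull injury (adjusted p = 0.052; difference −0.80, adjusted p = 0.29). In camera with a preset correlation, the microglia list was higher in all 4 comparisons, with adjusted p = 1.3e-15 and 1.2e-27 at 1 dpi and 1.4e-21 and 8.2e-31 at 2 dpi for nostril and skull injury. The call held after skull injury, with adjusted p = 0.031 and 0.020 with an estimated correlation, and was lost after nostril injury, with adjusted p = 0.11 and 0.081 with an estimated correlation. The complement list at 1 dpi kept its call, with adjusted p = 0.0037 and 0.032 with an estimated correlation.

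By the criteria of the paper, 1049 transcripts were regulated after nostril injury (708 up, 341 down) and 946 after skull injury (683 up, 263 down) at 1 dpi. At 2 dpi there were 929 (557 up, 372 down) and 781 (442 up, 339 down), or 685 up with 282 down and 535 up with 260 down after centring the arrays on their medians. By adjusted p, 340 and 249 transcripts changed at 1 dpi and 215 and 123 at 2 dpi. In the test of the difference between the injuries, limma called 14 transcripts at 1 dpi and 0 at 2 dpi, with 2670 and 957 at an unadjusted p under 0.05, where 2034 would be expected by chance. The largest of the named differences was that of *si:dkey-83k24.5*, lower after skull than after nostril injury by 2.29 (SE 0.30, adjusted p = 0.0011).

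Both injuries regulated 388 of the same transcripts at 1 dpi and 393 at 2 dpi. Independent lists would share 14.1 and 9.15, and simulated unchanged groups against the same intact samples shared 57.3 and 64.1 on average, at most 193 and 262. With the intact samples split between the comparisons, the overlap was 264 to 309 and 252 to 285. The fold changes after both injuries correlated at 0.607 and 0.704 (simulated 0.439 and 0.432), and their covariance exceeded the simulated one by 0.0310 and 0.0352.

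In simulated data 100 transcripts were changed 2-fold and 100 changed 4-fold, and the residuals of all groups were shuffled among the samples. Among the unchanged transcripts, 635 were called for 3 against 4 samples by the criteria of the paper, on average over 5 runs. By adjusted p 278.2 of them were called (0 to 1348). At 1 dpi the adjusted count after nostril injury was 220, 169, 197 and 153 without intact replicates 1 and 2 and nostril replicates 1 and 2, and after skull injury 104 and 119 without skull replicates 1 and 2. At 2 dpi the nostril count was 111, 81, 129 and 21 without intact replicates 1, 2 and 3 and nostril replicate 1, and the skull count 81, 66, 38, 78 and 45 without intact replicates 1 and 2 and skull replicates 1, 2 and 3. The number of microglia markers called lay between 1 and 7 without any of these replicates in its comparison, and was 7 after skull injury at 2 dpi without intact replicate 3. Red blood cell calls were 1 without intact replicate 1 or 3 or skull 1 dpi replicate 1 or 2, and complement calls after nostril injury 3 without nostril 1 dpi replicate 3. Of the 14 differences at 1 dpi, 7 and 9 remained without skull replicates 1 and 2. With only the groups of each comparison fitted, the adjusted counts were 179 and 141 at 1 dpi and 0 (limma; 5070 at an unadjusted p under 0.05) and 125 at 2 dpi, and 0 for the difference at 1 dpi (3358 at an unadjusted p under 0.05).

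**Figure D1:**
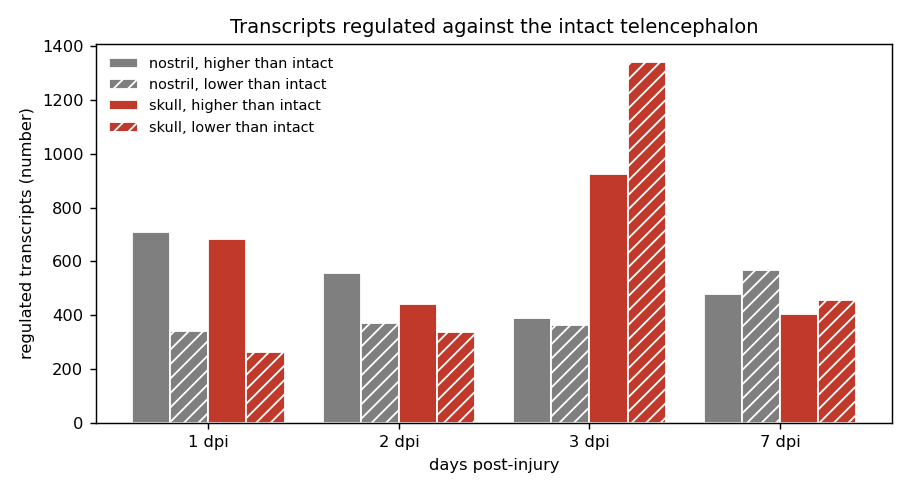
Number of regulated transcripts, up and down, against days post injury for nostril and skull injury, each compared with intact. Each bar is 1 comparison by the criteria of the paper.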

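Most markers of microglia and macrophages rose after skull injury at 3 dpi, and some ependymoglia markers fell. Of the microglia and macrophage markers, 20 of 28 rose (24 over the list alone), among them *laptm5*, by 1.91 on the log2 scale (SE 0.20, n = 4 against 4 intact), and the transcription factor gene *spi1b*, by 1.55 (0.20). Of 20 antigen presentation genes, 10 rose (14 over the list alone), led by the proteasome genes *psmb13a*, by 2.03 (0.32), and *psme1*, by 1.64 (0.20). Of 23 ependymoglia markers, 6 fell (9 over the list alone, where 1 other rose), in a list whose camera call is lost with an estimated correlation (adjusted p = 0.27), among them the connexin 43 gene *gja1b*, by 1.17 (0.23), the glutamine synthetase gene *glula*, by 0.61 (0.13), and the aromatase gene *cyp19a1b*, by 0.67 (0.10). Nostril injury left 1 microglia marker called at 3 dpi, *laptm5*, which rose by 1.36 (0.22), while 21 markers were higher at an unadjusted p under 0.05 and 18 rose over the list alone. Genes that rose after nostril injury as after skull injury include *tspan36*, by 1.89 (0.26) and 2.06 (0.24), and the cathepsin K gene *ctsk*, by 1.50 and 1.49.

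Fewer genes passed the tests of the difference between the injuries. No microglia marker did (the list was higher after skull injury, camera adjusted p = 2.5e-08, and adjusted p = 0.31 with an estimated correlation). Among the ependymoglia markers 6 passed (8 over the list alone), all lower after skull injury, such as *gja1b* with a difference of −1.12 (0.25) and *glula* with −0.68, as did 2 of the antigen presentation genes, *psmb13a* with 1.62 (0.34, adjusted p = 0.017) and the tapasin gene *tapbp.1* with 0.79 (adjusted p = 0.041). The neurofilament gene *nefla* rose by 1.16 after skull injury and differed by 1.13 (adjusted p = 0.022), and the dipeptidase gene *cndp1* was lower after skull than after nostril injury by 2.85 (0.63). Against intact, the microglia list gave camera adjusted p = 3.2e-28 and the antigen presentation list 2.4e-14 after skull injury, and both calls held with an estimated correlation. The ependymoglia list was lower with adjusted p = 4.1e-04 at the preset correlation.

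By the criteria of the paper, 2267 transcripts were regulated after skull injury (926 up, 1341 down) and 754 after nostril injury (389 up, 365 down). Of these, 1941 were regulated after skull injury alone, 428 after nostril injury alone and 326 after both. Among the 2267, transcripts with a gene symbol of their own were 279 up and 152 down. The excess of down calls thus lay in transcripts without a name here. By adjusted p, 433 named transcripts rose and 656 fell after skull injury. A further quantile normalization gave 1105 up with 1212 down by the criteria of the paper. A loess correction, chosen after the arrays were seen, gave 1075 up with 1093 down. Of the 1941, 77.9% had the same direction of change after nostril injury, and 382 (19.7%) passed the test of the difference. Both changes are taken against the same intact samples, which by itself raises the agreement in direction. The share to expect without a common response was not computed, so the 77.9% is no sign of one. By adjusted p, 3224 transcripts changed after skull injury (1261 up, 1963 down), or 1762 up with 1378 down after a further quantile normalization and 1777 up with 1148 down after a loess correction chosen after the arrays were seen, and 35 after nostril injury. By adjusted p the injuries differed in 1462 transcripts (380 higher and 1082 lower after skull injury), or 551 and 607, and 573 and 483, after these normalizations. Of 35 splits of the same replicates, 3 called as many as the 1462, the real one included, so chance cannot be excluded for this count.

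Independent lists would share 20.9 transcripts, simulated unchanged groups shared 60.6 on average and 261 at most, and the split of the intact samples gave 191 to 261. The fold changes correlated at 0.423 (simulated 0.455), with a covariance 0.0170 above the simulated one. The residual variance within skull injury at 3 dpi was 0.173, against 0.0732 to 0.100 in the other groups. The main fit gives all groups the same spread for a transcript, so the adjusted counts at all time points depend on this assumption. With skull injury at 3 dpi left out of the fit, chosen after the data were seen, the adjusted counts were higher. They were 525, 442, 58 and 1591 after nostril injury at 1, 2, 3 and 7 dpi, and 423, 201 and 922 after skull injury at 1, 2 and 7 dpi. With array weights, which let samples differ in spread, 1280 transcripts changed by adjusted p after skull and 98 after nostril injury at 3 dpi. The injuries then differed in 446.

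Without skull 3 dpi replicate 2 the adjusted count after skull injury was 5576, and without intact replicates 2, 3 and 4 and skull replicate 1 it was 1994, 1886, 1627 and 2096. The 35 calls after nostril injury became 23, 15, 22, 17 and 13 without intact replicates 1, 2 and 3 and nostril replicates 2 and 3, and *laptm5* lost its call without either of these nostril replicates (adjusted p = 0.10 and 0.051), *ctsk* without intact replicate 1 or 2 or nostril replicate 3 (adjusted p = 0.051, 0.065 and 0.085). The 1462 differences became 146, 888 and 151 without nostril 3 dpi replicates 1, 2 and 3, and 834, 4163 and 861 without skull replicates 1, 2 and 3. The differences of *gja1b* (adjusted p = 0.068 and 0.080) and *psmb13a* (adjusted p = 0.11 and 0.060) are lost without nostril replicate 1 or 3, those of *nefla* and *tapbp.1* without any 1 nostril replicate (adjusted p from 0.057 to 0.14), and the 6 differences of ependymoglia markers become 0 without nostril replicate 1 or 3, where *glula* is close to the limit without replicate 1 and has an adjusted p = 0.083 without replicate 3. With only the groups of each comparison fitted, limma called 181 transcripts after skull injury, 9 after nostril injury and 0 for the difference, where 4818 had an unadjusted p under 0.05. The microglia and antigen presentation calls after skull injury were then 9 and 3.

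**Figure D2:**
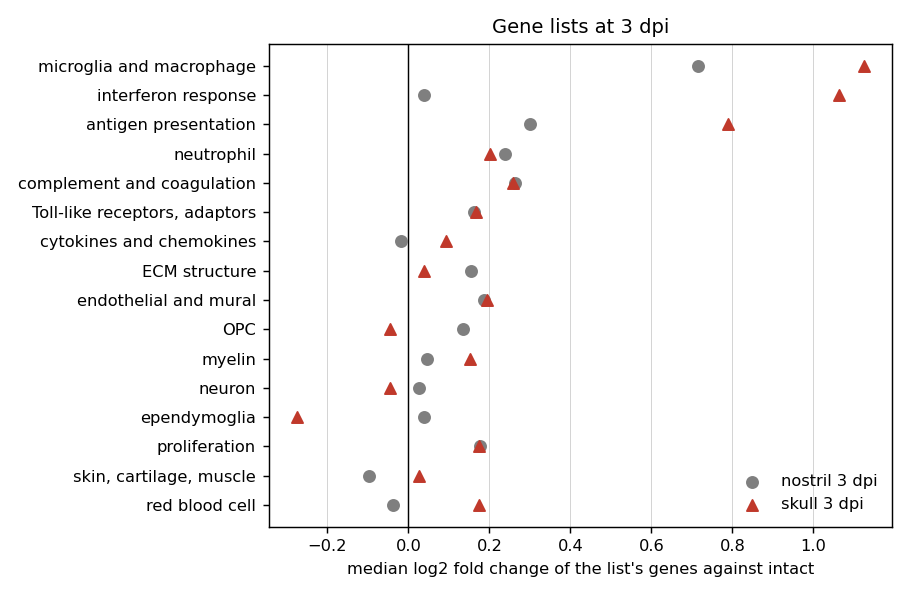
Median log2 fold change against intact at 3 dpi of each gene list (vertical axis), for nostril injury (circles) and skull injury (triangles). Each point is the median over the tested genes of 1 list.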

Interestingly, this large number of uniquely regulated genes at 3 dpi correlates with differences in the reaction of Olig2:GFP^+^ cells and microglia/monocytes between the two injury paradigms (Figure 1N,O), supporting the idea that understanding these transcriptional differences could identify specific programs inducing long-lasting OPC accumulation and neuroinflammation. To further validate the applicability of this approach, we analyzed the differential expression of genes possibly involved in the ECM modifications, as the specific ECM changes could be associated with exacerbated glial activation [16]. Towards this end, we selected genes related to the GO terms “Extracellular matrix” (GO_0031012) and “Extracellular region” (GO_0005576) and analyzed their expression at 3 days post skull and nostril injury. 

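Few genes in a list for the extracellular matrix itself changed at 3 dpi by adjusted p, a threshold other than the criteria of the paper. Of 40 measured genes of matrix structure and remodelling, *fn1b*, which encodes a fibronectin, rose after both injuries, by 0.81 on the log2 scale (SE 0.19, n = 4 against 4 intact) after skull and 1.1 (0.21, n = 3) after nostril injury, and no other passed (1 and 4 rose over the list alone). The gelatinase gene *mmp2* was the only member to differ between the injuries, lower after skull than after nostril injury by 0.80 (0.21, adjusted p = 0.038). Of the complement and coagulation genes, which encode secreted proteins, 2 of 14 rose after skull injury, *c7b* by 0.98 (0.25) and the properdin gene *cfp* by 1.40 (0.40), and 3 over the list alone. After nostril injury 0 of them were called by limma, with 5 at an unadjusted p under 0.05 and 5 over the list alone.

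The complement list was higher after skull injury with camera adjusted p = 0.0044, and adjusted p = 0.088 with an estimated correlation. After nostril injury it gave 7.3e-05, and kept its call with an estimated correlation. For the matrix list camera gave adjusted p = 0.11 after skull and 0.0019 after nostril injury, and after nostril injury adjusted p = 0.46 with an estimated correlation. The Gene Ontology sets of matrix genes were not analysed here. The rise of *fn1b* after nostril injury is lost without intact replicate 1, 2 or 4 or nostril replicate 1 or 3 (adjusted p from 0.071 to 0.18), and the difference of *mmp2* without nostril replicate 1 or 3 or skull replicate 3 or 4 (adjusted p from 0.062 to 0.18). The calls of *c7b* and *cfp* are lost without intact replicate 2 (adjusted p = 0.066 and 0.089), that of *c7b* also without intact replicate 4 (adjusted p = 0.060), and that of *cfp* without intact replicate 3 or skull replicate 3 or 4 (adjusted p from 0.055 to 0.11).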

Among all the regulated ECM-related transcripts (131), 69 of them were exclusively regulated after the skull injury (Figure 2D). These transcripts were overrepresented in GO terms related to the immune response, regulation of immune system process, and proteolysis (Figure 2E, Table S5), processes implicated in the exacerbated glial reaction after wound closure. Moreover, some of these genes encoded for factors reported to regulate either glial reactivity (Ptpn6, Cst B, C1qa, C1qb, Mmp9, Fga) [62,63,64,65,66] or fibrosis [67,68,69,70,71] (Figure 2F). 

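Most of the measured genes of Figure 2F were higher after skull injury at 3 dpi. The phosphatase gene *ptpn6* (probe set 13039936), a brake on leukocyte signalling, rose by 1.82 on the log2 scale (SE 0.27, n = 4 against 4 intact), and the matrix metalloproteinase gene *mmp9* (probe set 13245734) by 1.85 (0.32). The complement genes *c1qa* and *c1qb*, which in the brain are made mainly by microglia, rose by 1.38 (0.25) and 1.1 (0.25), and the galectin gene *lgals9l1* by 2.08 (0.32). The fibrinogen gene *fga* was higher by 0.69 (0.23, adjusted p = 0.062). The gene of cystatin B was not analysed here, since no probe set carries its symbol alone.

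Of 13 tested genes of this list, 9 rose, and all 13 over the list alone. Since the study chose the list on these samples, its direction is not independent evidence. Of the same genes, *isg15* (1.81, adjusted p = 0.055) and the cathepsin genes *ctsh* (0.80) and *ctsc* (0.67) did not pass. After nostril injury limma called 0 of the 13, with 10 at an unadjusted p under 0.05 and 9 over the list alone. There *ptpn6* was higher by 1.02 (0.29), *mmp9* by 1.2 (0.35) and *lgals9l1* by 1.63 (0.35, adjusted p = 0.069). In the test of the difference only *fga* passed, higher after skull than after nostril injury by 0.87 (0.25, adjusted p = 0.0495), and 4 passed over the list alone. The differences of *ptpn6* (0.80, adjusted p = 0.12), *mmp9* (0.66, adjusted p = 0.28), *c1qa* (0.76, adjusted p = 0.11) and *c1qb* (0.37, adjusted p = 0.44) did not. The other probe set of *ptpn6* changed by 0.72 (adjusted p = 0.11), with a difference of −0.07. The list kept its camera call after skull injury with an estimated correlation (adjusted p = 0.019), and its difference between the injuries did not (adjusted p = 9.6e-06, and adjusted p = 0.21 with an estimated correlation).

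On the first principal component, which holds 13.2% of the variance, the skull 3 dpi replicates lay between 20.5 and 79.5 and every other replicate at or under 10.3. With only the groups of the comparison fitted, 4 of the list's 9 calls remained (*mmp9*, *ptpn6* and *lgals9l1* among them), and with array weights 5, where *c1qb* had an adjusted p = 0.059. The difference of *fga* is lost without any 1 nostril replicate or skull replicate 1 or 3 (adjusted p from 0.052 to 0.23), and its change against intact passes without intact replicate 1 (adjusted p = 0.048) or skull replicate 4 (adjusted p = 0.030).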

Because the two types of injuries show different kinetics in cellular response, some genes could still be differentially regulated at different time points after nostril injury. Therefore, we filtered out from the 1012 transcript set (Figure 2C) all transcripts regulated after nostril injury at any analyzed time point. We identified 812 transcripts regulated 3 days after skull injury but not at any time point after nostril injury (Figure 2G). 

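Genes that differed between the injuries at 3 dpi include *ifi44a8* and *otud4*, higher after skull injury, and *oatx*, which was lower. The interferon-induced gene *ifi44a8* rose by 1.38 on the log2 scale (SE 0.21, n = 4 against 4 intact) after skull injury and differed from its change after nostril injury by 1.67 (0.22, adjusted p = 0.0013). The deubiquitinase gene *otud4* rose by 1.24 (0.18), with a difference of 1.55 (0.19, adjusted p = 6.8e-04). Its other probe set did not show this, with a change of 0.41 (adjusted p = 0.24) and a difference of 0.27 (limma adjusted p = 0.54). The amino acid oxidase gene *il4i1* rose by 2.74 (0.54) and the chemokine gene *cxcl20* by 2.23 (0.56), with differences of 2.52 (0.58) and 2.41. The organic anion transporter gene *oatx* fell by 1.45 (0.39), with a difference of −2.40 (0.42, adjusted p = 0.0067), and the sugar transporter gene *slc2a11a* fell by 1.35 (0.39), with a difference of −1.80.

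By the criteria of the paper, 1526 transcripts were regulated after skull injury at 3 dpi and at no time point after nostril injury, 562 up and 964 down. They make up 78.6% of the transcripts regulated at 3 dpi after skull injury alone, and the remaining 415 were regulated at another time point after nostril injury. With a fold change above 2 the set holds 581 transcripts. Of the 1526, 346 (22.7%) passed the test of the difference from nostril injury at 3 dpi and 75.6% had the same direction of change there. The shared intact samples alone raise the latter share, whose value without a common response was not computed. A gene symbol of its own is carried by 224 of them, of which 122 were up.

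Estimated array weights of the skull 3 dpi replicates ran from 0.439 to 0.631. The differences of *ifi44a8*, *otud4* and *oatx* held without any 1 replicate and were lost with only the groups of the comparison fitted (adjusted p from 0.22 to 0.25). Those of *il4i1*, *cxcl20* and *slc2a11a* were lost without nostril 3 dpi replicate 1 or 3 (adjusted p from 0.084 to 0.14), and the falls of *oatx* and *slc2a11a* against intact without intact replicate 2, 3 or 4 or skull replicate 3 (adjusted p from 0.051 to 0.12).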

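Most tested genes of the response to virus were higher and most of cholesterol biosynthesis lower after skull injury at 3 dpi. The genes of 7 biological terms were read from the supplementary tables of the paper, which list them by mouse symbol, and matched to zebrafish genes by symbol. The study chose them on these samples, so their direction is not independent evidence. Of 6 tested genes of the innate immune response, 4 were regulated, all up. The same count, 4 of 6, held for the response to virus, with the viperin gene *rsad2*, which rose by 1.51 on the log2 scale (SE 0.41, n = 4 against 4 intact), *irf7*, *tlr8b* and *isg15*, of which *isg15* did not pass by adjusted p. Of these, *rsad2* was chosen for naming after its values were seen. Of 25 tested genes of the response to wounding, 7 were up and 1, *gja1b*, was down. Regulated at no nostril time point were 1 of the 4 innate immune genes, 3 of the 4 virus response genes and 2 of the 8 wounding genes.

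Of 10 tested genes of cholesterol biosynthesis, 8 were regulated, all down, of which 3 at no nostril time point, and 3 fell by adjusted p: *ebp*, by 1.24 (0.34), *fdft1*, which encodes squalene synthase, by 1.29 (0.34), and *nsdhl*, by 0.87 (0.27). Of 10 tested genes of the sterol biosynthetic term, 8 were down and 1, *ch25h*, was up by 1.23 (adjusted p = 0.017). It was chosen for naming after its values were seen, and its change without single replicates was not tested here. The defense response to virus had 2 of 3 genes up, and glucose metabolism 2 of 11 down. In the wider list of 24 sterol synthesis genes, 4 fell (5 over the list alone), with camera adjusted p = 1.5e-04, and adjusted p = 0.36 with an estimated correlation. The intact replicates spread widely on this list, with means of 0.86, 0.23, −0.51 and −0.59 around their average, while the skull replicates lay at −0.52 to −0.84. The skull replicates also varied more than the other groups across all transcripts. In the test of the difference from nostril injury 0 of these 10 genes passed by limma, and 5 of the 25 wounding genes did. The falls of *ebp* and *fdft1* are lost without intact replicate 1 or 2 or skull 3 dpi replicate 3 (adjusted p from 0.055 to 0.081), and that of *nsdhl* also without skull replicate 1 or 4 (adjusted p from 0.059 to 0.15). The 4 calls of the wider list become 1 without any 1 of intact replicates 1 and 2 and skull replicate 3.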

Most of the GO terms significantly enriched in this gene set (2-fold enrichment and *p* < 0.01) were related to metabolism, immune, and innate immune response (Figure 2H, Table S6).

In particular, we observed the upregulation of genes indicative of the activation of the Toll-like receptor, Tlr, (*mxc*, *mxe*, *irf7*, *irf2*) [72,73,74] and chemokine family 11 (*cxcl11.1*, *cxcl11.5*, *cxcl11.6like*, and *cxcl13*) [75] mediated innate immune response, at 3 days after skull injury (Figure 2I). 

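After skull injury at 3 dpi, 6 of 8 tested genes of the Tlr signature of Figure 2I rose against intact. So did 10 of 23 interferon response genes outside it. In a list of 12 other genes for Toll-like receptors and adaptors 1 rose, an NF-kB inhibitor gene that is neither. The camera call of the interferon list is lost with an estimated correlation (adjusted p = 0.089). The gene *mxc* (probe set 13267957), which encodes an antiviral Mx GTPase, rose by 2.77 on the log2 scale (SE 0.58, n = 4 against 4, limma adjusted p = 0.0060), and lay above every intact replicate in all 4 skull replicates, by 5.57 over the intact mean in replicate 2 and by 1.46 to 2.31 in the others. The interferon regulatory factor genes *irf7* (probe set 13162128) and *irf1b* (probe set 13112632) rose by 2.01 (0.46) and 1.84 (0.37; without skull replicate 2 the ratio of linear means of *irf1b* goes from 4.53 to 2.55), and the gene of another Mx protein, *mxa* (probe set 12944774), by 1.70 (0.33). The receptor genes *tlr21* (probe set 13036668) and *tlr8b* (probe set 12971205), whose products sense nucleic acids in endosomes, rose by 1.74 (0.34) and 1.37 (0.25). For *mxe* (probe set 13267973) the value was 0.94 (0.30, adjusted p = 0.055), and for *ifi27.3* it was 0.61 (0.26).

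Of the Tlr signature, all 8 rose over the list alone. The study chose this list on these samples, so its direction is not independent evidence. After nostril injury limma called 0 of the 8, with 1 at an unadjusted p under 0.05 and 0 over the list alone. The change after skull injury differed from that after nostril injury for *mxc*, by 2.64 (adjusted p = 0.026), *mxa*, by 1.34, *irf1b*, by 1.42, and *mxe*, by 1.29 (adjusted p = 0.033). It did not pass for *irf7* (1.66, adjusted p = 0.057), *tlr21* (1.11, adjusted p = 0.080) or *tlr8b* (0.72, adjusted p = 0.12). The chemokine gene *cxcl11.1* and *mxf* stayed under the linear mean of 20 and were not tested over all transcripts. The value of *cxcl11.1* was 0.52, with a limma adjusted p = 0.0017 over its list alone. That p makes hardly any allowance for other genes, since the other Cxcl genes that the paper names were not analysed. The value of *mxf* was 0.83, and without skull replicate 2 its ratio of linear means falls from 3.16 to 1.01. The genes *irf2*, *cxcl11.5*, *cxcl11.6* and *cxcl13* were not analysed here, since no probe set carries the symbol of any of them alone.

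Of 23 interferon response genes outside the signature, fixed as a list before the data were examined, 10 rose after skull injury (14 over the list alone), among them *xaf1*, by 1.32 (0.24), the gene of the ISG15-activating enzyme *uba7*, by 1.24, and *ifi35*, by 1.2 (0.21). After nostril injury limma called 0, with 1 at an unadjusted p under 0.05. The difference between the injuries passed for the kinase gene *pkz* (1.31), *socs1a* (1.13) and *uba7* (1.06), and for 12 over the list alone. Camera gave adjusted p = 1.0e-11 for the list against intact, and adjusted p = 0.089 with an estimated correlation. For the difference between the injuries it gave 2.5e-12, and adjusted p = 0.20 with an estimated correlation. In the list of 12 genes for Toll-like receptors and adaptors outside the signature, 1 rose, *nfkbiaa*, by 0.68. It encodes an NF-kB inhibitor, so no receptor or adaptor of this list was called. The call is lost without intact replicate 1 or 2 or skull replicate 1 or 2 (adjusted p from 0.051 to 0.060). Its other probe set changed by 0.26 and stayed under the expression minimum. The skull 3 dpi replicates had means of 1.16, 1.06, −0.125 and 1.27 on the interferon list, against at most 0.82 in any replicate of the other groups and 0.46 in intact replicate 4. On the microglia list they had 1.08, 1.65, 0.74 and 0.91.

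The paper finds transcripts regulated after skull injury at no nostril time point, notes immune terms among them, and takes the rise of Mx, interferon regulatory factor and Cxcl11 family genes as a sign that both innate immune pathways are active. Citing the part of innate immunity in the closing of wounds and in how far tissue recovers, it then addresses whether activating either pathway makes glia of the telencephalon react more strongly.

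The calls of *mxc*, *irf7*, *irf1b*, *mxa*, *tlr21* and *tlr8b* against intact held without any 1 replicate, and only *tlr8b* held with just the groups of the comparison fitted (*mxc* adjusted p = 0.15). The interferon calls were 6, 6, 5, 16 and 6 without intact replicates 2 and 3 and skull replicates 1, 3 and 4, and 0 with just these groups fitted. Without nostril 3 dpi replicate 1 or 3, 0 of the signature and interferon genes kept their difference by limma (*mxc* adjusted p = 0.12 and 0.098). Without nostril replicate 2 and skull replicates 1 and 3 the signature had 1, 1 and 7 differences, and without skull replicates 1 to 4 the interferon list had 1, 5, 10 and 1. The change of *mxe* against intact passed without intact replicate 4 (adjusted p = 0.026) or skull replicate 3 (adjusted p = 0.0072).

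**Figure D3:**
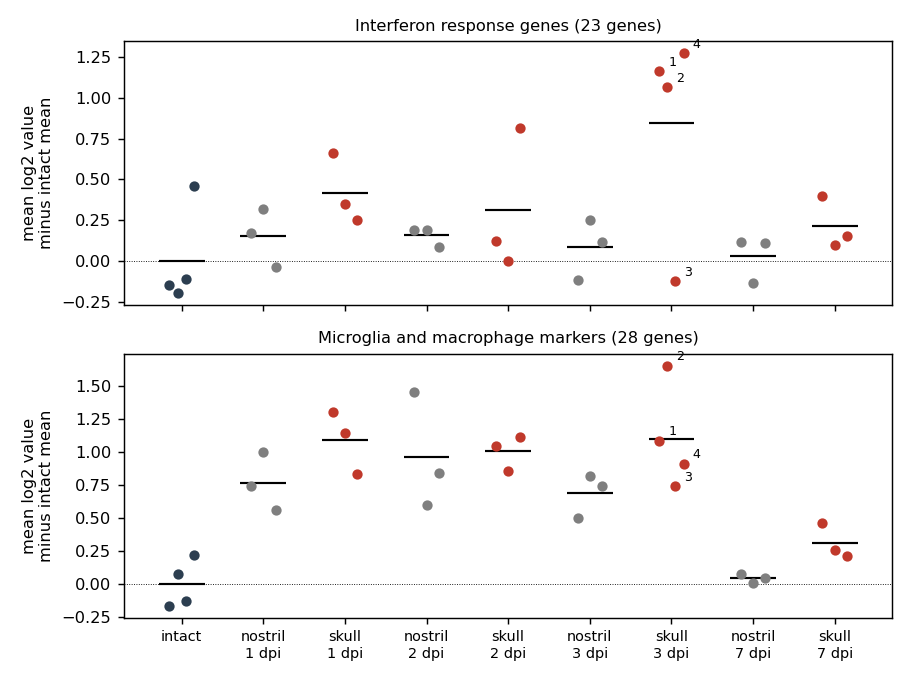
Mean log2 value minus the intact mean of the interferon list (23 genes) and the microglia list (28 genes) in each of the 9 groups. Each point is 1 replicate, bars are group means, and the skull 3 dpi replicates are numbered.

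**Figure D4:**
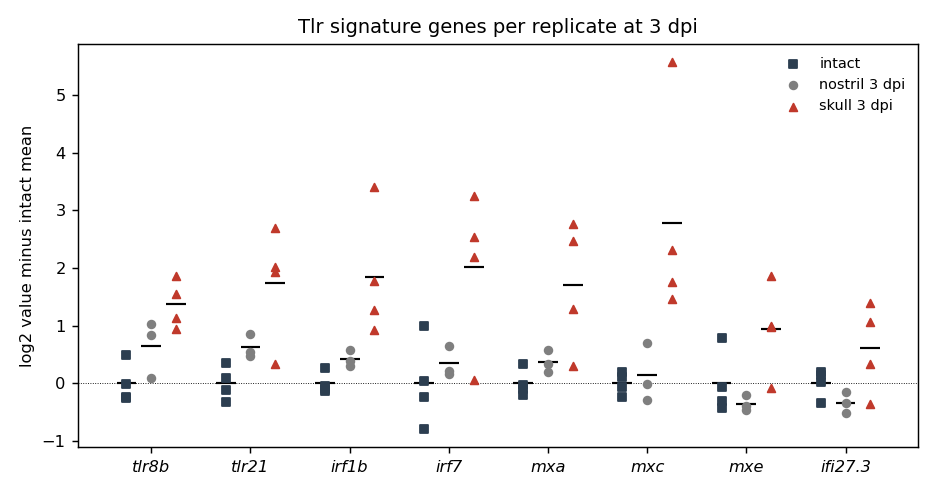
Log2 value minus the intact mean of *tlr8b*, *tlr21*, *irf1b*, *irf7*, *mxa*, *mxc*, *mxe* and *ifi27.3* in intact, nostril 3 dpi and skull 3 dpi. Each point is 1 replicate.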

Innate immunity orchestrates the initial events of wound healing after skin [76], heart [77], and CNS [9] injury, and its regulation determines the extent of tissue restoration [78]. Therefore, we set out to address whether the activation of either Tlr- or Cxcl11 family-mediated innate immunity leads to the induction of exacerbated glial reactivity in the zebrafish telencephalon. We first activated the Tlr-mediated innate immune response by injecting zymosan A microparticles [2] 3 days after nostril injury (Figure 2J) to mimic the temporal activation of this pathway observed after skull injury. Zymosan A was injected in the telencephalic ventricle and the glial reactivity was analyzed at 5 dpi, when the Olig2:GFP^+^ cell accumulation was already resolved after nostril and detected only after skull injury (Figure 2J,K,Q). Indeed, the vehicle (artificial cerebrospinal fluid, aCSF) treatment did not alter the reaction of Olig2:GFP^+^ cells and no accumulation was detected at 5 dpi (compare nostril 3 dpi Figure 1O with Figure 2Q for vehicle). In contrast, zymosan A treatment not only prolonged the accumulation of both 4C4^+^ and Olig2:GFP^+^ cells at the injury site (Figure 2K–M′,Q), but it also increased 7-fold the number of Olig2:GFP^+^ cells accumulating at the injury site 5 dpi compared with the vehicle treatment (Figure 2Q). Thus, zymosan A treatment turned the initial short-term glial activation into a prolonged and exacerbated accumulation of glial cells at the injury site after nostril injury. The toll-like receptor 2 (Tlr2) mediates the sterile inflammation induced by zymosan A in other systems [72,79], and Tlr2 was expressed in the intact as well as the injured zebrafish telencephalon (Figure S4A). Therefore, we tested whether interfering with Tlr1/2 pathway activation using a Tlr1/2-specific competitive inhibitor (CU CPT22) would abolish the capacity of zymosan A to induce an exacerbated glial reaction after nostril injury (Figure S4B). Indeed, interference with the activation of the Tlr1/2 pathways prevented the accumulation of Olig2:GFP^+^ cells at the injury site after zymosan A injection (Figure S4C–G), suggesting that activation of Tlr1/2 is sufficient to induce a prolonged accumulation of Olig2:GFP^+^ cells and 4C4^+^ cells at the injury site.

Similar to Tlr2-induced innate immunity, we set out to test whether the Cxcl11 family has a role in prolonged glial activation, in line with the induction of these ligands exclusively after skull injury. As up-regulated Cxcl11-family ligands (Figure 2I) signal through the same chemokine receptor, Cxcr3 [80], we analyzed the ability of a specific Cxcr3 agonist (VUF 11222 [81]) to induce glial accumulation in the nostril injury paradigm (Figure 2N). Similar to the reactivity observed upon Tlr2 pathway activation (Figure 2K–M′,Q), treatment with the Cxcr3 agonist was sufficient to trigger exacerbated 4C4^+^ and Olig2:GFP^+^ cell accumulation at the injury site at 5 dpi (Figure 2O–Q).

Taken together, our data suggest that the activation of either Tlr2 or Cxcr3 is sufficient to induce an exacerbated glial reaction after nostril injury.

### 3.3. Tlr1/2 and Cxcr3 Pathways Cooperatively Control Reactive Gliosis after Injury in the Zebrafish Telencephalon

Because the activation of either Tlr2 or Cxcr3 signaling induced exacerbated glial reactivity in the nostril injury and the transcriptome analysis demonstrated the activation of both pathways exclusively after skull injury, we asked whether interference with these pathways would block the exacerbated gliosis after skull injury. We inhibited the activation of the two signaling pathways by using specific inhibitors: CU CPT22 for the Tlr1/2 [67] pathway and NBI-74330 for the Cxcr3 [68] pathway (Figure 3A). Strikingly, interference with the Tlr1/2 pathway did not change the accumulation of Olig2:GFP+ cells after skull injury (Figure 3A–C,F), despite a significant reduction in the area covered by 4C4+ immune cells (Figure S5A–C,F). Likewise, the inhibition of the Cxcr3 pathway did not affect the accumulation of either 4C4+ or Olig2:GFP+ cells (Figure 3D,F and Figure S5D,F). These data suggest that the two signaling pathways might be functionally redundant in controlling the accumulation of Olig2:GFP+ cells. To assess their redundancy, we simultaneously inhibited the Tlr1/2 and Cxcr3 pathways with respective inhibitors after skull injury (Figure 3A). Indeed, we observed a significant decrease in the number of Olig2:GFP+ cells accumulating at the injury site by 4 dpi in inhibitor-treated animals compared to vehicle (Figure 3E,F). Moreover, Sox10+ cells, representing oligodendrocyte lineage cells [69], showed a similar reduction, supporting the idea that the effect of inhibitors on the oligodendrocyte lineage was mainly in regulating their accumulation at the injury site, rather than affecting Olig2-driven expression of GFP (Figure 3B–E). In addition, the area covered by 4C4+ microglia/monocytes was also significantly reduced after double-inhibitor treatment (Figure S5E,F). A reduction in the accumulation of Olig2:GFP+ cells at the injury site was also observed after Tlr1/2 inhibitor treatment (CU CPT22) combined with a different Cxcr3 inhibitor (AMG-48744) (Figure S5G–J). Thus, the possibility of this phenotype being induced by the off-target effects of our pharmacological treatment is rather low. These effects of the inhibitor cocktail on alleviating Olig2:GFP+ glia and microglia/monocytes accumulation persisted also at later time points as no sign of Olig2:GFP+ cell accumulation was detectable following the double-inhibitor treatment 7 dpi in the skull injury paradigm (Figure 3G–J).

The reduction in the number of reactive glial cells accumulating at the injury site after double-inhibitor treatment suggests a role of these pathways in the initial induction of the glial cell reaction, their maintenance at the injury site, or both. To further disentangle the role of Tlr1/2 and Cxcr3 signaling in the maintenance of Olig2:GFP+ cells at the injury site, we pharmacologically blocked both pathways after the initial accumulation of Olig2:GFP+ cells at 4 dpi (Figure 3K). Once the glial cells had accumulated at the injury site (4 dpi), interference with the activation of both pathways failed to resolve the accumulation of Olig2:GFP+ cells 7 dpi (Figure 3L,M), in strong contrast to the improvement observed in the early inhibition protocol (Figure 3G,J). Taken together, these data support the role of Tlr1/2 and Cxcr3 signaling during the initial phase of glial accumulation.

Because immunohistochemical analysis showed a similar initial accumulation of glial cells at the injury site at 3 days following nostril and skull injury (Figure 1N,O), we asked whether interference with Tlr1/2 and Cxcr3 signaling could alter the accumulation of Olig2:GFP+ cells in the nostril injury paradigm. To address this question, we treated nostril-injured animals with Tlr1/2 and Cxcr3 inhibitors and assessed the accumulation of Olig2:GFP+ cells at the injury site (Figure S5K). We observed a similar initial recruitment of Olig2:GFP+ at the injury site in untreated and vehicle-treated animals (Figure S5N). Importantly, double-inhibitor treatment did not interfere with this initial accumulation of Olig2:GFP+ cells (Figure S5L–N), in agreement with the absence of the transcriptional signature indicative of innate immunity activation after the nostril injury.

In conclusion, our data support the hypothesis that the restricted glial response correlating with complete tissue restoration and the long-lasting, reactive gliosis rely largely on different molecular mechanisms. The simultaneous activation of Tlr1/2 and Cxcr3 during the wound healing period is sufficient and necessary to induce a prolonged accumulation of both microglia/monocytes and Olig2:GFP+ cells at the injury site, leading to a long-lasting, exacerbated glial reaction.

### 3.4. Reduction in Glial Accumulation Correlates with Better Tissue Recovery

The reduction in the exacerbated accumulation of Olig2:GFP^+^ and microglia/monocytes after double-inhibitor treatment following skull injury prompted us to investigate the effect of prolonged injury-induced gliosis on brain regeneration by measuring the volume of the injured tissue (Figure 4A,B). We observed a significant reduction in the size of the injured tissue 7 dpi after double-inhibitor treatment compared with vehicle treatment (Figure 4B and Video S5). This reduction in the injured volume was not observed in animals treated only with the Tlr1/2 pathway inhibitor (CU CPT22, Figure 4B) that maintains the Olig2:GFP^+^ cell accumulation but reduces microglial reactivity at 4 dpi (Figure S5C,F). This finding supports the hypothesis that the decrease in the number of reactive Olig2:GFP^+^ cells at the injury site leads to improved tissue restoration.

We next tested whether the improved tissue recovery induced by the double-inhibitor treatment was accompanied by an addition of new, adult-generated HuC/D^+^ neurons to the injured brain parenchyma (restorative neurogenesis). As ependymoglial cells lining the ventricle surface increase their proliferation and generate new neurons in response to an injury [2,33,37], we used BrdU-based birth dating to determine whether the decreased glial reactivity after double-inhibitor treatment also correlated with improved restorative neurogenesis. To assess injury-induced neurogenesis, BrdU was added to the fish water during the first 3 days after injury to label all cells synthesizing DNA; that is, mostly dividing progenitors. The BrdU-incorporation phase was followed by a 4-day chase period, allowing progenitor differentiation, and correlating with the resolution of the glial accumulation upon inhibitor treatment (Figure 4C). We previously showed that the majority of newly generated neurons in the intact brain (BrdU^+^ and HuC/D^+^) reside in the ventricular zone (hemisphere periphery, Figure 4G) and display very low migratory potential [47]. Therefore, we analyzed the proportion of HuC/D^+^ and BrdU^+^ cells residing outside this neurogenic zone, as we observed the migration of new neurons towards this area only after injury [47]. Both control and inhibitor-treated animals generated similar total numbers of new neurons (HuC/D^+^ and BrdU^+^) after injury (Figure 4D–F). However, we observed a significantly increased proportion of new neurons located in the brain parenchyma after double-inhibitor treatment (HuC/D^+^ and BrdU^+^ located in the parenchyma in respect to all HuC/D^+^ and BrdU^+^ cells) (Figure 4G,H). As we did not observe any difference in the total number of generated neurons between control and double-inhibitor treated animals, our data exclude an effect of inhibitor treatment on injury-mediated stem cell activation, but rather support the interpretation that the resolution of a long-lasting, exacerbated glial reaction contributed to the better recruitment, survival, or integration of newly generated neurons into the injured brain parenchyma.

### 3.5. Microglia/Monocytes Depletion Does Not Alter the Innate Immunity-Regulated Accumulation of Olig2:GFP^+^ Cells at the Injury Site

The simultaneous inhibition of Tlr1/2 and Cxcr3 improved tissue regeneration. However, decreasing only 4C4^+^ cell reactivity with the Tlr1/2 inhibitor without changing Olig2:GFP^+^ cell accumulation showed no beneficial effect on infarct tissue volume (Figure 4B). These data suggest that microglia/monocytes might be unnecessary for the glial response regulated by the Tlr1/2 and Cxcr3 signaling pathways. To directly assess this hypothesis, we analyzed the accumulation of Olig2:GFP^+^ cells at the injury site in brains depleted of microglia/monocytes. A combination of Clodrosome and a Ccr2 inhibitor prior to skull injury depleted 95% of 4C4^+^ cells (microglia and infiltrating monocytes, Figure S6C–F). The 4C4-free condition was then maintained by continuously blocking monocyte extravasation through Ccr2 inhibitor (Figure S6G–I) during the restricted time window when the Tlr1/2 and Cxcr3 pathways induced the long lasting reaction of Olig2:GFP^+^ cells (Figure 2I and Figure 3A–F,K–M). Initial microglia/monocyte depletion did not alter Olig2:GFP^+^ cell accumulation at 4 days after skull injury compared with the control Encapsome treatment (Figure 4I,J,L and Figure S6J,K). Importantly, the inhibition of Tlr1/2 and Cxcr3 successfully blocked the prolonged, exacerbated accumulation of Olig2:GFP^+^ cells in microglia/monocyte-depleted brains (Figure 4K,L) to the same extent these inhibitors prevent the accumulation of Olig2:GFP^+^ cells in brains populated with microglia/monocytes (compare double inhibitor in Figure 3F and Figure 4L. Consistent with this, our expression analysis of FACS-purified Olig2:DsRed^+^ cells (labeling the same oligodendroglia population as Olig2:GFP^+^) showed that they express Cxcr3 (Cxcr3.2 and Cxcr3.3) and Tlr2 (Tlr18) isoforms in both intact and injured brains (Figure S6L). Moreover, the RNAscope analysis revealed the expression of genes involved in both innate immune pathways (*Cxcr3.2*, *Tlr8b*, *MYD88* and *Mxc*) in the Olig2:GFP^+^ population after skull injury (Figure S6M–R). These data support the concept that the activation of microglia and/or invading monocytes is not necessary for Tlr1/2 and Cxcr3 injury-induced oligodendroglial reactivity and their initial accumulation at the injury site in zebrafish.

We next tested the effect of microglia/monocytes depletion on the restorative neurogenesis. To this end, we combined the depletion protocol with the BrdU-based neuronal birth dating used previously (Figure 4M). The initial depletion of injury-activated microglia/monocytes did not alter incorporation of new neurons (Figure 4N–O′) compared with untreated control animals (compare Veh in Figure 4H,R), supporting the hypothesis that the activated microglia/monocytes are not the only populations contributing to the adverse environment, restricting new neuron recruitment. Importantly, the inhibition of the Tlr1/2 and Cxcr3 pathways in microglia/monocyte-depleted brains still improved the addition of new neurons (Figure 4M–R), similar to the beneficial effects observed in animals with an intact immune system and further associating the beneficial effects of the double-inhibitor treatment with the resolution of prolonged Olig2:GFP^+^ cell accumulation.

Taken together, our results support the hypothesis that the Tlr1/2 and Cxcr3 pathways promote the accumulation of Olig2:GFP^+^ cells at the injury site and the injury-induced impairment of neuronal recruitment to the injury.

### 3.6. Olig2:dsRed^+^ Cells Activate Both Innate Immunity Pathways and Transcription Programs Involved in Cell Proliferation in Response to an Injury

In order to understand the regulatory mechanisms of accumulation of Olig2:GFP^+^ cells downstream of innate immunity pathways after skull injury, we analyzed the injury-induced transcriptomic changes in Olig2:dsRed^+^ cells (enriched for OPCs [82]) acutely isolated from the injured zebrafish telencephalon 3 days after either vehicle or inhibitor treatment. We observed 1649 significantly regulated transcripts in dsRed^+^ cells after injury in vehicle-treated brains compared with intact brains (Figure S7A). Interestingly, a minority of transcripts were downregulated (114), suggesting that upon injury OPCs still maintain their oligodendrocyte lineage identity and gain additional features, leading to their reactivity. The distribution of upregulated genes in the biological pathways (Panther-based analysis) revealed the activation of FGF-, EGF-, PDGF-signaling pathways (Figure S6B), which have previously been implicated in the proliferation of OPCs [83,84,85,86]. In line with those activated pathways, GO term analysis revealed an enrichment of the processes involved in reactive gliosis, such as cell migration and response to cytokines and chemokines (Figure S7C). Surprisingly, most of the enriched GO terms were related to inflammation (63% of all enriched terms, Figure S7C), including the activation of innate immunity. Importantly, the genes belonging to both cytokine and toll-like receptor signaling were upregulated in response to injury (Figure S7B,C; Table S7). Moreover, 45% of ECM- related genes specifically regulated at 3 days after skull injury in the entire telencephalon were also regulated in the Olig2:dsRed^+^ cell population (Figure S7D). This unbiased transcriptome analysis further corroborated our hypothesis that cells of the oligodendrocyte lineage activate molecular pathways of the innate immune response, including Tlr2 and Cxcr3, which allows their microglia/monocyte-independent reaction and accumulation at the injury site.

The transcriptomic changes after skull injury, supporting the activation of innate immunity pathways directly in Olig2^+^ cells, prompted us to further analyze the effect of the inhibitor cocktail on gene expression in Olig2^+^ cells isolated from injured brains. Interestingly, the inhibitor treatment did not change the overall transcriptome of Olig2^+^ cells. Approximately 80% of regulated transcripts after inhibitor treatment were also regulated in vehicle-treated brains (Figure 5A and Figure S7A,E). This suggests that the inhibitor cocktail treatment did not change the overall transcriptome of Olig2:dsRed^+^ cells, but rather restricted regulatory pathways involved in their long-term reactivity. Importantly, both cytokine receptor signaling and toll-like receptor signaling were no longer regulated in Olig2:dsRed^+^ cells after inhibitor treatment (Figure 5A,B; Table S8). However, the regulation of number of biological processes linked to the immune response was still present (Table S9). A comparison of injury-regulated genes in Olig2^+^ cells isolated from vehicle- and inhibitor cocktail-treated brains identified a set of 510 genes (597 transcripts) exclusively regulated after brain injury and vehicle treatment (Figure 5A) and, therefore, were likely involved in reactive gliosis downstream of the Tlr1/2 and Cxcr3 pathways. These genes were overrepresented in GO terms related to proliferation and cell migration (Figure 5B, Table S9), both being biological processes at the core of the oligodendroglial reaction to injury and prolonged gliosis in mammals [87,88].

### 3.7. Regulation of Oligodendrocyte Progenitor Cell Proliferation by Tlr1/2 and Cxcr3 Signaling

Transcriptome data support the role of Tlr1/2 and Cxcr3 signaling pathways in the direct regulation of OPC proliferation leading to persistent accumulation at the injury site. Therefore, we first assessed the proliferation of Olig2:GFP+ cells after skull injury in the zebrafish telencephalon. Accordingly, we labeled all cells undergoing S-phase by BrdU within 5 days after the injury to find out if the proliferation contributes to the observed accumulation of oligodendroglia at the injury site (Figure 5C). As expected, we observed an accumulation of Olig2:GFP+ cells at the injury site, indicating that the BrdU treatment did not alter the behavior of Olig2:GFP+ cells. Importantly, we observed that 45% of all Olig2:GFP+ cells at the injury site were BrdU+ and hence went through at least one cell cycle during 5 days of labelling (Figure 5D–F), supporting the concept that the Olig2:GFP+ accumulation at the skull injury site was, at least in part, achieved by the increased proliferation of progenitor cells labelled by Olig2:GFP transgenic line (OPCs). We next analyzed if these accumulated OPCs further differentiated into mature oligodendrocytes. We made use of the transgenic line Tg(Mbp:nls-GFP) [77] and a BrdU-based birth dating protocol to identify the proportion of the injury-activated OPCs that matured into oligodendrocytes 7 days after the skull injury (Figure S7F). We observed neither a significant increase in the total number of oligodendrocytes nor an increase in the proportion of newly matured, BrdU+ oligodendrocytes upon skull injury (Figure S7G–K), supporting the concept that OPCs and not mature oligodendrocytes accumulate at the injury site [25].

Next, we analyzed whether the inhibitor cocktail treatment may alter the proliferation of Olig2:GFP+ cells as the cellular basis for reduction in their accumulation at the injury site. As Olig2:GFP+ cells display the first signs of exacerbated reactivity 3 days after skull injury, yet without the significant change in total number of Olig2:GFP+ cells, we analyzed the proliferation of Olig2:GFP+ cells 3 dpi after vehicle and inhibitor treatment (Figure 5G). This experiment revealed a significant reduction in the total number of BrdU+ Olig2:GFP+ cells after inhibitor cocktail treatment compared with the vehicle treatment (Figure 5H–L). To confirm the activation of Tlr1/2 and Cxcr3 pathways directly in OPCs, we made use of a murine OPC culture system. Moloney murine leukemia virus (MLV)-based clonal analysis was performed in pure primary OPC cultures isolated from P0 mouse cerebral cortex after vehicle or double-inhibitor treatment (Figure 5M). OPCs were permanently labeled with GFP expressing retrovirus and the size of clones produced by transduced progenitors within 5 days was measured (Figure 5N–P). Double-inhibitor treatment reduced the GFP+ clone size produced by OPCs, supporting a direct role of Tlr1/2 and Cxcr3 pathways in OPC proliferation (Figure 5P).

Taken together, our data indicate a direct role of Tlr1/2 and Cxcr3 pathways in regulating Olig2+ OPC proliferation to achieve long-lasting accumulation at the injury site in the zebrafish telencephalon.

### 3.8. Cerebrospinal Fluid Induces Exacerbated Glial Reactivity by Increasing OPC Proliferation

To identify the source and nature of the ligands activating the prolonged accumulation of OPCs after brain injury, we first examined the size of the skull versus nostril injury. As the volume of the skull injury was larger than the nostril injury (Figure 6A), we first set out to determine whether this was the cause of the reactive gliosis. We reduced the volume of the skull injury to one-third (small skull injury) using the same glass capillary as for the nostril injury (Figure 6B). The small skull injury still induced a strong reactivity of both 4C4+ and Olig2:GFP+ cells 7 days after the injury (Figure 6C,D). This reaction was comparable to the outcome of the initial skull injury, allowing us to exclude the size of the injury as a major determinant of differential glial reactivity.

We next hypothesized that an injury-induced ligand that activates the exacerbated reaction must be present only after skull injury. The telencephalic ventricle is located dorsally in the zebrafish brain [78,79] and, therefore, is exclusively damaged during the dorso-ventrally performed skull injury. Cerebrospinal fluid (CSF), which is confined to the ventricles, is rich in cytokines and growth factors that maintain normal homeostasis and nurture the brain; however, direct interaction with the brain parenchyma is restricted and regulated by the CSF–brain barrier [80]. Rupture of the ventricular barrier might allow an influx of CSF-derived molecules into the brain parenchyma, potentially explaining the activation of the Tlr1/2 and Cxcr3 pathways only after skull injury. To validate the potential of CSF to induced OPC reaction, we injected human CSF in the nostril injury site and analyzed glial reactivity (Figure 6E). Notably, we observed an 8-fold increase in the number of Olig2:GFP+ cells accumulating at the injury site (Figure 6F,M). As we inject the human CSF, the observed reaction could be a result of xenobiotic response. Therefore, we heat-inactivated the human CSF and probed its capacity to induce the reaction of OPCs in the nostril injury. Importantly, the dramatic CSF effect was not observed upon the administration heat-inactivated human CSF (Figure S8) Moreover, the administration of the human plasma containing many of the CSF components failed to induce the response (Figure S8), indicating that the prolonged OPC reactivity was not due to xenobiotic inflammation or misfolded proteins present in the CSF. The extraordinary potential of the CSF to induce exacerbated gliosis prompted us to investigate the cellular basis for the Olig2:GFP+ cell accumulation in response to the CSF. As the accumulation of OPCs after a skull injury was achieved, at least in part, by an increased proliferation of OPCs (Figure 6C–F), we assessed whether the proliferation of Sox10+ cells was also induced by the CSF injection into the nostril injury site (Figure 6G). Indeed, we observed that the majority of Sox10+ cells accumulating around the injury site incorporated BrdU during the initial 3 days after the injury and CSF administration (Sox10+ and BrdU+ cells in respect to all Sox10 + cells) (Figure 6H,H′,J). The induced proliferation was not, however, observed after the injection of heat-inactivated CSF (Figure 6I,J), in line with the significantly smaller accumulation of Olig2:GFP+ cells at the injury site observed after heat-inactivated CSF treatment (Figure S8C,D). The similarity in OPC reaction induced by CSF injection into the nostril injury and the skull injury motivated us to assess whether CSF-induced accumulation of OPCs involved the activation of the Tlr1/2 and Cxcr3 pathways. Therefore, we inhibited the Tlr1/2 and Cxcr3 pathways together with the administration of human CSF after nostril injury (Figure 6K). Importantly, the accumulation of Olig2:GFP+ cells was prevented upon Cxcr3 and Tlr1/2 inhibition, despite the accessibility of the CSF at the injury site (Figure 6L,M). Taken together, these data suggest that the OPC accumulation observed upon skull injury is likely triggered by leakage of CSF into the brain parenchyma and the subsequent activation of the Tlr1/2 and Cxcr3 pathways.

To identify potential ligands activating innate immunity pathways in the CSF, we set up an in vitro system that relays on the proliferation of a murine OPC cell line (OliNeu). Importantly, the addition of CSF to the OliNeu culture medium induced a dose-dependent increase in the proportion of proliferating, phospho-histone H3 (pH3) positive cells (Figure 7A–D), in line with our data that human CSF can directly regulate OPC proliferation in vivo (Figure 6J). Moreover, this dose-dependent response was completely abolished in the double Tlr2 and Cxcr3 knockout clones generated using CRISPR-Cas9 technology (Figure 7D,Q and Figure S9). These results not only confirmed the pivotal role of Tlr2 and Cxcr3 signaling in the CSF induced proliferation of OPCs, but also additionally validated the specificity of our pharmacological inhibitor treatment in vivo.

As cytokines have been reported to activate both Cxcr3 and Tlr2 signaling [61,65,81], we first studied the composition of four healthy donor-derived CSFs using a cytokine antibody array (Figure 7E,F). It is important to mention that all four samples increased proliferation in vivo. Strikingly, 90% of the analyzed cytokines were present in at least one of the samples and 57% in all four samples (Figure 7E,F).

Out of these cytokines, we pre-selected 30 potential candidates (Figure 7E; Table S3) that were present in at least one CSF sample and available as recombinant protein for further functional screening using OliNeu proliferation as a read-out (Figure 7G). We used three different concentrations of the selected candidates and six of them (Ccl5, EGF, Ccl7, IL-10, Cxcl9 and IL-3) significantly increased the proportion of mitotic pH3+ cells (Figure 7G), including a known Cxcr3 ligand (Cxcl9). Interestingly, some candidates such as Cxcl9 were not detected in all CSF samples despite the ability of all four CSF samples to induce the accumulation of Olig2:GFP+ cells, suggesting redundancy of ligands in their capacity to activate OPC proliferation. Taken together, our data suggest that the CSF cytokines activate the innate immunity to regulate OPC proliferation in a redundant manner and therefore regulate the reactive gliosis.

## 4. Discussion

Despite the general agreement that mammals exhibit a limited regenerative capacity after CNS trauma, it remains controversial which specific cellular and molecular mechanisms trigger the long-lasting glial reaction that in turn, negatively impact the endogenous regeneration. Comparative studies analyzing the regeneration of competent and incompetent species have failed to identify the specific mechanisms involved in the pathogenesis of traumatic injuries [89,90,91,92,93,94], even after comparing evolutionarily close species [95,96,97]. This is due to the complexity of the wound healing response that involves a number of molecular pathways and different cell types [9,34]. There has been a long-held belief that microglia and astrocytes are at the core of the poor regenerative outcome [98,99]. However, recent studies have challenged this concept [5,14]. Ablation of microglia upon CNS injury failed to improve neuronal survival and functional recovery and in some cases, even worsened the regenerative outcome [100,101]. Astrocytic activation after trauma appeared to be more complex than originally expected. Microglia-induced inflammation regulates the activation of different types of reactive astrocytes named “A1” and “A2” [18]. While A1 displayed a neurotoxic phenotype, A2 astrocytes appeared to exert neuroprotective functions [64]. The differential activation of A1 and/or A2 astrocytes might explain the controversy about the functional consequences of astrogliosis and whether reactive astrocytes promote endogenous regeneration or contribute to the detrimental reactive gliosis. Surprisingly, and despite their rapid and robust reaction to injury, it is largely unknown how the oligodendrocyte progenitors (OPCs) fit in this inflammatory cascade. To study the role of OPCs during the wound healing process, we performed a comparative analysis of two injury paradigms displaying differential OPC reactivity in the same organ and model organism. In contrast to the previously described nostril injury of brain parenchyma [33,37,38], skull injury showed more similarities to the glial response reported in mammals, such as prolonged OPC accumulation, lack of tissue restoration, extracellular matrix modifications, and exacerbated inflammatory response [34,102].

Comparative analysis (nostril vs. skull) revealed a shared cellular reaction and large overlap in gene regulation shortly after injury, highlighting the common features of the initial wound healing processes regardless if it is associated with prolonged, exacerbated, or restricted glial reactivity [9]. Importantly, a unique molecular signature, including specific innate immunity pathways, was expressed 3 days after the skull injury, correlating with the first signs of the exacerbated glial reaction. These pathways were never regulated during the nostril wound healing, validating the theory that the prolonged, reactive gliosis is induced by a specific molecular program independent of the initial wound healing response [19]. Our study does not support the concept that the regenerative capacity of the CNS is an evolutionarily fixed feature of a given species [103,104]; rather, it is a highly regulated, adaptive response to a specific type of injury. This concept is shared with skin regeneration, in which the depth of the injury determines the scar response [105].

We identified two receptors, Tlr1/2 and Cxcr3, as main regulators of the exacerbated glial reactivity. Interestingly, the inhibition of either of the two pathways separately showed no beneficial effect, whereas the activation of either Tlr2 or Cxcr3 in the nostril paradigm was sufficient to induce gliosis. Hence, both signaling pathways control reactive gliosis in a redundant and synergistic manner. As previously discussed, the complex cross-regulation of immune cells (monocytes and microglia) and astrocytes after brain injury is crucial for the regenerative outcome [19,106,107,108]. The classical inflammatory cascade is initiated by activation and polarization of microglia and invading monocytes. Consequently, these cells regulate the reactivity of astrocytes that, in turn, limits the inflammatory response [17,19,109,110]. However, our data demonstrate, for the first time, that microglia/monocytes are not essential for the initial activation of OPCs and that the Tlr1/2 and Cxcr3 pathways can be directly regulated in this population. Our study, therefore, brings forth a new concept that OPCs can sense and react to injury-induced signals independent of microglia and invading monocytes. However, we cannot exclude any involvement of microglia/monocytes in other aspects of the wound healing. As we did not perform cell-specific interference and because both receptors are expressed in several cell types (microglia/monocytes [111,112]; astrocytes [113,114]; oligodendroglia [114]; neurons [113,115]), we cannot exclude the possibility that other cell types contribute to the induction of the wound closure via the Tlr1/2 and Cxcr3 signaling pathways. However, our knockout in vitro model validated the role of the Tlr2 and Cxcr3 pathways in directly activating OPC proliferation and hence, demonstrated that they are clearly involved in a crucial manner in the reactive gliosis. Moreover, the improvement in tissue recovery (reduced injured volume and enhanced restorative neurogenesis) observed after double-inhibitor treatment correlates nicely with a reduction in the number of accumulating Olig2^+^ cells. Our data support the hypothesis that the detrimental environment classically associated with the reactive gliosis might be driven specifically by reactive OPCs.

The central role of the Tlr1/2 and Cxcr3 pathways in regulating gliosis and tissue restoration motivated us to investigate injury-induced mechanisms. Our study suggests that the ligand(s) activating the Tlr1/2 and Cxcr3 pathways are part of the CSF that leaks into the CNS parenchyma upon traumatic injury [116]. The capability of the CSF to directly induce OPC proliferation in a Tlr2 and Cxcr3-dependent manner, further corroborates the pivotal role of OPCs in initiating the long-lasting glial response and generating a harmful environment. Although the specific CSF-derived molecule/s driving the reactive gliosis in vivo remain unidentified, our in vitro screening suggests that some of the cytokines present in the CSF could be responsible for the OPC activation induced by the traumatic brain injury. These data support a central regulatory role of CSF in controlling not only the activation of neural stem cells in the intact brain, but also the activation state of CNS glia after injury [117,118]. Overall, our work highlights novel pathways in exacerbated OPC activation as potential targets for developing efficient therapies improving regeneration in the mammalian brain.

## Figures and Tables

**Figure 1:**
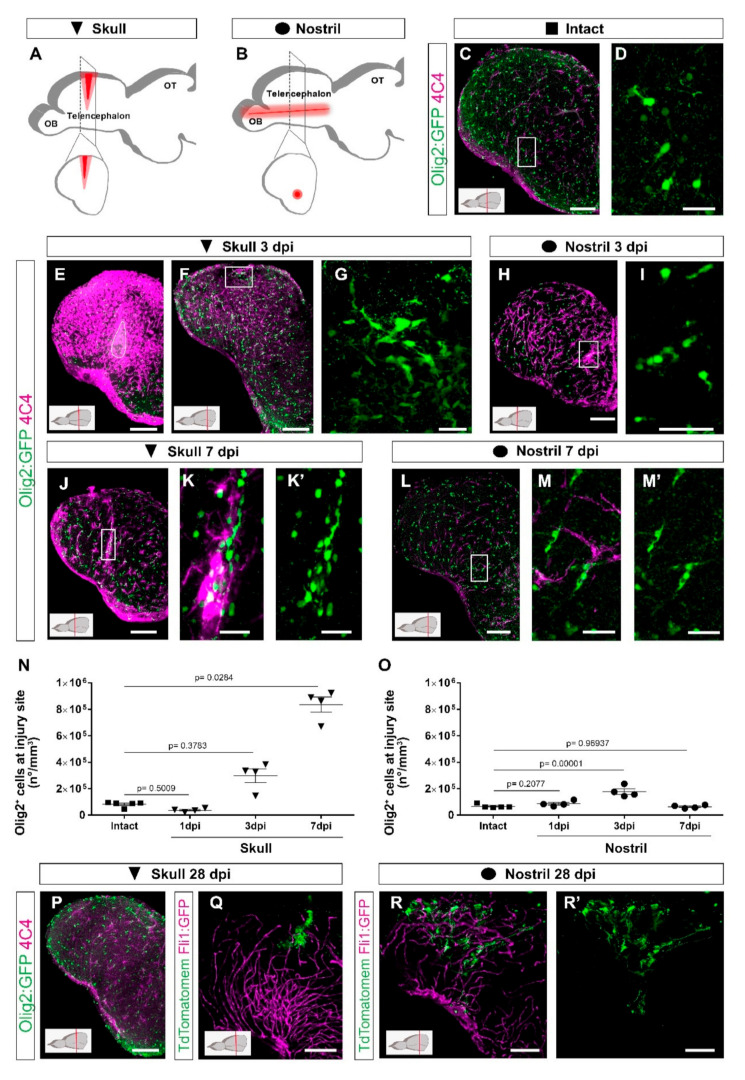
Distinct injury paradigms in the zebrafish telencephalon led to either scarless regeneration or prolonged glial reactivity. (**A**,**B**) Schemes depicting skull (**A**) and nostril (**B**) injury paradigms. Red triangle (**A**) and red line (**B**) illustrate the injury track. (**C**,**D**) Micrographs of a telencephalic section showing the distribution of Olig2:GFP^+^ oligodendroglia and 4C4^+^ microglia/monocytes in the intact brain. (**E**,**F**) Images of 3 dpi skull-injured sections (4C4^+^ and Olig2:GFP^+^ cells) at the level of the injury core delineated by a white line (**E**) and lateral to the injury core depicting the first signs of Olig2:GFP^+^ cells to accumulation indicated by the boxed area (**F**). (**H**) Image showing the distribution of Olig2:GFP^+^ and 4C4^+^ cells at 3 dpi after a nostril injury. (**G**,**I**) are magnifications of the boxed areas in (**F**) and (**H**), depicting Olig2:GFP^+^ cell distribution. (**J**–**M′**) Images showing the reactivity of 4C4^+^ and Olig2:GFP^+^ cells at 7 days after skull (**J**) and nostril (**L**) injury. (**K**,**K′**,**M**,**M′**) are magnifications of the boxed area in the respective images. (**N**,**O**) Graphs depicting the density of Olig2:GFP^+^ cells at the injury site after skull (**N**) and nostril (**O**) injury. Data are shown as mean ± SEM; each data point represents one animal. Statistical analysis is based on a non-parametric Kruskal–Wallis Test (*p*-value = 0.0021) with a post-hoc Dunn test (Many-to-One) in **N** and a one-way ANOVA (*p*-value = 2.483 × 10^−5^) with a post-hoc Dunnett test (many-to-one) in (**O**). (**P**) The accumulation of 4C4^+^ and Olig2:GFP^+^ cells resolved at 28 days after skull injury. (**Q**–**R′**) Images showing the morphology of ependymoglial cells (labelled by electroporation of TdTomatomem) 28 days after skull (**Q**) and nostril injury (**R**,**R′**). While we observed the restoration of the radial morphology of the labelled ependymoglia that contacts the basement membrane after nostril injury (similar to the intact brain), the ependymoglia after skull injury failed to restore radial morphology and built extensive contacts with Fli1-positive blood vessels. All images are full z-projections of a confocal stack; insets indicate the rostro-caudal levels of the sections. Scale bars in (**C**,**E**,**F**,**H**,**J**,**L**,**P**,**Q**,**R**,**R′**) = 100 µm; Scale bars in (**D**,**G**,**I**,**K**,**K′**,**M**,**M′**) = 20 µm. Abbreviations: OB: olfactory bulb, OT: optic tectum, dpi: days post-injury; AFOG: acid fuchsin orange G. Symbol description: black triangle: skull injury; black circle: nostril injury.

**Figure 2:**
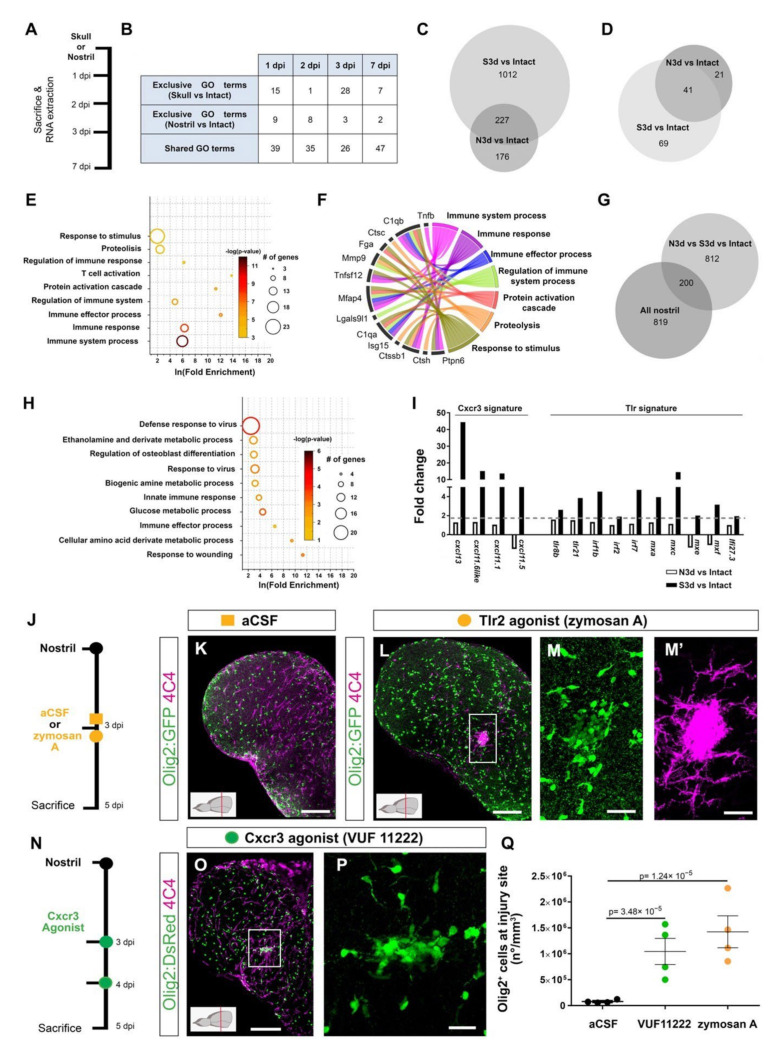
Activation of innate immunity pathways after injury induced a prolonged glial reaction in the zebrafish telencephalon. (**A**) Experimental design to analyze transcriptome changes occurring upon nostril and skull injury. (**B**) Table depicting the number of significantly regulated Gene Ontology terms (Injury vs. Intact) at different time points after nostril and skull injury. (**C**) Comparative analysis using a Venn diagram illustrating the number of genes exclusively regulated 3 days after skull injury (Skull vs. Intact) and not after nostril 3 dpi (Nostril vs. Intact). (**D**) Venn diagram depicting the overlap between ECM-related genes regulated at 3 days after skull and nostril injury. Regulated genes were defined by a *p*-value < 0.05, fold-change > 1.6, and a linear average expression > 20. (**E**) Significantly enriched Gene Ontology (GO) terms of biological processes (color indicates *p*-values and symbol size number of identified genes within the term) in an ECM-related gene set regulated exclusively 3 days after skull injury (69 genes in panel (**D**)). (**F**) Chord diagram depicting selection of regulated ECM-related genes and associated GO terms biological processes. (**G**) Venn diagram depicting the overlap between genes exclusively regulated at 3 days after skull injury and genes regulated after the nostril injury at any time point. Note that 80% of the genes were exclusively regulated after skull injury at 3 dpi but were never regulated after nostril injury. (**H**) Plot showing significantly enriched (*p*-values indicated on bars) GO terms related to biological processes in a gene set regulated exclusively 3 days after skull injury (Skull 3 dpi vs. Nostril at any time point), correlating with glial accumulation. (**I**) Histogram depicting the regulation of genes related to Cxcr3 and Tlr signatures after nostril and skull injury. The dotted, gray line shows the 1.6-fold change cut off. (**J**) Scheme of the experimental design analyzing the ability of the Tlr2 agonist to induce glia accumulation after nostril injury. (**K**,**L**) Images of 5-day-injured telencephalic sections in the *Tg(Olig2:GFP)* line after nostril injury and aCSF (**K**) or zymosan A injections (**L**). (**M**,**M′**) Magnifications of the boxed area in L depict the exacerbated accumulation of Olig2:GFP^+^ (**M**) and 4C4^+^ (**M′**) cells at the injury site. (**N**) Scheme representing the experimental design to analyze the capacity of the Cxcr3 agonist (VUF 11222) to induce a reactive gliosis. (**O**) Micrograph illustrating the reactivity of Olig2:DsRed^+^ and 4C4^+^ cells after Cxcr3 activation. (**P**) Magnification of the injured area in (**O**). (**Q**) Graph showing the density of Olig2:GFP^+^ cells in the injured area 5 days after nostril injury with aCSF, Cxcr3 or Tlr2 agonist treatments. Data are shown as mean ± SEM; each data point represents one animal. *p*-values are based on a one-way ANOVA (*p*-value = 1.183 × 10^−5^) with a post-hoc Dunnett test (Many-to-One). All images are full z-projections of a confocal stack. Insets indicate the rostro-caudal levels of the sections. Scale bars in (**K**,**L**,**O**) = 100 µm; scale bars in (**M**,**M′**,**P**) = 20 µm; Abbreviations: dpi: days post-injury, N3d: nostril 3 dpi, S3d: skull 3 dpi; Ctrl: control; aCSF: artificial cerebrospinal fluid. Symbol description: orange square: ventricular injection of aCSF; orange circle: ventricular injection of zymosan A, Tlr2 agonist; green circle: VUF 11222, Cxcr3 agonist; black circle: nostril injury.

**Figure 3:**
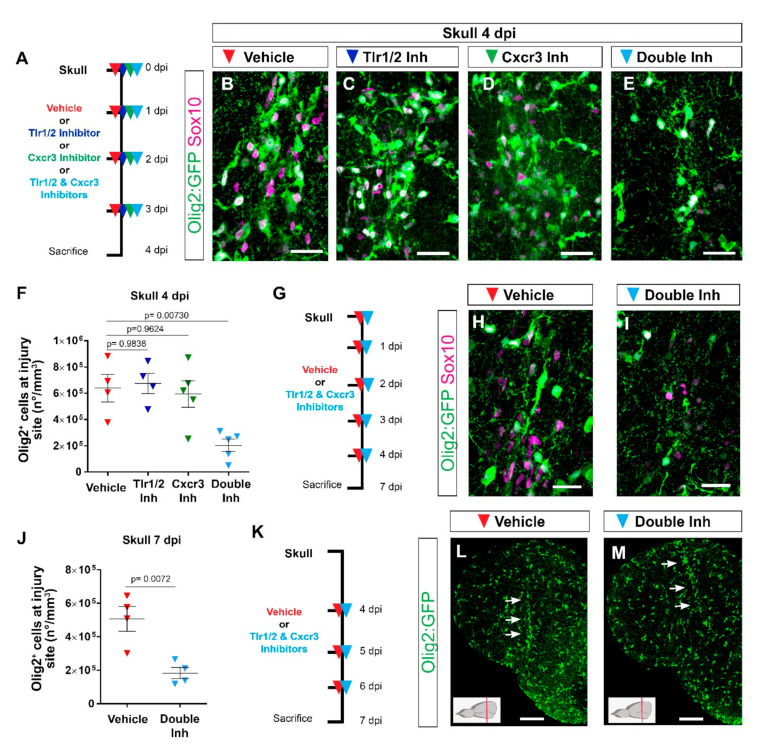
Tlr1/2 and Cxcr3 pathways redundantly control the accumulation of Olig2:GFP^+^ cells but not their maintenance at the injury site in the zebrafish telencephalon. (**A**) Scheme of the experimental setup to address the role of Cxcr3 and Tlr1/2 in the reactive gliosis 4 days after injury. (**B**–**E**) Micrographs of telencephalic sections obtained after 4 dpi depicting Olig2:GFP^+^ and Sox10^+^ oligodendroglia reactivity with vehicle (**B**), Tlr1/2 inhibitor (**C**), Cxcr3 inhibitor (**D**), and double-inhibitor (**E**) treatments. (**F**) Graph showing the density of Olig2:GFP^+^ cells located at the injury site after vehicle, Tlr1/2 inhibitor (CU CPT22), Cxcr3 inhibitor (NBI 74330) and double-inhibitor combination (NBI 74330 + CU CPT22) treatment. Note that only the double-inhibitor cocktail reduces the number of Olig2:GFP^+^ cells accumulating at the injury site. Data shown as mean ± SEM; each data point represents one animal. *p*-values are based on a one-way ANOVA (*p*-value = 4.074 × 10^−3^) with a post-hoc Dunnett test (Many-to-One). (**G**) Experimental outline to assess the effect of vehicle and double-inhibitor treatment 7 dpi. (**H**,**I**) Micrographs of telencephalic sections 7 days after skull injury depicting Olig2:GFP^+^ and Sox10^+^ oligodendroglia after vehicle (**H**) and inhibitor cocktail (NBI 74330 and CU CPT22) (**I**) treatment. (**J**) Graph illustrating the density of Olig2:GFP^+^ cells located within the injured volume after vehicle and double-inhibitor treatment. An equal volume was quantified in both conditions (*p*-values is based on Student’s *t*-test with equal variances). (**K**) Scheme depicting the experimental design to assess the capacity of the vehicle and double inhibitors treatment to resolve glial accumulation. (**L**,**M**) Micrographs showing telencephalic sections 7 days after skull injury and vehicle (**L**) or double-inhibitor (**M**) treatment. White arrows indicate the injury site. Note that both vehicle and inhibitor treatments failed to resolve Olig2:GFP^+^ accumulation. All images are full z-projections of confocal stack. The level of the cross-section is indicated in the inset. Scale bars in (**L**,**M**) = 100 µm; scale bars in (**B**–**E**,**H**,**I**) = 20 µm. Abbreviations: dpi: days post-injury, Inh: inhibitor. Symbol description: red triangle: vehicle; dark blue triangle: Tlr1/2 inhibitor, CU CPT22; green triangle: Cxcr3 inhibitor, NBI 74330; light blue triangle: double inhibitors, NBI 74330 and CU CPT22.

**Figure 4:**
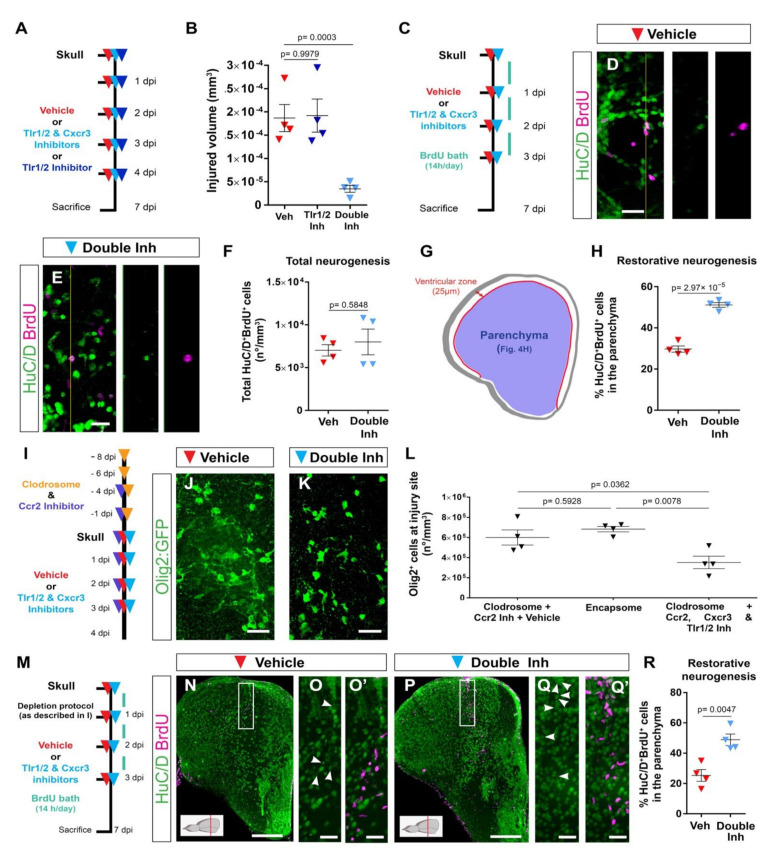
Activation of Tlr1/2 and Cxcr3 creates a detrimental environment by inducing oligodendroglia accumulation in a microglia/monocyte-independent manner. (**A**) Scheme of the experimental design to analyze the consequences of double-inhibitor treatment (NBI 74330 and CU CPT22). (**B**) Graph illustrating the size of the injured volume 7 days after skull injury and vehicle, Tlr1/2 inhibitor (CU CPT22), or double Tlr1/2 and Cxcr3 inhibitor (NBI 74330 and CU CPT22) treatment. *p*-values are based on a one-way ANOVA (*p*-value = 1.971 × 10^−4^) with a post-hoc Dunnett test (Many-to-One). (**C**) Experimental scheme designed to study restorative neurogenesis upon different treatments. (**D**,**E**) Images depicting HuC/D^+^ and BrdU^+^ cells located in the parenchyma following vehicle (**D**) and double-inhibitor (**E**) treatment. (**F**) Dot-plot showing the total density (whole telencephalon) of HuC/D^+^ and BrdU^+^ after vehicle and Tlr1/2 and Cxcr3 inhibitor treatment. *p*-value is based on WelcH′s *t*-test with unequal variances. (**G**) Diagram illustrating the ventricular zone (25 µm from the ventricle surface) and the parenchyma (blue area) in the telencephalic region. Restorative neurogenesis was measured by the proportion of newly generated neurons (HuC/D^+^ and BrdU^+^) that migrated towards the parenchyma with respect to the total number (ventricular zone and parenchyma) of new neurons. (**H**) Graph depicting the proportion of HuC/D^+^ and BrdU^+^ cells located in the telencephalic parenchyma after vehicle and Tlr1/2 and Cxcr3 inhibitor treatment. *p*-value is based on Student’s *t*-test with equal variances. (**I**) Design of the experimental workflow to analyze the effect of Tlr1/2 and Cxcr3 inhibitors on accumulation of Olig2:GFP^+^ cells after microglia/monocytes depletion. (**J**,**K**) Micrographs depicting the reactivity of Olig2:GFP^+^ cells after skull injury at 4 dpi with microglia/monocyte depletion and vehicle (**J**) or Tlr1/2 and Cxcr3 inhibitor treatments (**K**). (**L**) Graph illustrating the density of Olig2:GFP^+^ cells at the injury site at 4 dpi following Clodrosome + Ccr2 (MK-0812) inhibitor treatment (microglia/monocyte depletion protocol), Encapsome (empty liposomes, control for Clodrosome; ventricular injection) and Clodrosome + Ccr2 + Tlr1/2 (CU CPT22) + Cxcr3 (NBI 74330) inhibitor treatments. The decrease in Olig2:GFP^+^ cell accumulation after Tlr1/2 and Cxcr3 inhibitor treatment was maintained in microglia/monocyte-depleted brain. *p*-values are based on a one-way ANOVA (*p*-value = 7.957 × 10^−3^) with a post-hoc Tukey Test (All Pairs). (**M**) Design of the experimental protocol used to analyze injury-induced neurogenesis (BrdU-based birth dating) in microglia/monocyte-depleted brains treated with vehicle or Tlr1/2 and Cxcr3 inhibitor cocktail. (**N**,**P**) Micrographs of injured telencephala at 7 dpi showing the generation of new neurons (HuC/D^+^/BrdU^+^) after vehicle (**N**) and Tlr1/2 and Cxcr3 inhibitor (**P**) treatment in microglia/monocyte-depleted brains. (**O**,**O′**,**Q**,**Q′**) are magnifications of the areas boxed in (**N**,**P**), respectively. White arrowheads depict double HuC/D^+^ and BrdU^+^ cells. The level of the cross-section is indicated in the inset. (**R**) Graph depicting the proportion of HuC/D^+^ and BrdU^+^ cells located in the telencephalic parenchyma after vehicle and Tlr1/2 and Cxcr3 inhibitor treatment. *p*-value is based on Student’s *t*-test with equal variances. All images are full z-projections of a confocal stack. Data are shown as mean ± SEM; each data point represents one animal. Scale bars in (**N**,**P**) = 100 μm; scale bars in (**D**,**E**,**J**,**K**,**O**,**O′**,**Q**,**Q′**) = 20 μm. Abbreviations: dpi: days post-injury; Veh: vehicle; Inh: inhibitors. Symbol description: red triangle: vehicle; dark blue triangle: Tlr1/2 inhibitor, CU CPT22; light blue triangle: double inhibitors, NBI 74330 and CU CPT22; orange triangle: ventricular Clodrosome injection; purple triangle: intraperitoneal Ccr2 inhibitor injection, MK-0812.

**Figure 5:**
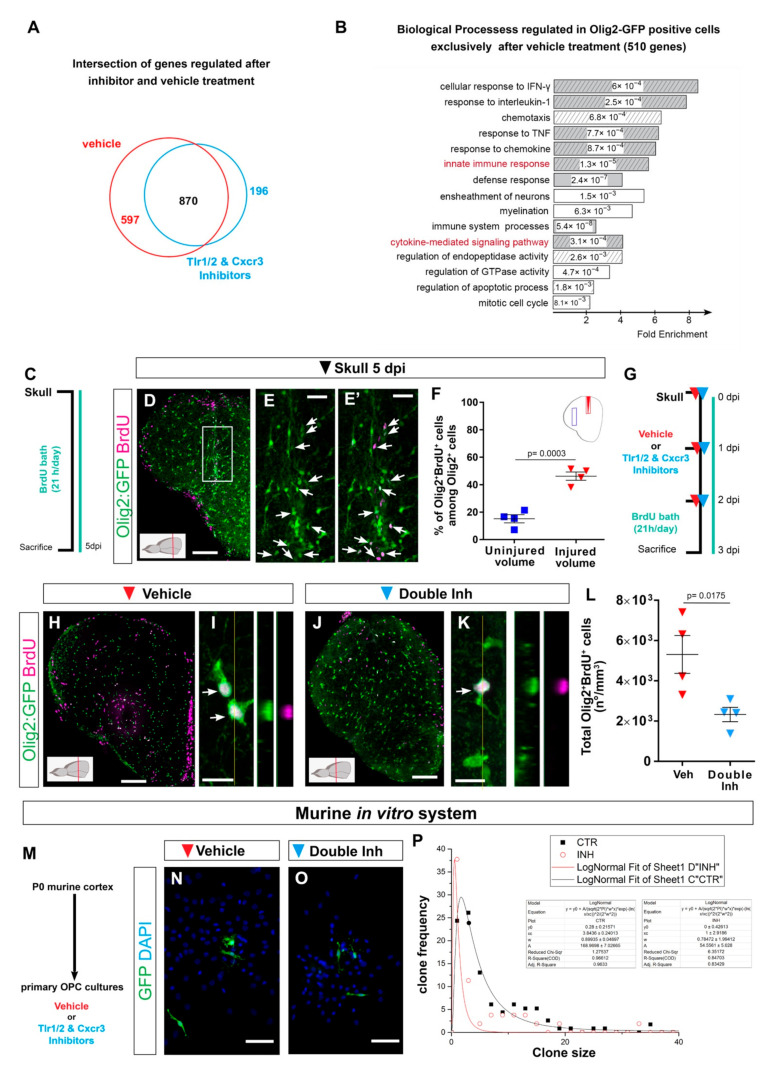
Transcriptome analysis of zebrafish oligodendrocyte lineage reveals the activation of innate immunity and cell cycle pathways after skull injury. (**A**) Venn diagram of genes regulated at 3 dpi in Olig2-GFP^+^ cells after vehicle (red) and Tlr1/2 and Cxcr3 inhibitor (cyan) treatment. (**B**) Histogram depicting GO biological process terms significantly enriched (*p*-values indicated on bars) in a gene set (597 genes in (**A**)) normalized after inhibitor treatment and therefore regulated exclusively after vehicle treatment. GO terms related to inflammatory response are shown by gray bars; patterned bars indicate processes previously reported to be activated in response to injury. Note that both innate immunity and cytokine-mediated signaling pathways are normalized upon inhibitor treatment. (**C**) Scheme depicting the experimental design to analyze the proliferative capacity of Olig2:GFP^+^ cells during the first 5 days after skull injury. (**D**) Micrograph of injured section 5 days after skull injury stained for GFP and BrdU. (**E**,**E′**) Magnification of the oligodendroglial accumulation boxed in (**D**). Double Olig2:GFP^+^ and BrdU^+^ cells are marked with white arrows. (**F**) Graph illustrating the proportion of Olig2:GFP^+^ and BrdU^+^ cells located at the injury site and in an equivalent uninjured volume in the same section. Note that 45% of the Olig2:GFP^+^ cells at the injury site proliferated after skull injury. (**G**) Scheme of the experimental design to assess the proliferation of Olig2-GFP^+^ cells after vehicle and inhibitors treatment. (**H**,**J**) Images of telencephalic sections 3 days after skull injury and BrdU bath with vehicle (**H**) and double inhibitors (**J**) treatments. (**I**,**K**) Micrographs with orthogonal projections of proliferating (BrdU^+^) Olig2:GFP^+^ cells after vehicle (**I**) and Tlr1/2 and Cxcr3 inhibitor (**K**) treatment. (**L**) Graph depicting the density of Olig2:GFP^+^ and BrdU^+^ cells 3 dpi in vehicle and Tlr1/2 and Cxcr3 inhibitor treated animals. (**M**) Experimental design to measure the clonal growth of murine OPCs primary cultures after vehicle and Tlr1/2 and Cxcr3 inhibitor cocktail treatment. OPCs were permanently labeled with GFP expressing retrovirus. (**N**,**O**) Micrographs depicting OPC derived clones 5 days after retroviral infection in vehicle (**N**) and Tlr1/2 and Cxcr3 inhibitor (NBI 74330 and CU CPT22) cocktail (**O**) treated primary OPCs culture. (**P**) Graph depicting the frequency of different clone sizes in the vehicle (CTR) and Tlr1/2 and Cxcr3 inhibitor cocktail (INH) treated primary OPCs culture. Data are shown as mean ± SEM; each data point represents one animal. *p*-values are based on Student’s *t*-test with equal variances. All images are full z-projections of a confocal stack. The level of the cross-section is indicated in the inset. Scale bars in (**D**,**H**,**J**) = 100 μm; scale bars in (**N**,**O**) = 50μm, scale bars in (**E**,**E′**) = 20 μm; scale bars in (**I**,**K**) = 10 μm. Abbreviations: dpi: days post-injury; Veh: vehicle; Inh: inhibitors; OPC: oligodendrocyte progenitor cell. Symbol description: Triangle: skull injury; blue square: uninjured volume; red triangle: vehicle; light blue triangle: double inhibitors, NBI 74330 and CU CPT22; black square: control primary OPCs; red circle: double inhibitor (NBI 74330 and CU CPT22) treated primary OPCs.

**Figure 6:**
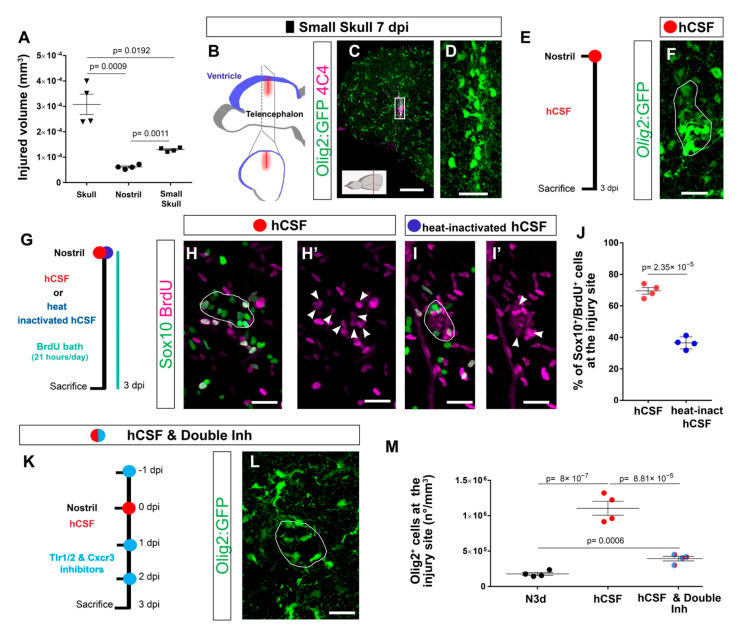
Cerebrospinal fluid-derived molecules induce the proliferation of OPCs and a reactive gliosis-like phenotype. (**A**) Graph depicting the size of the injured volume after skull, nostril, and small skull injury at 1 dpi. *p*-values are based on a Welch one-way ANOVA (unequal variances; *p*-value = 3.034 × 10^−4^) with a post-hoc Dunnett T3 test with unequal variances (all pairs). (**B**) Scheme depicting the small skull injury model. Nostril and small skull injuries were performed with a glass capillary. The red line indicates the dorso-ventral injury through the skull and blue indicates the location of the telencephalic ventricle. (**C**) Image illustrating the reactivity of Olig2:GFP^+^ and 4C4^+^ cells 7 days after small skull injury. (**D**) Magnification of the oligodendroglial accumulation boxed in (**C**). (**E**) Design of the experimental workflow to analyze the effect of human CSF administration. (**F**) Image illustrating the reactivity of Olig2:GFP^+^ cells 3 days after nostril injury and hCSF treatment. White line depicts the injury site. (**G**) Experimental design to analyze the proliferative capacity (BrdU incorporation) of Sox10^+^ cells after nostril injury at 3 dpi and hCSF or heat-inactivated hCSF administration. (**H**–**I′**) Images showing the accumulation of Sox10^+^ and BrdU^+^ cells at the nostril injury site after hCSF (**H**,**H′**) or heat-inactivated human CSF (**I**,**I′**) administration. White lines depict the injury site and white arrowheads the colocalization of BrdU and Sox10. (**J**) Dot-plot depicting the proportion of Sox10^+^ and BrdU^+^ cells accumulating at the nostril injury site after hCSF or heat-inactivated hCSF administration. *p*-value is based on Student’s *t*-test with equal variances. (**K**) Workflow to study the effect of the Tlr1/2 and Cxcr3 inhibitor treatment after human CSF injection. (**L**) Micrograph of a nostril-injured telencephalon at 3 dpi depicting Olig2:GFP^+^ cell reactivity following human CSF and inhibitor treatment. The white line depicts the injury site. (**M**) Graph showing the density of Olig2:GFP^+^ cells at the injury site at 3 dpi after nostril injury, treatment hCSF, and treatment with hCSF and double-inhibitor. *p*-values are based on one-way ANOVA (*p*-value = 1.042 × 10^−6^) with post-hoc Tukey Test (all pairs). Data are shown as mean ± SEM; each data point represents one animal. All images are full z-projections of confocal stack. Scale bars in (**C**) = 100 μm; scale bars in (**D**,**F**,**H**,**H′**,**I**, **I′**,**L**) = 20 μm. Abbreviations: dpi: days post-injury; hCSF: human cerebrospinal fluid; Inh: inhibitors; N3d; nostril 3 dpi. Symbol description: black triangle: skull injury; black circle: nostril injury; black rectangle: small skull injury; red circle: human CSF administration; blue circle: heat-inactivated hCSF treatment; light blue circle: double inhibitors, NBI 74330 and CU CPT22.

**Figure 7:**
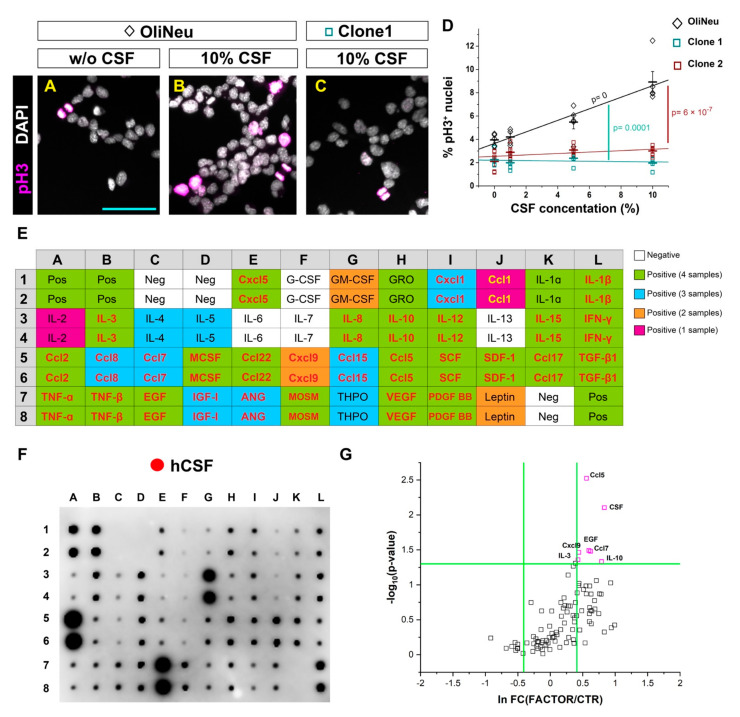
In vitro screening to identify potential candidates from the human cerebrospinal fluid inducing OPC proliferation. (**A**–**C**) Micrographs illustrating the proportion of proliferating (pH3 positive) cells in a control wildtype (WT) (**A**,**B**) and Tlr2 and Cxcr3-deficient (**C**) OliNeu oligodendrocyte progenitor cell line in basal conditions (**A**) and in response to the CSF treatment (**B**,**C**). (**D**) Dot-plot depicting the proportion of proliferating WT and Tlr2 and Cxcr3-deficient Oli-Neu cells after CSF treatment. The line indicates the corresponding linear data-fit. Data are shown as mean ± SEM; each data point represents one independent experiment. Adjusted *p*-values assess the quality of the linear fit for the WT clone (black) and difference in the slopes of the linear fits (color-coded) using the linear regression model. (**E**) Table showing the map of the array in (**F**). Color-code illustrates the presence of each cytokine in CSF samples (White: negative in all samples; Green: positive in all samples; Blue: positive in 3 out 4 samples; Orange: positive in 2 out of 4 samples; Magenta: Positive in 1 out 4 samples). Cytokines names colored in red or yellow were selected for the screening in (**G**). (**F**) Representative image of a cytokine antibody array depicting the cytokine composition of a healthy donor-derived CSF. (**G**) Dot plot depicting proliferation of Oli-Neu cells after treatment with different cytokines and CSF. Scale bars in (**A**–**C**) = 50μm Abbreviations: hCSF: human cerebrospinal fluid. Symbol description: Black diamond: control OliNeu cells; green square: Tlr2 and Cxcr3-deficient clone 1; red square Tlr2 and Cxcr3-deficient clone 2; red circle: human CSF administration.

## Data Availability

All data are available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11030520/s1, Figure S1. Immune cell reactivity after nostril and skull injury. (A,C) Images of Lys^+^ neutrophils and 4C4^+^ cells accumulating at the injury site 12 h (A) and 2 days (C) after the nostril injury. (B) Magnification of the boxed area in A. The number of neutrophils located in the telencephalic parenchyma already decreased at 2 dpi. (D,E) Images of Lys^+^ neutrophils and 4C4^+^ cells 12 h (D) and 2 days (E) after the skull injury. Note that already 12 h after the skull injury neutrophils were distributed throughout the whole parenchyma and they maintained such distribution even after 2 days. (F–H‴) Micrographs illustrating the distribution and morphology of 4C4^+^, L-plastin^+^ and Mpeg1:mCherry^+^ cells in intact condition (F–F‴), 3 days after nostril (G–G‴) and 3 days after skull (H–H‴) injury. Note that most of the microglia in the intact brain co-expressed all three markers, although 4C4^+^ single-expressing cells can be often observed (yellow arrows). Both nostril (G–G‴) and skull injury (H–H‴) changed the morphology and expression pattern of microglia/monocytes. (I–L) Micrographs illustrating the Olig2:GFP (I,K) and 4C4 (J,L) reactivity 1 day after skull (I,J) and nostril (K,L) injury. White lines outline the injured area. All images are full z-projections of a confocal stack. Scale bars in A, C, D, E, I, J, K and L = 100 µm; Scale bars in B, F, F′, F″, F‴, G, G′, G″, G‴, H, H′, H″, H‴= 20 µm. Abbreviations: dpi: days post-injury; hpi: hours post-injury. Symbol description: black rectangle: intact; black triangle: skull injury; black -circle: nostril injury. Figure S2. Nostril injury does not induce long-lasting accumulation of Olig2:GFP^+^ cells in the zebrafish telencephalon. (A) Experimental design to analyze the kinetics and reactivity of the Olig2:GFP^+^ cell population after sagittal sectioning. (B–D) Micrographs of sagittal telencephalic sections at 1 day (B), 3 days (C) and 7 days (D) after nostril injury illustrating the 4C4 and Olig2:GFP reactivity. (E) Dot plot comparing the density of Olig2:GFP^+^ cells located at the injury site after coronal (data presented in Figure 1N) and sagittal sectioning. Data are shown as mean ± SEM; each data point represents one animal. *p*-values are based on one-way ANOVA (*p*-value = 2.419 × 10^−6^ and Multiple Comparisons of Means (adjusted *p*-values reported, single-step method) was performed. All images are full z-projections of confocal stack. Scale bars in B, C, D, = 100 µm. Abbreviation: dpi: days post-injury. Figure S3. Reactivity of Gfap^+^ ependymoglia after nostril and skull injury in the zebrafish telencephalon. (A) Image of an uninjured telencephalic section from the *Tg*(*gfap:GFP*) line. White arrow indicates the basment membrane. (B,D) Micrographs of nostril (B) and skull (D) injured sections at 3 dpi illustrating the reactivity of 4C4^+^ and Gfap:GFP^+^ cells. C and E are magnifications from the boxed areas in (B,D). (F,G) Images depicting the reactivity of Gfap:GFP^+^ cells at 7 days after nostril (F) and skull (G) injury. Note that 7 days after skull injury, the ependymoglial cell layer is restored. (H) Magnification of the injured area boxed in (G); white arrows illustrate misplaced Gfap:GFP^+^ cells and arrowheads depict hyperreactive Gfap:GFP^+^ processes. All images are full z-projections of confocal stack. Insets indicate the rostro-caudal levels of the sections. Scale bars in A, B, D, F and G = 100 µm; scale bars in C, E and H = 20 µm. Abbreviation: dpi: days post-injury. Symbol description: black rectangle: intact; black triangle: skull injury; black circle: nostril injury. Figure S4. Activation of Tlr1/2 innate immunity pathways induces prolonged accumulation of Olig2:GFP^+^ cells after nostril injury. (A) Histogram illustrating the expression level of *Tlr2* in the intact and injured adult zebrafish telencephalon measured by qPCR. Data are shown as mean ± SEM (n = 3 animals). (B) Scheme of the experimental design to identify receptor mediating zymosan A effect. (C,E) Micrographs of zymosan A-treated telencephalic sections of the *Tg*(*Olig2:GFP*) line 5 days after nostril injury and vehicle (C) or Tlr1/2 inhibitor (E) treatment. (D,F) are magnifications of the boxed areas in (C,E), respectively. (G) Graph depicting the density of Olig2:GFP^+^ cells located at the injured area after aCSF, zymosan A, and zymosan A and Tlr1/2 inhibitor treatment. Data are shown as mean ± SEM, each data point represents one animal. *p*-values are based on a one-way ANOVA (*p*-value = 1.312 × 10^−5^) with a post-hoc Tukey Test. All images are full z-projections of confocal stack. Inlets indicate the rostro-caudal levels of the sections. Scale bars in C and D = 100 µm; scale bars in D and F = 20 µm. Abbreviations: N3d: nostril 3 days post-injury; S3d: skull 3 days post-injury; aCSF: artificial cerebrospinal fluid; Inh: inhibitor. Symbol description: black circle: nostril injury; red circle: intraperitoneal injection of vehicle; dark blue circle: intraperitoneal injection of Tlr1/2 inhibitor, CU CPT22; orange circle: ventricular zymosan A injection; orange rectangle: aCSF. Figure S5. Innate immunity pathways and glial reactivity 4 days after skull and nostril injury. (A) Experimental outline to assess the reaction of 4C4^+^ cells after skull injury with vehicle, Tlr1/2 inhibitor (CU CPT22), Cxcr3 inhibitor (NBI 74330) and Cxcr3 and Tlr1/2 inhibitor (NBI 74330 and CU CPT22) treatment. (B–E) Micrographs depicting telencephalic sections 4 days after skull injury stained for 4C4 after vehicle (B), Tlr1/2 inhibitor (C), Cxcr3 inhibitor (D) and double Tlr1/2 and Cxcr3 inhibitor treatment. Cyan line delineates telencephalic hemisphere. (F) Graph illustrating the proportion of area covered by 4C4 signal after different treatments. *p*-values are based on One-way ANOVA (*p*-value = 7.021 × 10^−5^) with post-hoc Dunnett Test (Many-to-One). (G) Scheme of the experimental workflow to analyze the effect of the second inhibitor combination (CU CPT22 + AMG-487) on reactive gliosis. (H,I) Images of injured Tg(Olig2:GFP) section at 4 dpi stained for GFP and Sox10 after vehicle (H) and CU CPT22 + AMG-487 inhibitor (I) treatment. (J) Dot-plot showing the accumulation of Olig2:GFP^+^ cells at the injury site after vehicle, first combination of double inhibitors, and second combination of double inhibitors treatment. Note that both double-inhibitor combinations reduced oligodendroglia accumulation to the same extent. *p*-values are based on a one-way ANOVA (*p*-value = 1.221 × 10^−3^) with a post-hoc Dunnett Test (Many-to-One). (K) Scheme depicting the experimental design to analyze oligodendroglial reaction after nostril injury and vehicle or double Tlr1/2 and Cxcr3 inhibitor (NBI 74330 and CU CPT22) treatment. (L–M′) Micrographs illustrating accumulation of oligodendroglia (Olig2:GFP^+^ cells) at the injury site 3 days after nostril injury and vehicle (L,L’) or double inhibitor treatment (M,M′). White lines delineate the injury site. (N) Graph depicting the density of Olig2:GFP^+^ cells located at the injury area as a function of Tlr1/2 and Cxcr3 pathways. *p*-values are based on a one-way ANOVA (*p*-value = 3.674 × 10^−1^) with a post-hoc Dunnett Test (Many-to-One). All images are full z-projections of a confocal stack. Insets indicate the rostro-caudal levels of the sections. Data are shown as mean ± SEM; each data point represents one animal. Scale bars in B, C, D, and E = 100 µm; scale bars in H, I, L, L′, M and M′ = 20 µm. Abbreviations: dpi: days post-injury; N3d: nostril 3 days post-injury; Inh: inhibitor. Symbol description: red triangle: vehicle; dark blue triangle: Tlr1/2 inhibitor, CU CPT22; green triangle: Cxcr3 inhibitor, NBI 74330; light blue triangle: double inhibitors, NBI 74330 and CU CPT22; orange triangle: CU CPT22 + AMG-487 injection; black circle: nostril injury; red circle: vehicle; light blue circle: double inhibitors, NBI 74330 and CU CPT22. Figure S6. Tlr1/2 and Cxcr3 pathways regulate exacerbated oligodendroglia activation independently from microglial and monocyte activation. (A) Scheme of the experimental setting to address the role of Cxcr3 and Tlr1/2 in tissue restoration. (B) Graph showing the volume of the injured tissue after different treatments. *p*-value is based on one-way ANOVA (*p*-value = 1.801 × 10^−1^) with post-hoc Dunnett test. (C) Image of an uninjured section stained for two microglia/monocyte markers (L-plastin and 4C4). (D) Scheme of the experimental setting to eliminate microglia and infiltrating monocytes using Clodrosome to deplete resident microglia and Ccr2 inhibitor to block the extravasation of monocytes. (E) Micrograph illustrating the depletion of L-plastin^+^ and 4C4^+^ cells in intact brain. (F) Graph depicting the proportion of the section covered with a 4C4 signal in untreated and treated brains; 95% of the 4C4^+^ signal was depleted after combined Clodrosome and Ccr2 inhibitor treatment. *p*-value is based on WelcH′s *t*-test with unequal variances. (G) Scheme of the experimental setting to analyze 4C4 reactivity upon skull injury and microglia/monocyte depletion. (H,I) Micrographs illustrating 4C4 depletion 1 (H) and 2 (I) days after skull injury. White lines depict the injury site and section profiles are delimited by yellow and blue lines. (J) Scheme of the experimental design to analyze reactive gliosis after injecting empty control liposomes used as vehicle for Clodrosome (Encapsome). (K) Image depicting the Olig2:GFP^+^ cell accumulation at the injury site in Encapsome-treated brains. Note that repetitive ventricular injections did not alter oligodendroglial accumulation. (L) Graph illustrating the expression levels of Cxcr3 (Cxcr3.1, Cxcr3.2, Cxcr3.3) and Tlr2 (Tlr2, Tlr18) zebrafish orthologs in Olig2:dsRed^+^ cells analyzed by RNA sequencing. (M–P) Micrographs with orthogonal projections illustrating the expression of Cxcr3.2 (M), Tlr8b (N), MYD88 (O) and Mxc (P) genes in the Olig2:GFP+ cells 3 days after skull injury. (Q,R) Images showing the RNAscope negative controls for the Cy3 (Q) and Cy5 (R) channels. All images are full z-projections of confocal stack. The level of the cross-section is indicated in the inset. Data are shown as mean ± SEM and each data point represents one animal. Scale bars in C, E, H, and I = 100 µm; scale bar in K = 20 µm; scale bar in M, N, O, P, Q, R = 10 µm. Abbreviations: TPM: transcripts per million reads; dpi: days post-injury; Inh: inhibitor. Symbol description: red triangle: vehicle; dark blue triangle: Tlr1/2 inhibitor, CU CPT22; green triangle: Cxcr3 inhibitor, NBI 74330; light blue triangle: double inhibitors, NBI 74330 and CU CPT22; black rectangle: intact; orange square: ventricular injection of clodrosome; purple square: intraperitoneal injection of Ccr2 inhibitor; black triangle: skull injury; gray triangle: encapsome; Orange triangle: ventricular injection of clodrosome; purple triangle: intraperitoneal injection of Ccr2 inhibitor. Figure S7. Oligodendrocyte lineage cells respond to injury by activation of innate immunity, cell proliferation and cell migration pathways. (A) Dot plot depicting up- and down-regulated genes in FACS-purified Olig2:dsRed^+^ cells isolated from the injured zebrafish telencephalon after vehicle treatment. Lines indicate cut-off borders (*p*-value < 0.05 and FC ≥ 2). (B) Pie chart showing the proportion of injury-regulated genes in zebrafish Olig2^+^ cells belonging to different pathways based on a Panther analysis. (C) Histogram depicting GO terms related to biological process significantly enriched (*p*-values indicated on bars) in a gene set upregulated after brain injury in zebrafish Olig2^+^ cells. GO terms related to inflammatory response are shown by gray bars; patterned bars indicate processes previously reported to be activated in response to injury. Note that both toll-like receptor signaling and the response to the cytokine are induced by the injury. (D) Dot plot depicting the coregulation of ECM-related genes in the entire telencephalon and Olig2^+^ cells after 3 days after skull injury. Lines indicate cut-off borders (*p*-value < 0.05 and FC ≥ 2). (E) Dot plot depicting up- and down-regulated genes in FACS-purified Olig2:dsRed-positive cells isolated from the injured zebrafish telencephalon after Tlr1/2 and Cxcr3 inhibitor treatment. (F) Experimental design to analyze the density and maturation rate of oligodendrocytes after skull injury. (G–I′) Images depicting the distribution of Mbp:nls-GFP^+^ cells and BrdU^+^ cells in intact condition (G–H′) and 7 days after skull injury (I,I′). Double positive Mbp:nls-GFP and BrdU cells (White arrow) represent oligodendrocyte progenitor cells that differentiated into mature oligodendrocyte after the injury. (J,K) Dot plots showing the total density of Mbp:nls-GFP^+^ cells (J) and the proportion of newly matured oligodendrocytes (K) in intact brains and 7 days after skull injury. Data are shown as mean ± SEM; each data point represents one animal. *p*-values are based on Student’s *t*-test with equal variances. All images are full z-projections of a confocal stack. Scale bars in G, I, I′ = 100 µm; scale bars in H, H′ = 20 µm. Abbreviations: dpi: days post-injury; VEH: vehicle; INT: intact; INH: inhibitor. Symbol description: black rectangle: intact; black triangle: skull injury. Figure S8. Human plasma and heat-inactivated human CSF do not induce accumulation of Olig2:GFP^+^ cells. (A–C′) Micrographs showing the Olig2:GFP and 4C4 reactivity after nostril injury and the administration of either human plasma (A–B′) or heat-inactivated hCSF (C–C′). White lines delineate the injury site. (D) Dot plot illustrating the density of Olig2:GFP^+^ cells at the injury site after different treatments. Data are shown as mean ± SEM; each data point represents one animal. *p*-values are based on a one-way ANOVA (*p*-value = 2.091 × 10^−4^ with a post-hoc Dunnett test (Many-to-One). All images are full z-projections of a confocal Z-stack. Scale bars: 20 µm. Abbreviations: dpi: days post-injury; hPlasma: human plasma; hCSF: human cerebrospinal fluid. Symbol description: red circle: hCSF; green circle: human plasma; blue circle: heat-inactivated hCSF. Figure S9. Generation of the Tlr2 and Cxcr3 OliNeu knockout line. (A,B) Sequence alignment of the Cxcr3 (A) and Tlr2 (B) locus depicting the Cas9-mediated bi-allelic deletions (green blocks) leading to the premature STOP codon generation (red asterisk) in oligodendrocyte progenitor OliNeu cell line. The position of gRNAs is indicated with grey boxes. (C,D) Micrographs depicting Ki67-positive cells in WT OliNeu cell clone (only transfected with Cas9) (C) and Cxcr3/Tlr2 mutant clone 1 (D). (E) Dot plot depicting the proportion of pH3 positive cells in WT OliNeu cells and two mutant cell clones (Clone 1, Clone 2). Data are shown as mean ± SEM; each data point represent single coverslip. *p*-value is based on one-way ANOVA (*p*-value = 2.473 × 10^−3^) and Dunnett Test (Many-to-One). Scale bars in C, D = 50μm. Symbol description: Black diamond: control OliNeu cells; green square: Tlr2 and Cxcr3-deficient clone 1; red square Tlr2 and Cxcr3-deficient clone 2. Table S1. List of all the primary antibodies used in this study, and the correspondent information about each antibody. Table S2. List of primers used in this study for RT-qPCR. Table S3. List of recombinant proteins used for the screening in Figure 7G (www.rndsystems.com accessed on 24 September 2019). Table S4. Microarray data illustrating the GO Terms Biological Processes enriched in genes commonly or exclusively regulated in skull and nostril injury at different time points (related to Figure 2B). Table S5. RNAseq data depicting the gene ontology terms related to the biological processes significantly enriched in an ECM-related gene set (69 genes) regulated exclusively 3 days after skull injury (Related to Figure 2E). Table S6. Microarray data illustrating the GO terms related to the biological processes enriched in genes exclusively regulated 3 days after skull injury (related to Figure 2H). Table S7. RNAseq data showing the GO Terms related to the biological processes (PANTHER) upregulated after brain injury in zebrafish Olig2^+^ cells (Related to Figure S7C, GO Terms marked in red are shown in the graph S7C). Table S8. RNAseq data depicting the Gene Ontology terms related to biological processes (PANTHER) significantly enriched in a gene set (597 genes) with normalized expression after Tlr1/2 and Cxcr3 inhibitor treatment in zebrafish. (Related to Figure 5B). Table S9. RNAseq data depicting the gene ontology terms related to biological processes (PANTHER) significantly enriched in a gene set still regulated after inhibitor treatment. (Related to Figure 5). Video S1. Three-dimensional reconstruction of cleared intact telencephalic tissue stained for Sox10 (magenta), 4C4 (cyan) and DAPI (blue). Video S2. Three-dimensional reconstruction of cleared telencephalic tissue stained for Sox10 (magenta), 4C4 (cyan) and DAPI (blue) 3 days after nostril injury. Video S3. Three-dimensional reconstruction of cleared telencephalic tissue stained for Sox10 (magenta), 4C4 (cyan) and DAPI (blue) 7 days after nostril injury. Video S4. Three-dimensional reconstruction of Tg(fli1:eGFP) transgenic line 28 days after nostril and skull injury. Ependymoglial cells were labeled by electroporation of a plasmid encoding for membrane localized tdTomato 21 days after injury. Video S5. Three-dimensional reconstruction of cleared infarct tissue stained for Sox10 and DAPI 7 days after skull injury and vehicle or double inhibitor treatment.

# Supplementary material for: Innate Immune Pathways Promote Oligodendrocyte Progenitor Cell Recruitment to the Injury Site in Adult Zebrafish Brain
**Source:** Cells. 2022 Feb 2;11(3):520. doi: 10.3390/cells11030520

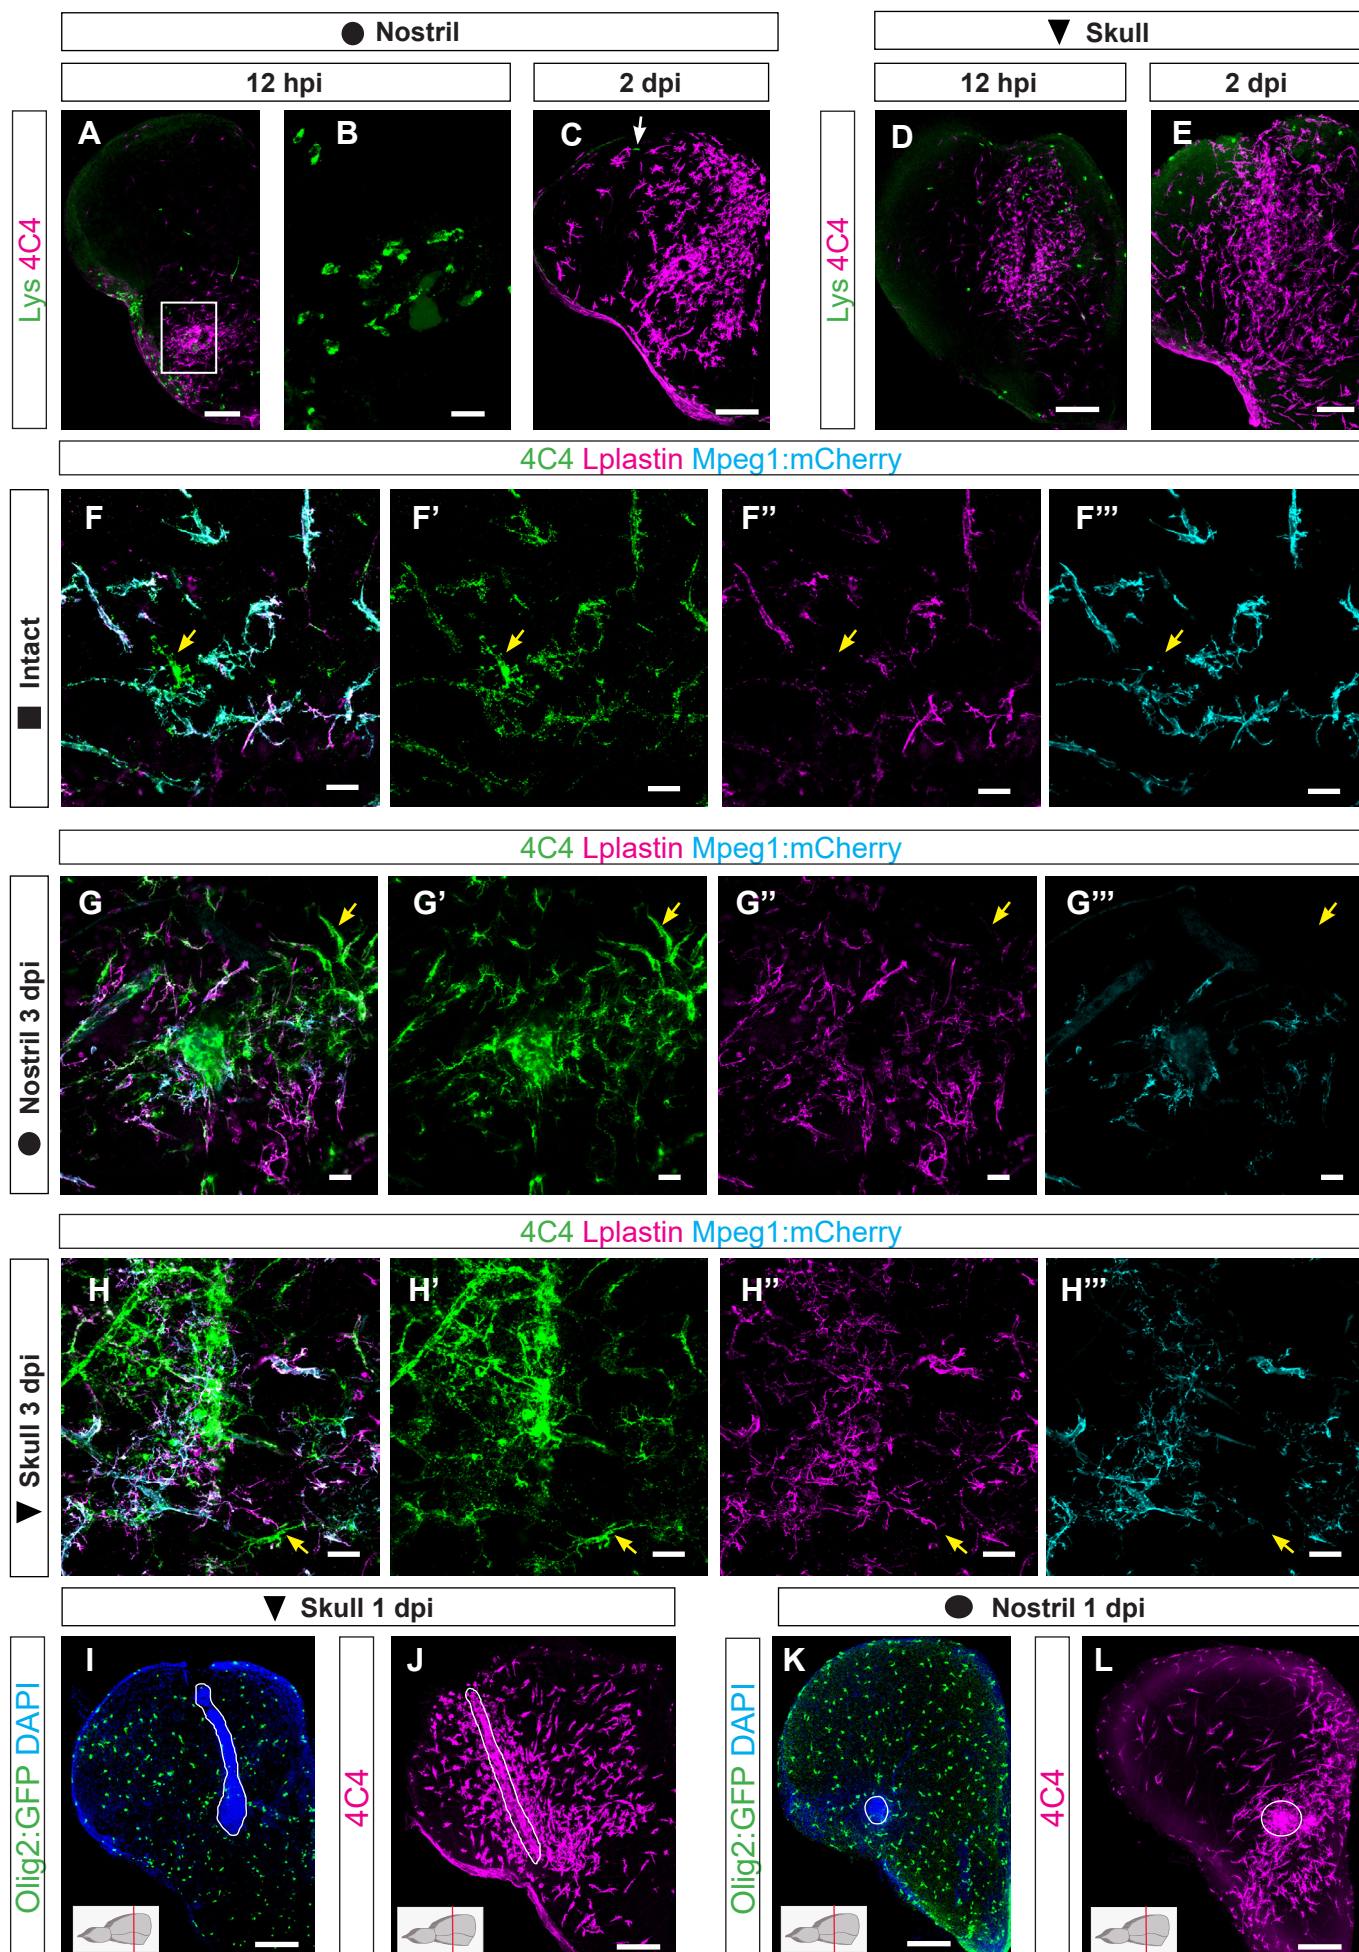

Supplementary Figure S1

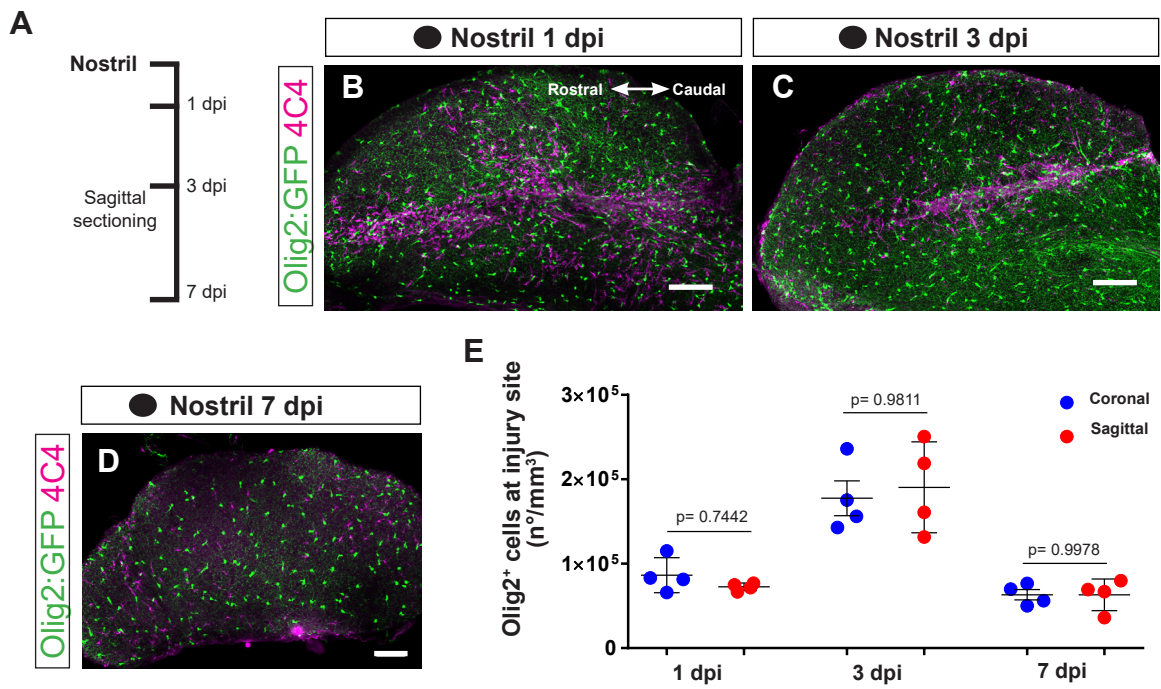

Sanchez-Gonzalez et al., 2021 Supplementary Figure S2

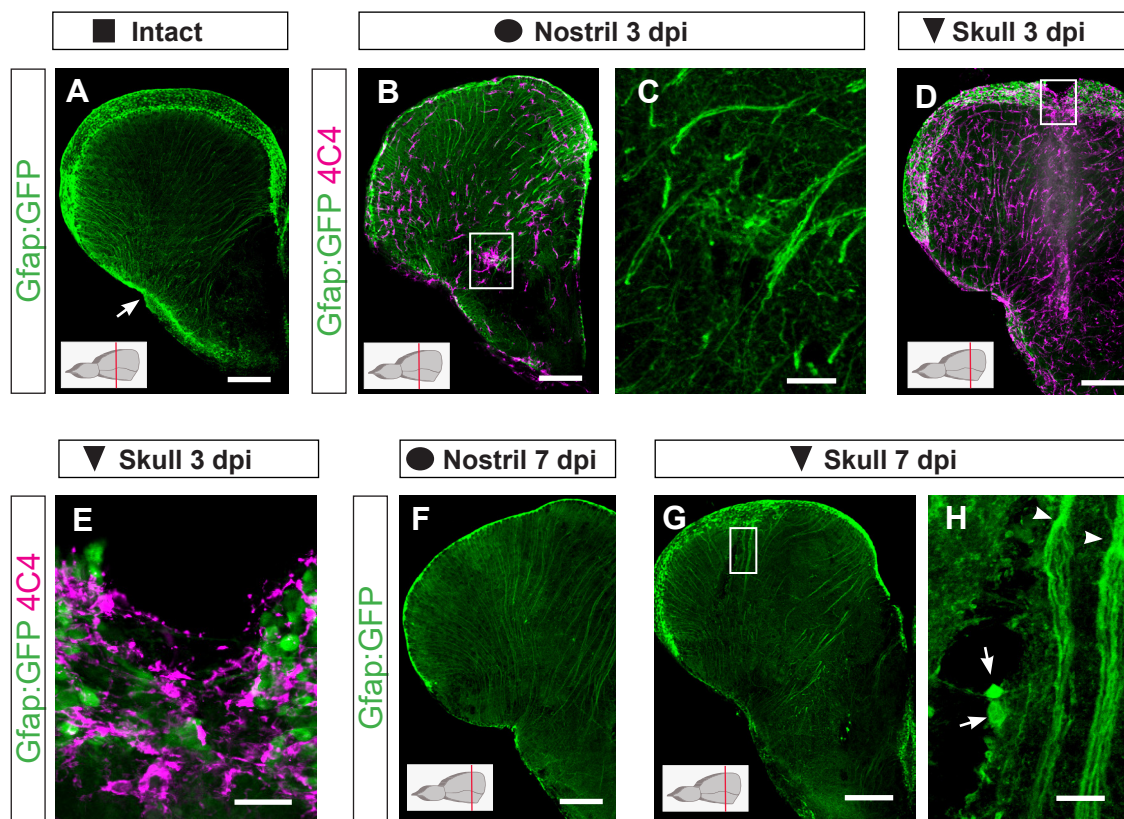

Sanchez-Gonzalez et al., 2021 Supplementary Figure S3

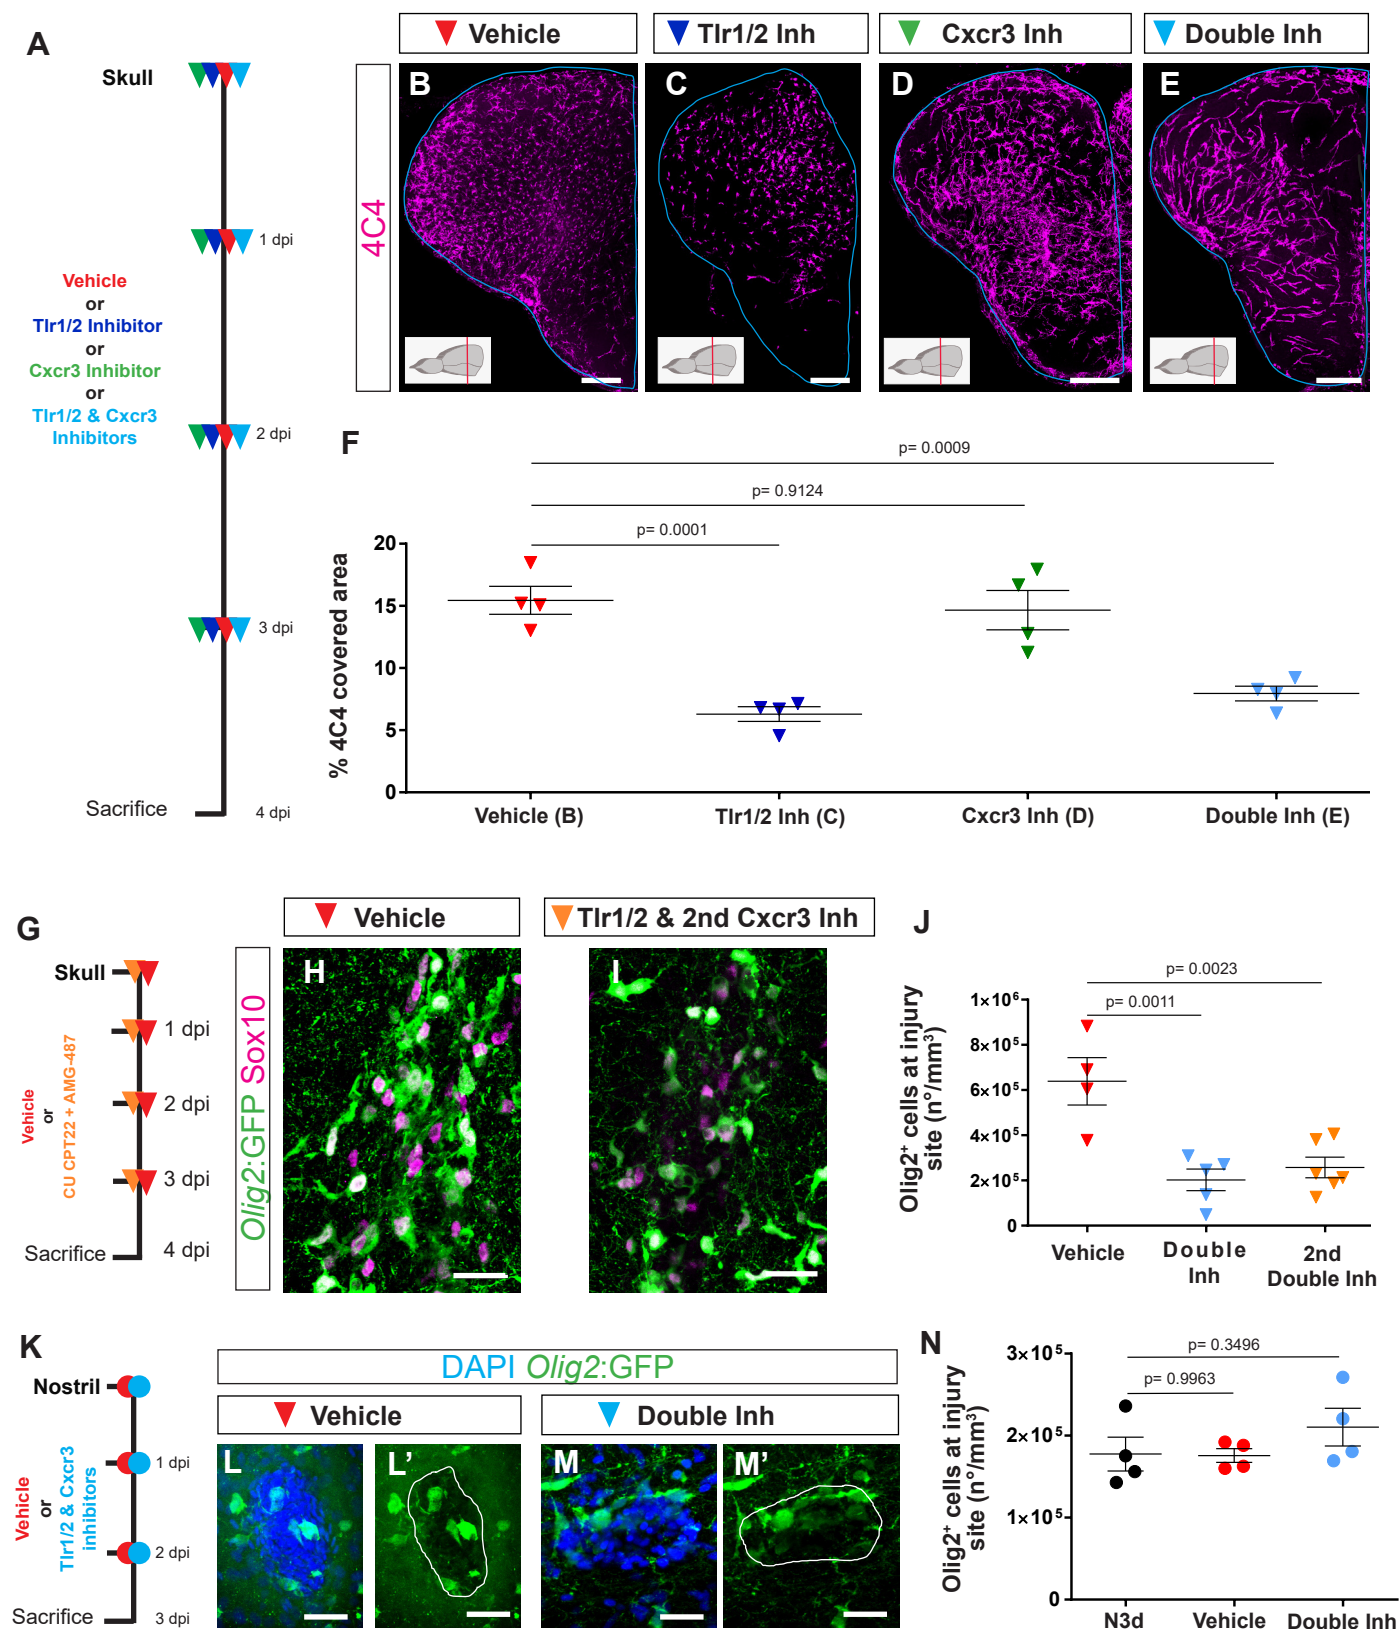

Sanchez-Gonzalez et al., 2021 Supplementary Figure S5

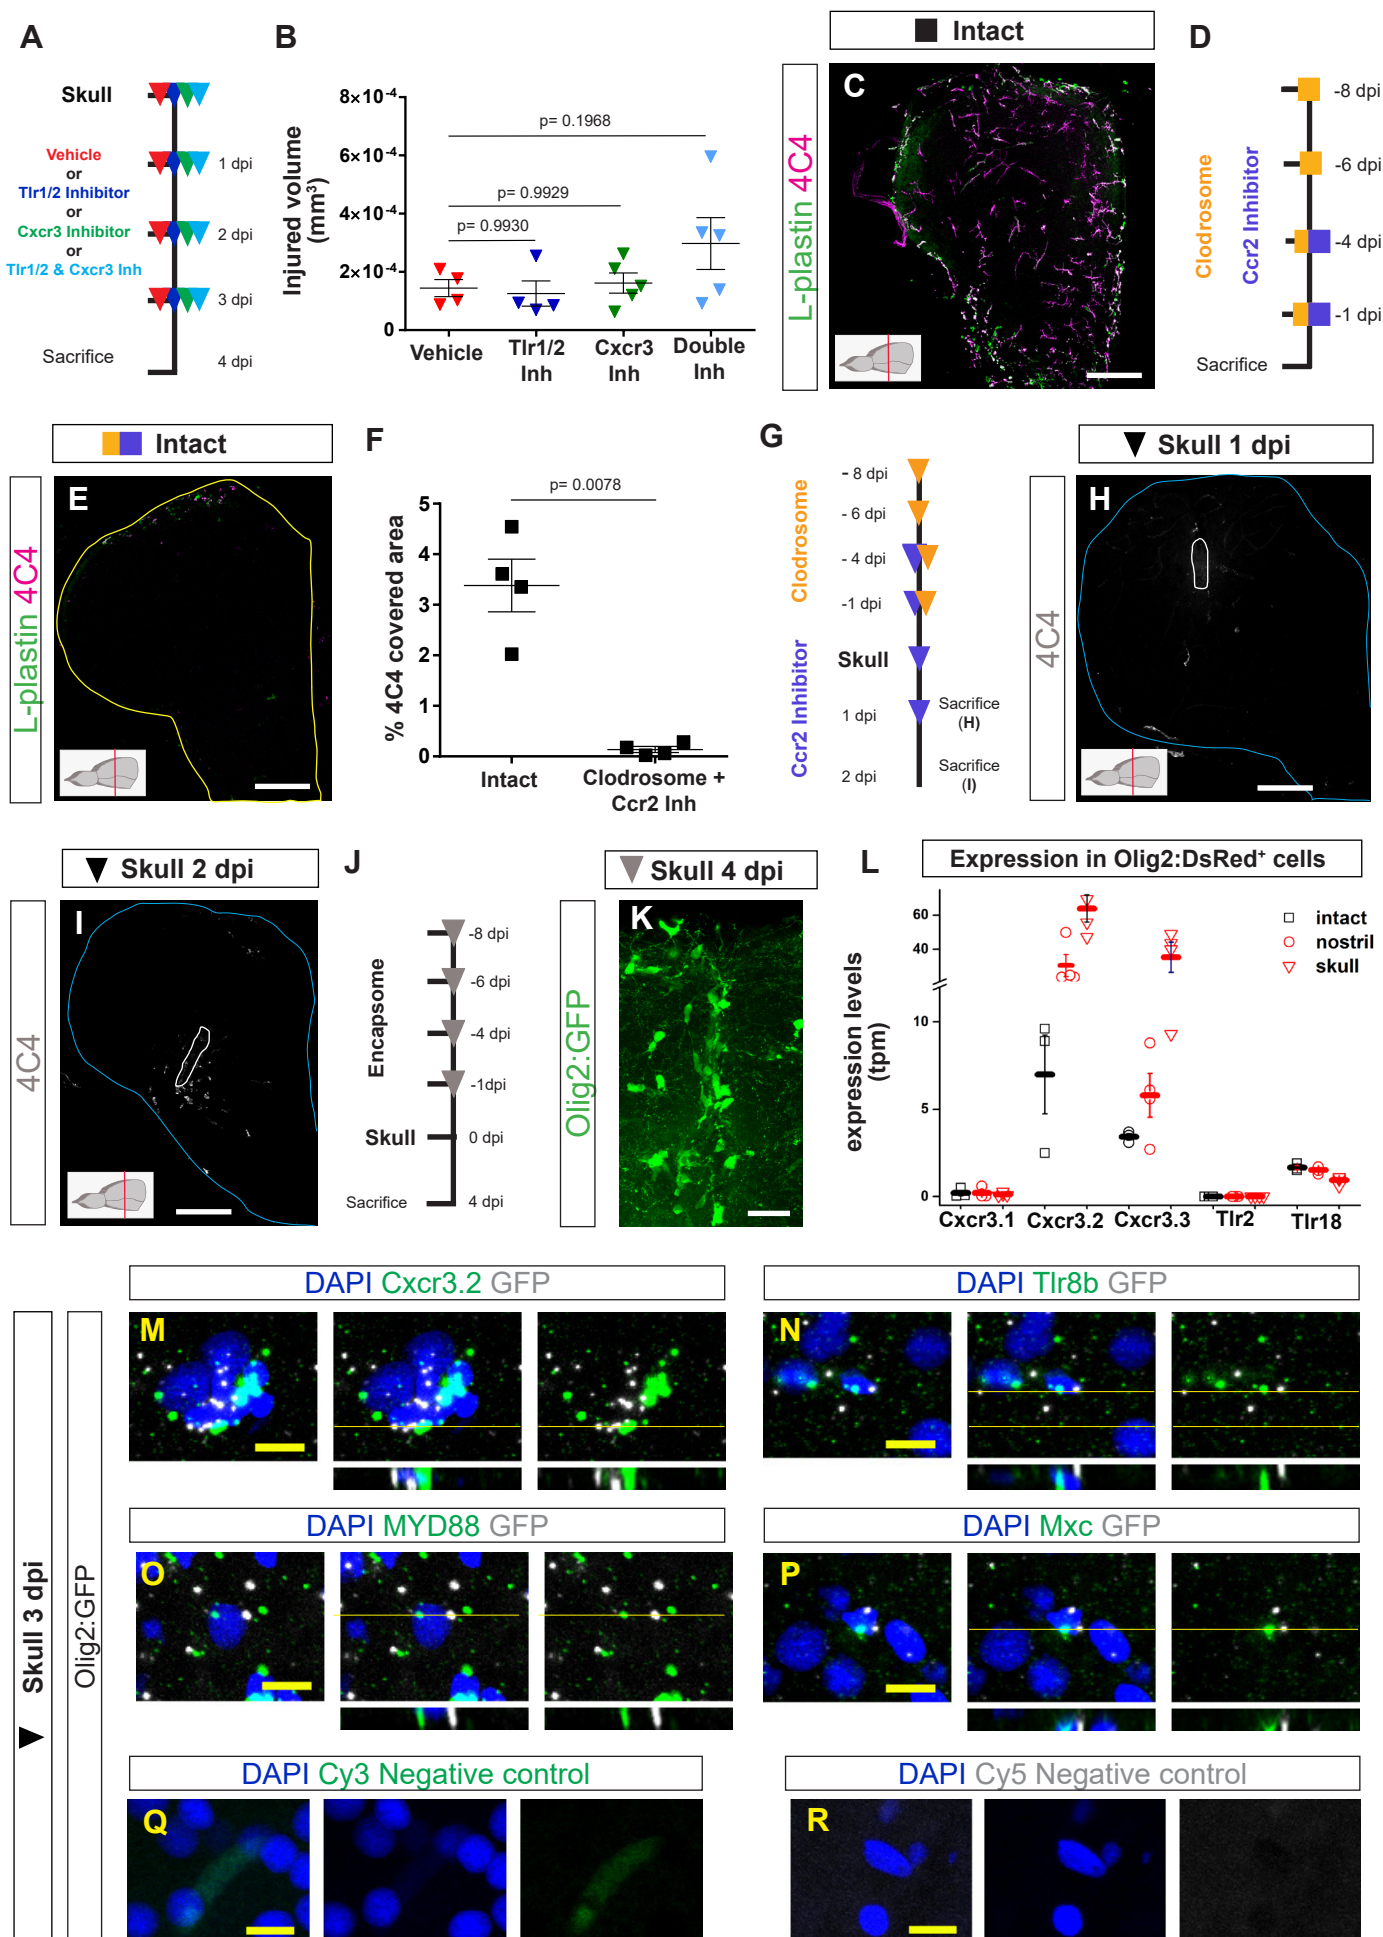

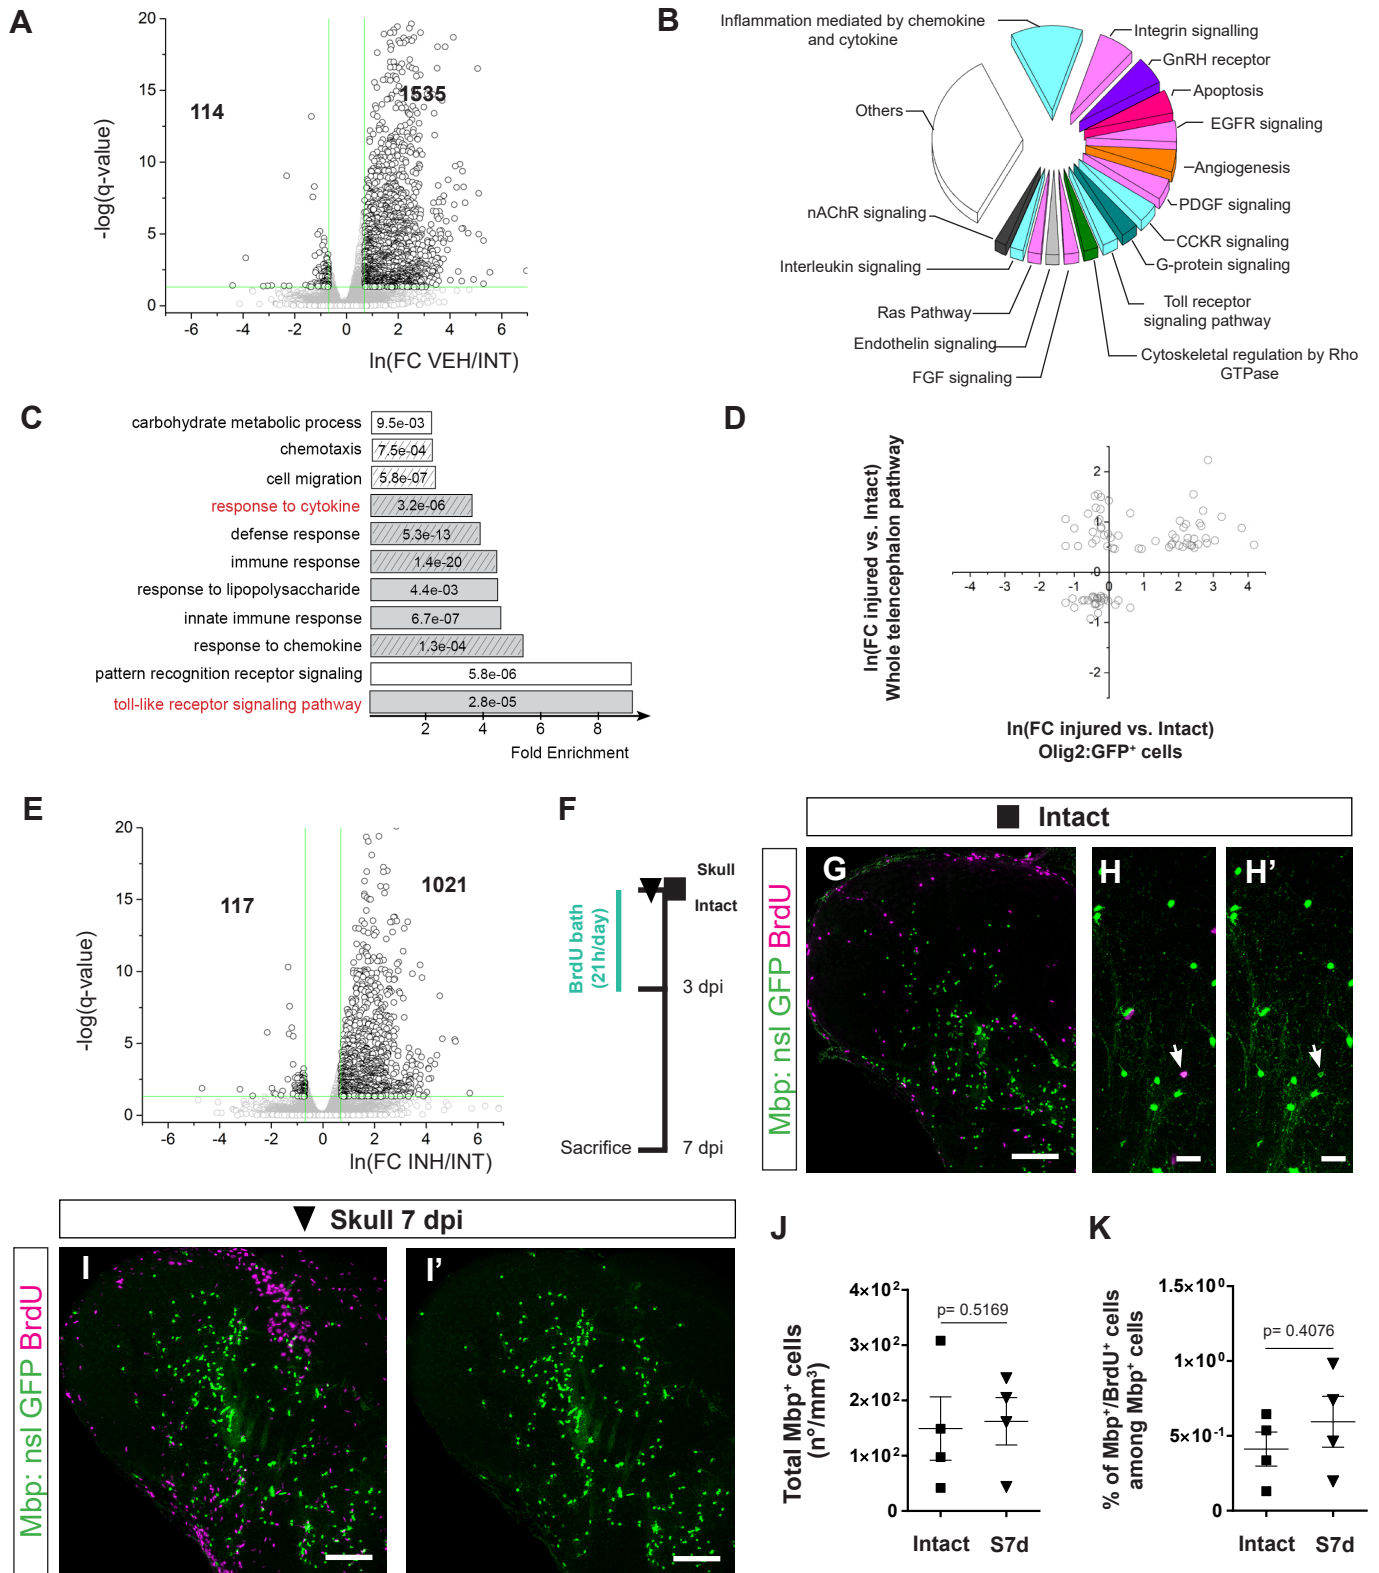

Sanchez-Gonzalez et al., 2021 Supplementary Figure S7

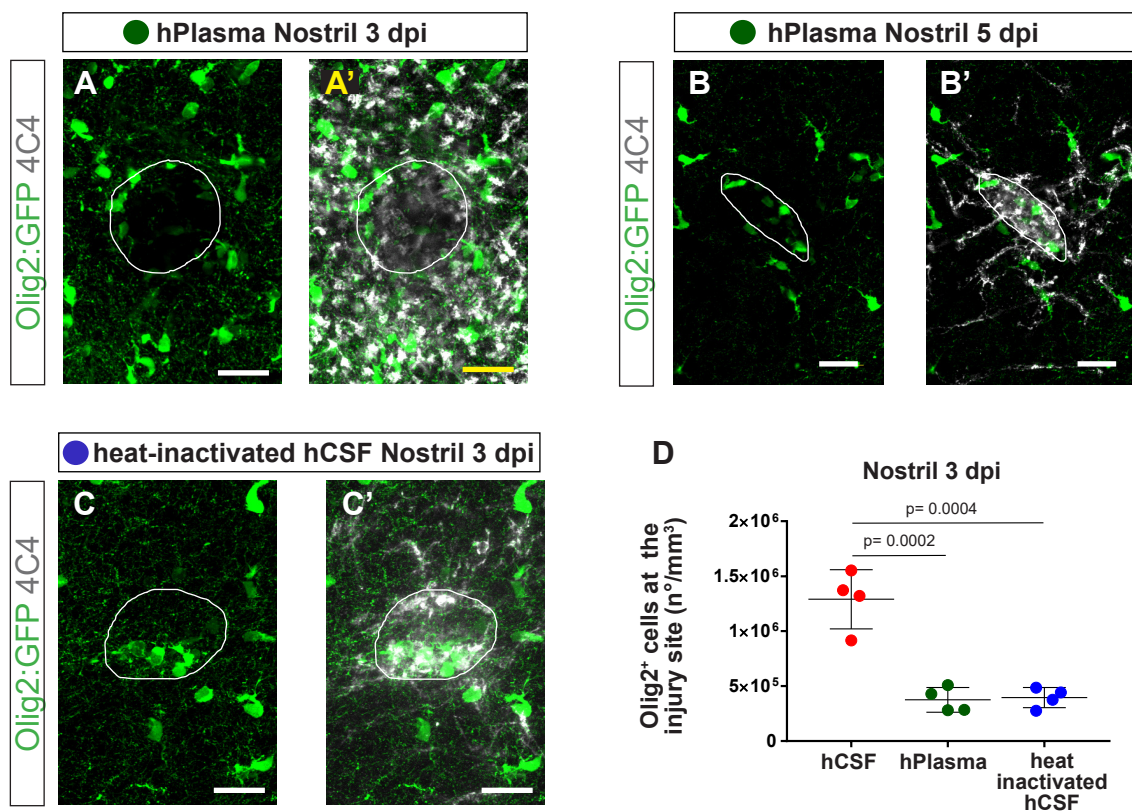

Sanchez-Gonzalez et al., 2021 Supplementary Figure S8

A mutation in Cxcr3

WT allele 35 D F S D S P P C P Q D F S L N F D R T F L P A P Y S L L F L L G L L G N
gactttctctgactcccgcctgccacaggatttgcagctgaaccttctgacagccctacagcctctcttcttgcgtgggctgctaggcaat

MUT allele 1 35 D F S D S P P C P G A H R I S A * T L T E P S C Q P S T A S S S C W G C * A M
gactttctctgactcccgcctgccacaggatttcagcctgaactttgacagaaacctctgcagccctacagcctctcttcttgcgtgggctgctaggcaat

MUT allele 2 35 D F S D S P P A H R I S A * T L T E P S C Q P S T A S S S C W G C * A M
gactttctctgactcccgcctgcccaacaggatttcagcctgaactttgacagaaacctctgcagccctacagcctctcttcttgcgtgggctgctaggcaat

WT allele 71 G A V A A V L L S Q R T A L S S T D T F L L H L A V A D V L L V L T L P
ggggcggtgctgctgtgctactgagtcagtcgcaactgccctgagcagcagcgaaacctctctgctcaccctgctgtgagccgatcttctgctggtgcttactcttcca

MUT allele 1 71 G R W L L C Y * V S A L P * A A R T P S C S T W L * V L T L P
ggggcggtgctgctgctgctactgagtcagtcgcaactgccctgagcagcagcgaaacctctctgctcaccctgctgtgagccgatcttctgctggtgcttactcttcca

MUT allele 2 71 G R W L L C Y * V S A L P * A A R T P S C S T W L * V L T L P
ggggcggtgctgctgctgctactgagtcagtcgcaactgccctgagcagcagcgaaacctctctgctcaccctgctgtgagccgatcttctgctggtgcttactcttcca

B mutation in Tlr2

WT allele 57 L D L S F N K I T Y I G H G D L R A C A N L Q V L M L K S S R I N T I E G D A
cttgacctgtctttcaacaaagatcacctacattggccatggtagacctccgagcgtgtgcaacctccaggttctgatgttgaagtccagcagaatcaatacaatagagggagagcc

MUT allele 1 57 L D L S F N K M [REDACTED] V T S E R V R T S R F * C * S P A E S I Q * R E T P
cttgacctgtctttcaacagat[REDACTED]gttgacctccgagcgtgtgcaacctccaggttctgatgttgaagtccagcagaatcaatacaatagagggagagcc

MUT allele 2 57 L D L S F N K I T Y I G [REDACTED]
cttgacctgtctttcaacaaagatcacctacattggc[REDACTED]

WT allele 96 F Y S L G S L E H L D L S D N H L S S L S S S W F G P L S S L K Y L N L M G N
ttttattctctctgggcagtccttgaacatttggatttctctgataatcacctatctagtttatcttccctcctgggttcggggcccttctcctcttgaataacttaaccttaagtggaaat

MUT allele 1 F I L W A V L N I W I C L I I T Y L V Y L P P G S G P P F P L * N T * T * W E I
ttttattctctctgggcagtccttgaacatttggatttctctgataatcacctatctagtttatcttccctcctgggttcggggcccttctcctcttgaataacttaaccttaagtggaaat

MUT allele 2 [REDACTED]

WT allele 135 P Y Q T L G V T S L F P N L T N L Q T L R I G N V E T F S E I R R I D F A G L
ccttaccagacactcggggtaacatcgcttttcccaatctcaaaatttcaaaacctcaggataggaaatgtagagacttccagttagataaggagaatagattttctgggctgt

MUT allele 1 L T R H W G * H R F F P I S Q I Y K P S G * E M * R L S V R * G E * I L L G *
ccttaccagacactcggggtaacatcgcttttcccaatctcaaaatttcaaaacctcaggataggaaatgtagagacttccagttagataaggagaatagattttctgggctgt

MUT allele 2 [REDACTED]

WT allele 174 T S L N E L E I K A L S L R N Y Q S Q S L K S I R D I H H L T L H L S E S
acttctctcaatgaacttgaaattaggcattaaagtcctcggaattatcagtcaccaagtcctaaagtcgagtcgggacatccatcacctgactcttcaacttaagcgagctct

MUT allele 1 L L S M N L K L R H * V S G I I S P K V * S R S A T S I T * L F T * A S
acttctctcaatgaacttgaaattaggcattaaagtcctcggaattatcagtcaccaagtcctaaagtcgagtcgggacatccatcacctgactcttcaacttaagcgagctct

MUT allele 2 69 [REDACTED] I H H L T L H L S E S
[REDACTED]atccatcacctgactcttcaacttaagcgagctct

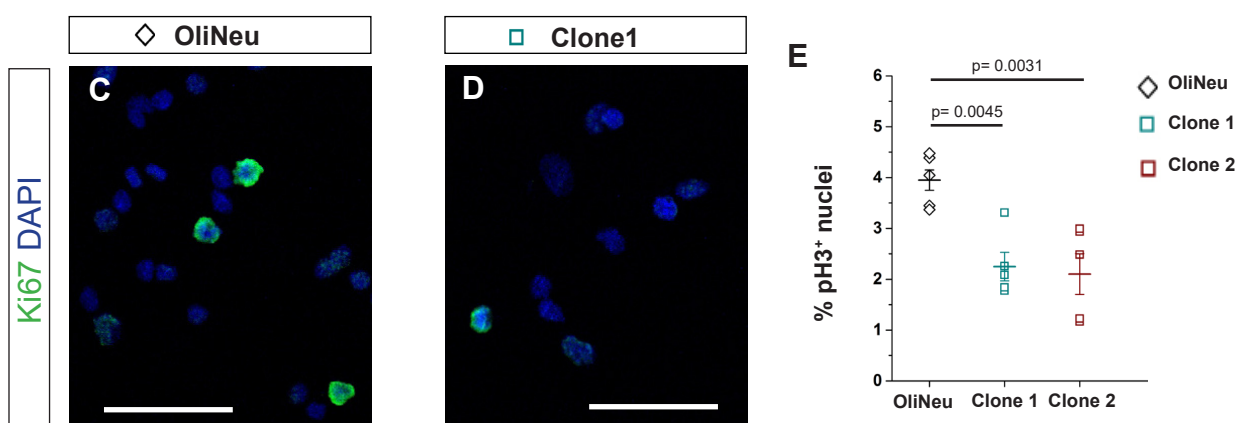

**Supplement:** Supplementary file 1

# Supplementary material for: Innate Immune Pathways Promote Oligodendrocyte Progenitor Cell Recruitment to the Injury Site in Adult Zebrafish Brain
**Source:** Cells. 2022 Feb 2;11(3):520. doi: 10.3390/cells11030520
**Supplement:** Supplementary file 1

Table S1. List of all the primary antibodies used in this study, and the correspondent information about each antibody.

**Antigen**	**Source**	**Dilution**	**Host, isotype**	**Pre-treatment**
anti-fish leukocytes (4C4)	Health Protection Agency Culture Collections 92092321, 7.4.C4	1:500	Mouse IgG1	-
BrdU	Serotec (MCA2060)	1:200	Rat, IgG2a	2N HCl 30min
GFP	Aves lab (GFP-1020)	1:700	Chicken, IgY	-
Sox10	Genetex (GTX128374)	1:2000	Rabbit	-
HuC/HuD	Abcam (ab210554)	1:500	Rabbit	
L-plastin	Genetex (GTX114524)	1:200	Rabbit	Dako target retrieval solution (S1699)
phospho-Histone H3	Millipore (Cat# 06-570)	1:500	Rabbit	
Ki67	Thermofisher (Cat# 14-5698-80)	1:500	Rat	

Table S2. List of primers used in this study for RT-qPCR.

**Target**	**Forward (5'→3')**	**Reverse (3'→5')**
<i>Tlr2</i>	ACCTGCTCCAATCTTCAGCTC	TGCTTTCAAGCTCCCGTTCT

Table S3. List of recombinant proteins used for the screening in Figure 7G (www.rndsystems.com).

**Human recombinant protein**	**Concentrations**	**Catalog number**
TGFbeta	0.04 ng/mL; 0.12 ng/mL; 0.2 ng/mL	628-LK-025
Ccl17	2 ng/mL; 4 ng/mL; 6 ng/mL	364-DN-025
SDF	4 ng/mL; 16 ng/mL; 24 ng/mL	6448-SD-025
SCF	1 ng/mL; 2.5 ng/mL; 5 ng/mL	255-SC-010
Ccl5	1 ng/mL; 2.5 ng/mL; 5 ng/mL	278-RN-010
PDGFBeta	1.5 ng/mL; 3.5 ng/mL; 6 ng/mL	AFL220-010
MOSM	0.05 ng/mL; 0.17 ng/mL; 0.3 ng/mL.	295-OM-010
Ccl15	0.2 ng/mL; 4 ng/mL; 8 ng/mL.	628-LK-025
Cxcl9	0.1 µg/mL; 0.2 µg/mL; 0.4 µg/mL	392-MG-010
MCSF	0.5 ng/mL; 1 ng/mL; 1.5 ng/mL	216-MC-005
Ccl7	0.02 µg/mL; 0.1 µg/mL; 0.5 µg/mL	282-P3-010
Ccl8	0.03 µg/mL; 0.05 µg/mL; 0.1 µg/mL	281-CP-010
INF gamma	0.15 ng/mL; 0.5 ng/mL; 0.75 ng/mL	285-IF-100
IL-15	0.3 ng/mL; 1.3 ng/mL; 2.6 ng/mL	247-ILB-005
IL-12	0.01 ng/mL; 0.02 ng/mL; 0.05 ng/mL	219-IL-005
IL-10	0.15 ng/mL; 0.5 ng/mL; 0.75 ng/mL	217-IL-005
IL-8beta	0.5 ng/mL; 1.25 ng/mL; 2.5 ng/mL	208-IL-010
IL-3	0.02 ng/mL; 0.05 ng/mL; 0.1 ng/mL	203-IL-010
IL1-beta	1 pg/mL; 6 pg/mL; 12 pg/mL	201-LB-005
IGF-1	0.3 ng/mL; 1 ng/mL; 1.5 ng/mL	AFL291-200
EGF	20 pg/mL; 60 pg/mL; 100 pg/mL	AFL236-200
Cxcl11	1 ng/mL; 2.5 ng/mL; 5 ng/mL	672-IT-025
Cxcl10	0.03 ug/mL; 0.1 ug/mL; 0.18 ul/mL	266-IP-010
Cxcl5	3 ng/mL; 9 ng/mL; 15 ng/mL	254-XB-025
Cxcl1	1 ng/mL; 0,15 µg/mL; 0.3 µg/mL	275-GR-010
Ccl22	0.5 ng/mL; 1.5 ng/mL; 3 ng/mL	336-MD-025
Ccl2	5 ng/mL; 25 ng/mL.; 30 ng/mL.	279-MC-010
Ccl1	1.5 ng/mL; 4.5 ng/mL; 9 ng/mL	272-I-010
Angiogenin	2.5 ug/mL; 5 ug/mL; 10 ug/mL	265-AN-250

Table S4. Microarray data illustrating the GO Terms Biological Processes enriched in genes commonly or exclusively regulated in skull and nostril injury at different time points (related to Figure 2B).

Commonly regulated GO terms 1dpi (Figure 2B)

**GO Term**	**Number of genes**	**p-value**	**Genes**	**Fold Enrichment**
GO:0051549~ positive regulation of keratinocyte migration	3	0.002554	MMP9, SERPINE1, HBEGF	38.19
GO:0051085~ chaperone mediated protein folding requiring cofactor	3	0.006889	ERO1L, H2-DMA, CD74	23.50
GO:0060397~ JAK-STAT cascade involved in growth hormone signaling pathway	3	0.006889	PTPN6, SOCS3, STAT3	23.50
GO:0019886~ antigen processing and presentation of exogenous peptide antigen via MHC class II	3	0.007986	IFI30, H2-DMA, CD74	21.82
GO:0051279~ regulation of release of sequestered calcium ion into cytosol	3	0.007986	CYBA, PTPN6, CORO1A	21.82
GO:0016064~ immunoglobulin mediated immune response	4	0.001404	C4B, INPP5D, H2-DMA, CD74	17.71

GO:0030574~<br>collagen catabolic<br>process	4	0.001593	CTSK, MMP9, CTSS,<br>MMP14	16.97
GO:0007159~<br>leukocyte cell-cell<br>adhesion	4	0.001797	ITGAL, ITGB2L, FERMT3,<br>ITGB1	16.29
GO:0035987~<br>endodermal cell<br>differentiation	4	0.002505	ITGB2L, MMP9, MMP14,<br>FN1	14.54
GO:0051603~<br>proteolysis involved<br>in cellular protein<br>catabolic process	8	1.48E-06	SCPEP1, CTSK, PSMB7,<br>LGMN, CTSA, CTSC,<br>CTSS, CTSN	14.04
GO:0070527~<br>platelet aggregation	5	4.51E-04	PTPN6, FERMT3, CSRP1,<br>CLIC1, MYH9	13.76
GO:0042517~<br>positive regulation<br>of tyrosine<br>phosphorylation of<br>Stat3 protein	4	0.003061	HES5, IL6ST, STAT3,<br>CSF1R	13.57
GO:0048147~<br>negative regulation<br>of fibroblast<br>proliferation	4	0.003686	MMP9, IFI30, C1QL4,<br>FTH1	12.73
GO:0007017~<br>microtubule-based<br>process	4	0.007431	TUBA8, TUBA3B, TUBB6,<br>TUBB4B	9.93
microtubule-based<br>process	6	4.31E-04	TNFRSF1A, GPSM3,<br>SERPINE1, TGM2, CTSS,<br>ADAM8	9.40
GO:0007160~ cell-<br>matrix adhesion	6	0.001055	ITGAL, ITGB2L, ITGB7,<br>ADAM8, ITGB1, FN1	7.73
GO:0071260~<br>cellular response to<br>mechanical stimulus	6	0.001247	CYBA, TNFRSF1A, IRF1,<br>CNN2, FAS, ITGB1	7.45

GO:0071347~<br>cellular response to<br>interleukin-1	6	0.001543	SERPINE1, IRF1,<br>PYCARD, FAS, KLF2, FN1	7.10
GO:0050728~<br>negative regulation<br>of inflammatory<br>response	6	0.001709	TNFAIP6, TNFRSF1A,<br>SOCS3, NLRP3, ADA,<br>LGALS9	6.94
GO:0007229~<br>integrin-mediated<br>signaling pathway	6	0.00218	ITGAL, ITGB2L, FERMT3,<br>ITGB7, ADAM8, ITGB1	6.57
GO:0048661~<br>positive regulation<br>of smooth muscle<br>cell proliferation	5	0.00781	CYBA, HES5, HMOX1,<br>TGM2, HBEGF	6.36
GO:0034097~<br>response to cytokine	5	0.009247	STAT6, CORO1A, IL6ST,<br>TIMP2, STAT3	6.06
GO:0030335~<br>positive regulation<br>of cell migration	12	6.16E-06	TNFAIP6, CORO1A, CCR1,<br>FERMT3, HBEGF, MMP14,<br>MCAM, ITGB1, CTSH,<br>CSF1R, F2R, FN1	5.90
GO:0030036~ actin<br>cytoskeleton<br>organization	8	5.39E-04	CORO1A, PFN3, RAC2,<br>WASF2, FHL3, WIPF1,<br>CSRP1, RHOG	5.65
GO:0019221~<br>cytokine-mediated<br>signaling pathway	8	5.85E-04	STAT6, TNFRSF1A,<br>PTPN6, IL6ST, SOCS3,<br>CSF2RB, STAT3, CSF1R	5.58
GO:0045766~<br>positive regulation<br>of angiogenesis	6	0.00694	TNFRSF1A, CYBB, MMP9,<br>HMOX1, SERPINE1, CTSH	5.00
GO:0032355~<br>response to estradiol	6	0.008455	TXNIP, SOCS3, GRN,<br>ANXA1, DNMT1, STAT3	4.77

GO:0006954~<br>inflammatory<br>response	16	1.78E-06	C5AR2, C4B, CCR1,<br>ANXA1, NLRP3,<br>TNFRSF1A, CYBA, CYBB,<br>ITGB2L, LTB4R2,<br>PYCARD, PARP4, FAS,<br>ADAM8, CSF1R, F2R	4.66
GO:0001525~<br>angiogenesis	10	6.18E-04	HMOX1, WASF2,<br>SERPINE1, HBEGF,<br>MYH9, ADAM8, MMP14,<br>MCAM, FN1, ANXA2	4.22
GO:0006955~<br>immune response	13	7.48E-05	FYB, C7, TNFRSF1A,<br>ENPP1, CCR1, IRF8, FAS,<br>CTSS, H2-DMA, NFIL3,<br>FTH1, CD74, LCP2	4.13
GO:0042127~<br>regulation of cell<br>proliferation	9	0.001779	TXNIP, STAT6,<br>TNFRSF1A, GM4907,<br>SERPINE1, ANXA1,<br>DNMT1, CNN2, FAS	4.03
GO:0002376~<br>immune system<br>process	15	2.34E-05	MBL2, ANXA1, IFI30,<br>NLRP3, C1QC, LGALS9,<br>CD74, MARCO, CFP,<br>C1QB, PYCARD, IRF1,<br>INPP5D, H2-DMA, CSF1R	4.00
GO:0007568~ aging	7	0.009475	SOCS3, DNMT1, CTSC,<br>FAS, TIMP2, ADA, STAT3	3.87
GO:0042493~<br>response to drug	13	2.82E-04	TXNIP, CYBA, CYBB,<br>SOCS3, MMP9, ANXA1,<br>NPPC, DNMT1, FAS,<br>TIMP2, ITGB1, ADA,<br>STAT3	3.58
GO:0007155~ cell<br>adhesion	16	8.57E-05	ITGAL, OLFM4, FERMT3,<br>MCAM, MYH9, ITGB1,<br>ADA, TNFAIP6, ITGB2L,<br>HES5, FAT4, ITGB7, CD22,<br>MFAP4, THBS2, FN1	3.35
GO:0045087~<br>innate immune<br>response	13	6.06E-04	MARCO, CFP, MBL2,<br>CYBA, C1QB, CYBB, C4B,<br>ANXA1, IRF1, PYCARD,<br>NLRP3, C1QC, CSF1R	3.29
GO:0010628~<br>positive regulation<br>of gene expression	11	0.006141	TNFRSF1A, ATF3, ACTA2,<br>SERPINE1, DNMT1,<br>CNN2, NFIL3, CTSH,<br>LGALS9, STAT3, FN1	2.79

GO:0006508~<br>proteolysis	15	0.001648	SCPEP1, LGMN, MMP9,<br>CTSA, TRY4, CTSS,<br>NAPSA, MMP14, CTSK,<br>PSMB7, ADAMTS8,<br>HTRA1, CTSC, ADAM8,<br>CTSH	2.64
GO:0055114~<br>oxidation-reduction<br>process	15	0.006708	ME1, STEAP4, GLUD1,<br>IFI30, MSRB2, FTH1,<br>RDH12, CYBA, DHRS3,<br>CYBB, TXNDC2, HMOX1,<br>CYP2B19, ERO1L, GLRX	2.25

Commonly regulated GO terms 2dpi (Figure 2B)

**GO Term**	**Number of<br>genes**	**p-value**	**Genes**	**Fold<br>Enrichment**
GO:0000122~<br>negative regulation<br>of transcription from<br>RNA polymerase II<br>promoter	16	0.006556	TXNIP, HCLS1, PPARG,<br>SPI1, JUNB, STAT6,<br>HHEX, ATF3, CRY2,<br>HES5, HSF1, JUN, IRF8,<br>DNMT1, CRY1, SCRT1	2.18
GO:0045944~<br>positive regulation<br>of transcription from<br>RNA polymerase II<br>promoter	22	9.05E-04	KLF9, EGR4, MAFB,<br>HCLS1, PPARG, SPI1,<br>IGF2, NPAS4, NLRP3,<br>JUNB, STAT6, FOS,<br>HHEX, MEIS2, ATF3,<br>HSF1, HES5, JUN, IRF1,<br>TNIP2, FOXD1, TOP2A	2.21
GO:0007155~ cell<br>adhesion	14	0.001086	ITGAE, FERMT3, MCAM,<br>ADA, IGSF11, LGALS3BP,<br>ITGB2L, HES5, FAT4,<br>PECAM1, CD22, CSF3R,<br>MFAP4, FN1	2.91
GO:0042493~<br>response to drug	11	0.003742	TXNIP, TYMS, FOS, LYN,<br>MMP9, JUN, NCKAP1L,<br>DNMT1, IGF2, JUNB, ADA	3.00

GO:0006508~<br>proteolysis	19	1.75E-05	SCPEP1, USP8, CNDP2, MMP9, CTSA, GZMB, TRY4, CTSS, NAPS, MMP14, PSMB7, CTSK, PSMA6, TPP1, CTSC, LTA4H, ADAM8, CTSH, DPP7	3.31
GO:0045087~<br>innate immune response	14	1.86E-04	LYN, TLR13, NLRP3, C1QC, TLR8, MARCO, C1QA, CFP, C1QB, PYCARD, IRF1, FCER1G, MR1, CSF1R	3.51
GO:0032496~<br>response to lipopolysaccharide	8	0.004674	FOS, NLRC3, HSF1, JUN, DNMT1, JUNB, LGALS9, F2R	3.87
GO:0006955~<br>immune response	13	8.34E-05	FYB, C7, ENPP1, CCR1, IRF8, H2-AB1, TNFSF12, CTSS, MR1, H2-DMA, FTH1, H2-DMB2, LCP2	4.09
GO:0006954~<br>inflammatory response	15	9.98E-06	PIK3CG, C5AR2, LYN, CCR1, PPARG, TLR13, NLRP3, TLR8, ITGB2L, LTB4R2, PYCARD, TNIP2, ADAM8, CSF1R, F2R	4.33
GO:0030335~<br>positive regulation of cell migration	10	2.21E-04	CORO1A, LYN, CCR1, FERMT3, MMP14, MCAM, CTSH, CSF1R, F2R, FN1	4.87
GO:0001525~<br>angiogenesis	12	2.86E-05	PIK3CG, JUN, HMOX1, PECAM1, TNFSF12, ADAM8, MMP14, MCAM, ARHGAP24, GJA5, FN1, ANXA2	5.01
GO:0002376~<br>immune system process	19	4.50E-08	PIK3CG, LYN, TLR13, IFI30, H2-AB1, NLRP3, C1QC, LGALS9, TLR8, MARCO, CFP, C1QA, C1QB, PYCARD, IRF1, MR1, INPP5D, H2-DMA, CSF1R	5.02

GO:0006979~<br>response to<br>oxidative stress	7	0.001999	TXNIP, GPX2, MMP9,<br>HMOX1, CYGB, GPX8,<br>MMP14	5.34
GO:0007623~<br>circadian rhythm	6	0.005282	TYMS, CRY2, CLDN4,<br>KLF9, JUN, CRY1	5.35
GO:0006935~<br>chemotaxis	7	0.001127	PIK3CG, C5AR2, LYN,<br>RAC2, CCR1, NCKAP1L,<br>LGALS9	5.97
GO:0007229~<br>integrin-mediated<br>signaling pathway	6	0.002289	ITGB2L, PLEK, FERMT3,<br>ITGAE, FCER1G, ADAM8	6.50
GO:0034097~<br>response to cytokine	6	0.00146	STAT6, TYMS, FOS,<br>CORO1A, JUN, JUNB	7.19
GO:0009612~<br>response to<br>mechanical stimulus	6	5.23E-04	TXNIP, MEIS2, JUN,<br>PPARG, MMP14, JUNB	9.02
GO:0019882~<br>antigen processing<br>and presentation	5	0.001979	H2-AB1, CTSS, MR1, H2-<br>DMA, H2-DMB2	9.33
GO:0009314~<br>response to radiation	4	0.004913	IL1R1, JUN, IGF2, JUNB	11.51
GO:0032570~<br>response to<br>progesterone	5	6.36E-04	TXNIP, TYMS, FOS,<br>CLDN4, JUNB	12.59
GO:0007249~ I-<br>kappaB kinase/NF-<br>kappaB signaling	4	0.003804	NLRC3, IRF1, TNIP2, TLR8	12.59
GO:0048147~<br>negative regulation<br>of fibroblast<br>proliferation	4	0.003804	MMP9, IFI30, C1QL4,<br>FTH1	12.59
GO:0070527~<br>platelet aggregation	5	4.71E-04	PTPN6, PLEK, FERMT3,<br>CSRP1, CLIC1	13.61

GO:0051603~<br>proteolysis involved<br>in cellular protein<br>catabolic process	8	1.60E-06	SCPEP1, CTSK, PSMB7,<br>PSMA6, CTSA, CTSC,<br>CTSS, CTSH	13.89
GO:0035987~<br>endodermal cell<br>differentiation	4	0.002586	ITGB2L, MMP9, MMP14,<br>FN1	14.39
GO:0045453~ bone<br>resorption	4	0.001856	CTSK, RAC2, TPP1, CTSS	16.11
GO:0030574~<br>collagen catabolic<br>process	4	0.001645	CTSK, MMP9, CTSS,<br>MMP14	16.79
GO:0030833~<br>regulation of actin<br>filament<br>polymerization	4	0.001645	ARPC1B, CORO1A, PFN3,<br>HCLS1	16.79
GO:0051279~<br>regulation of release<br>of sequestered<br>calcium ion into<br>cytosol	3	0.008161	PTPN6, CORO1A, LYN	21.58

GO:0001913~ T cell mediated cytotoxicity	3	0.007041	GZMB, CTSC, CTSH	23.24
GO:0045576~ mast cell activation	3	0.007041	FYB, FCER1G, LCP2	23.24
GO:0097067~ cellular response to thyroid hormone stimulus	3	0.007041	KLF9, CTSS, CTSH	23.24
GO:0019886~ antigen processing and presentation of exogenous peptide antigen via MHC class II	5	8.52E-06	IFI30, FCER1G, H2-AB1, H2-DMA, H2-DMB2	35.97
GO:0032611~ interleukin-1 beta production	3	0.001971	PYCARD, MR1, NLRP3	43.16

Commonly regulated GO terms 3dpi (Figure 2B)

**GO Term**	**Number of genes**	**p-value**	**Genes**	**Fold Enrichment**

GO:0019886~<br>antigen processing<br>and presentation of<br>exogenous peptide<br>antigen via MHC<br>class II	6	2.05E-08	H2-EB1, IFI30, H2-AB1,<br>H2-DMA, CD74, H2-DMB2	65.29
GO:0002504~<br>antigen processing<br>and presentation of<br>peptide or<br>polysaccharide<br>antigen via MHC<br>class II	3	0.001468	H2-EB1, IFI30, H2-AB1,<br>H2-DMA, CD74, H2-DMB2	65.29
GO:0051085~<br>chaperone mediated<br>protein folding<br>requiring cofactor	3	0.003127	MARCO, CFP, C1QB, LYN,<br>H2-EB1, IFI30, H2-AB1,<br>INPP5D, H2-DMA, C1QC,<br>CD74, TLR8, LGALS9,<br>CSF1R	5.60
GO:0051279~<br>regulation of release<br>of sequestered<br>calcium ion into<br>cytosol	3	0.003633	H2-EB1, H2-AB1, CTSS,<br>H2-DMA, CD74, H2-DMB2	16.93
GO:0045579~<br>positive regulation<br>of B cell<br>differentiation	3	0.00536	MMP9, IFI30, C1QL4,<br>FTH1, LTA	23.80
GO:0030574~<br>collagen catabolic<br>process	4	4.92E-04	PTPN6, LYN, LCK,<br>NCKAP1L, IGKC	13.85
GO:0048147~<br>negative regulation<br>of fibroblast<br>proliferation	5	5.33E-05	CTSK, MMP9, CTSS,<br>MMP14	25.39
GO:0035987~<br>endodermal cell<br>differentiation	4	7.82E-04	ITGB2L, MMP9, MMP14,<br>FN1	21.76
GO:0033189~<br>response to vitamin<br>A	3	0.008913	HMOX1, PECAM1,<br>TNFSF12, MMP14, MCAM,<br>GJA5, FN1, ANXA2	5.06
GO:0045089~<br>positive regulation<br>of innate immune<br>response	3	0.008913	H2-EB1, H2-AB1, H2-DMA	50.78

GO:0016064~<br>immunoglobulin<br>mediated immune<br>response	3	0.009721	ITGB2L, LYN, CCR1,<br>PPARG, LTB4R2, TNIP2,<br>TLR8, LTA, CSF1R	3.93
GO:0019882~<br>antigen processing<br>and presentation	6	2.63E-05	CORO1A, LYN, CCR1,<br>MMP14, MCAM, CSF1R,<br>FN1	5.15
GO:0050853~ B cell<br>receptor signaling<br>pathway	5	4.50E-04	H2-DMA, CD74, H2-DMB2	35.15
GO:0006909~<br>phagocytosis	4	0.004711	HHEX, PTPN6, PIM1,<br>TACC3, CD74, LTA,<br>CSF1R	4.74
GO:0051603~<br>proteolysis involved<br>in cellular protein<br>catabolic process	4	0.006395	PTPN6, CORO1A, LYN	32.64
GO:0006898~<br>receptor-mediated<br>endocytosis	4	0.007026	CORO1A, PECAM1, IRF8,<br>ANXA3	11.72
GO:0018108~<br>peptidyl-tyrosine<br>phosphorylation	4	0.00876	MARCO, CFP, C1QB, LYN,<br>LCK, IGKC, C1QC, TLR8,<br>CSF1R	3.41
GO:0009612~<br>response to<br>mechanical stimulus	4	0.009518	NCKAP1L, INPP5D,<br>MMP14	26.88
GO:0006955~<br>immune response	16	2.55E-09	SCPEP1, CTSK, CTSC,<br>CTSS	10.51
GO:0006935~<br>chemotaxis	5	0.007408	MARCO, MRC1, TFRC,<br>FTH1	10.16
GO:0002376~<br>immune system<br>process	14	1.21E-06	LYN, CCR1, NCKAP1L,<br>LECT2, LGALS9	6.45
GO:0030335~<br>positive regulation<br>of cell migration	7	0.002354	PTPN6, LYN, LCK, CSF1R	9.37
GO:0001525~<br>angiogenesis	8	0.001015	TYMS, PPARG, DNMT1	20.77
GO:0008283~ cell<br>proliferation	7	0.003555	TLR8, CD74, LGALS9	20.77
GO:0006954~<br>inflammatory<br>response	9	0.002032	LCK, PPARG, MMP14,<br>SMPD2	9.09
GO:0045087~<br>innate immune<br>response	9	0.004796	INPP5D, H2-DMA, CD74	19.87

Commonly regulated GO terms 7dpi (Figure 2B)

**GO Term**	**Number of genes**	**p-value**	**Genes**	**Fold Enrichment**
GO:2000323~<br>negative regulation of glucocorticoid receptor signaling pathway	4	1.27E-05	CRY2, PER1, ARNTL, CRY1	76.01
GO:0061469~<br>regulation of type B pancreatic cell proliferation	4	2.22E-05	NR1D1, NR4A1, NR4A3, ERRFI1	65.15
GO:0042754~<br>negative regulation of circadian rhythm	3	0.002042	CIPC, CRY2, CRY1	42.75
GO:0000188~<br>inactivation of MAPK activity	4	2.74E-04	DUSP4, DUSP1, DUSP16, DUSP8	30.40
GO:0001706~<br>endoderm formation	4	3.35E-04	DUSP5, DUSP4, DUSP2, DUSP1	28.50
GO:0035970~<br>peptidyl-threonine dephosphorylation	3	0.004704	DUSP5, DUSP4, DUSP1	28.50
GO:0043153~<br>entrainment of circadian clock by photoperiod	5	2.96E-05	RBM4B, CRY2, PER1, CRY1, SIK1	27.15
GO:0009416~<br>response to light stimulus	6	4.73E-06	FOS, FECH, DUSP1, JUND, PER1, JUNB	23.59
GO:0016126~<br>sterol biosynthetic process	4	0.001458	EBP, MSMO1, HMGCR, NSDHL	17.54
GO:0050772~<br>positive regulation of axonogenesis	4	0.001458	METRNL, NIN, PLXNB1, PLXNB2	17.54
GO:0032922~<br>circadian regulation of gene expression	9	6.32E-08	RBM4B, RAI1, CRY2, NR1D1, CIART, PER1, ARNTL, BHLHE41, CRY1	16.55

GO:0032870~<br>cellular response to<br>hormone stimulus	7	5.19E-06	FOS, DUSP1, JUN, JUND,<br>FOSB, SIK1, JUNB	15.65
GO:0035914~<br>skeletal muscle cell<br>differentiation	7	9.03E-06	EGR1, FOS, EGR2, ATF3,<br>BTG2, DMRTA2, NR4A1	14.25
GO:0032570~<br>response to<br>progesterone	5	3.98E-04	FOS, CLDN4, SOCS3,<br>FOSB, JUNB	14.25
GO:0006695~<br>cholesterol<br>biosynthetic process	4	0.002677	EBP, HMGCR, IDI2,<br>NSDHL	14.25
GO:0071310~<br>cellular response to<br>organic substance	4	0.002926	EGR1, EGR2, BCL2,<br>NR4A1	13.82
GO:0051591~<br>response to cAMP	7	1.23E-05	FOS, DUSP1, JUN, JUND,<br>PER1, FOSB, JUNB	13.53
GO:0009314~<br>response to radiation	4	0.003465	PLK3, JUN, JUND, JUNB	13.03
GO:0071549~<br>cellular response to<br>dexamethasone<br>stimulus	4	0.004062	FECH, EIF4E, H2-AB1,<br>ERRF1	12.33
GO:0007623~<br>circadian rhythm	11	5.47E-08	RBM4B, CRY2, NR1D1,<br>CLDN4, DBP, JUN, JUND,<br>PER1, ARNTL, BHLHE41,<br>CRY1	11.10
GO:0042752~<br>regulation of<br>circadian rhythm	5	0.001086	CRY2, NR1D1, NR1D2,<br>PER1, CRY1	10.96
GO:0071277~<br>cellular response to<br>calcium ion	5	0.001167	FOS, JUN, JUND, FOSB,<br>JUNB	10.76
GO:0048511~<br>rhythmic process	12	1.57E-08	CIPC, RAI1, CRY2,<br>NR1D1, NR1D2, DBP,<br>CIART, PER1, ARNTL,<br>BHLHE41, CRY1, SIK1	10.69
GO:0009612~<br>response to<br>mechanical stimulus	6	2.95E-04	MEIS2, BTG2, JUN, JUND,<br>FOSB, JUNB	10.21
GO:0045597~<br>positive regulation<br>of cell<br>differentiation	4	0.007496	SOCS3, JUN, PPP1R13L,<br>JUNB	9.91
GO:0032868~<br>response to insulin	6	4.13E-04	EGR1, RBP4, EGR2, CRY2,<br>SOCS3, CRY1	9.50

GO:0006694~<br>steroid biosynthetic<br>process	5	0.002093	EBP, MSMO1, HMGCR,<br>PBX1, NSDHL	9.19
GO:0051726~<br>regulation of cell<br>cycle	9	7.02E-06	JUN, BCL2, JUND, RGCC,<br>NPM1, ARNTL, CCNG1,<br>GADD45B, JUNB	9.00
GO:0048661~<br>positive regulation<br>of smooth muscle<br>cell proliferation	5	0.005258	EGR1, HES5, HMGCR,<br>JUN, NR4A3	7.13
GO:0034097~<br>response to cytokine	5	0.006246	FOS, JUN, BCL2, JUND,<br>JUNB	6.79
GO:0007565~<br>female pregnancy	5	0.007644	FOS, CLDN4, FOSB, JUNB,<br>LGALS9	6.41
GO:0016311~<br>dephosphorylation	6	0.002559	DUSP5, DUSP4, DUSP2,<br>DUSP1, DUSP16, DUSP8	6.33
GO:0051384~<br>response to<br>glucocorticoid	5	0.008575	KRAS, PTGDS, DUSP1,<br>SOCS3, BCL2	6.20
GO:0006366~<br>transcription from<br>RNA polymerase II<br>promoter	7	0.001485	EGR1, FOS, EGR2, JUN,<br>JUND, FOSB, JUNB	5.66
GO:0030182 neuron<br>differentiation	6	0.005827	IER2, HES5, BTG2, EMX2,<br>GFRA1, SMARCA1	5.22
GO:0006470~<br>protein<br>dephosphorylation	6	0.007232	DUSP4, DUSP2, DUSP1,<br>PPM1K, BCL2, DUSP8	4.96
GO:0043524~<br>negative regulation<br>of neuron apoptotic<br>process	7	0.003077	FAM134B, KRAS, BTG2,<br>JUN, BCL2, NPM1, NR4A3	4.90
GO:0032496~<br>response to<br>lipopolysaccharide	7	0.009811	FOS, SOCS3, JUN, JUND,<br>GNG12, JUNB, LGALS9	3.84
GO:0000122~<br>negative regulation<br>of transcription from<br>RNA polymerase II<br>promoter	20	2.38E-05	EGR1, HIST1H1C, EZH1,<br>NR4A3, PPP1R13L, JUNB,<br>PLK3, ATF3, CRY2,<br>NR1D1, BTG2, HES5, JUN,<br>JUND, PER1, BHLHE41,<br>SCRT1, SIK1, CRY1,<br>DNAJB5	3.09
GO:0042493~<br>response to drug	10	0.005132	FOS, FECH, SOCS3, JUN,<br>BCL2, JUND, EMX2,<br>FOSB, AK4, JUNB	3.09

GO:0006357~<br>regulation of<br>transcription from<br>RNA polymerase II<br>promoter	10	0.008526	FOS, RAI1, ZFP395, ATF3,<br>HIST1H1C, DBP, JUND,<br>LDB2, FOSB, JUNB	2.85
GO:0043066~<br>negative regulation<br>of apoptotic process	14	0.00146	EGR3, HMGCR, SOCS3,<br>BNIP3, NR4A3, CCNG1,<br>PDCD4, PLK3, PLK2,<br>BTG2, DUSP1, JUN, BCL2,<br>NPM1	2.81
GO:0045893~<br>positive regulation<br>of transcription,<br>DNA-templated	14	0.001756	EGR1, FOS, RAI1, EGR2,<br>NR1D1, HES5, NR1D2,<br>JUN, NPM1, NR4A1,<br>NR4A3, NPAS4, ARNTL,<br>SMARCA1	2.75
GO:0045892~<br>negative regulation<br>of transcription,<br>DNA-templated	14	0.001893	DUSP5, CIPC, CRY2,<br>ATF3, NR1D1, HES5,<br>NR1D2, JUN, CIART,<br>PER1, ARNTL, BHLHE41,<br>CRY1, PDCD4	2.72
GO:0045944~<br>positive regulation<br>of transcription from<br>RNA polymerase II<br>promoter	23	5.81E-05	EGR1, RAI1, EGR2,<br>CCPG1, EGR4, EZH1,<br>NR4A1, LDB2, FOSB,<br>ARNTL, NPAS4, NR4A3,<br>JUNB, FOS, ATF3, MEIS2,<br>HES5, DBP, JUN, JUND,<br>RGCC, PER1, PBX1	2.62

Exclusively regulated GO terms in nostril 1dpi (Figure 2B)

**GO Term**	**Number of<br>genes**	**p-value**	**Genes**	**Fold<br>Enrichment**
GO:0031953~<br>negative regulation<br>of protein<br>autophosphorylation	4	1.65E-<br>04	JUN, NLRP12, ERFFI1,<br>MVP	35.25

GO:0030195~<br>negative regulation<br>of blood coagulation	3	0.00758<br>2	THBD, APOH, ANXA5	22.37
GO:0016338~<br>calcium-<br>independent cell-cell<br>adhesion via plasma<br>membrane cell-<br>adhesion molecules	4	0.00183<br>5	CLDN7, CLDN4, ESAM,<br>CLDN11	16.15
GO:0008652~<br>cellular amino acid<br>biosynthetic process	4	0.00207	ADI1, MTHFD1, CTH,<br>ASS1	15.51
GO:0032570~<br>response to<br>progesterone	4	0.00794<br>7	CLDN4, C3, FOSL1,<br>TGFB1	9.69
GO:0042130~<br>negative regulation<br>of T cell<br>proliferation	4	0.00794<br>7	MAD1L1, CEBPB, SDC4,<br>TGFB1	9.69
GO:0007596~ blood<br>coagulation	6	0.00172<br>8	THBD, FGA, C3, APOH,<br>TFPI, ANXA5	6.92
GO:0042127~<br>regulation of cell<br>proliferation	8	0.00909	SAT1, TNFRSF9,<br>PLA2G4A, SGK1, PRG4,<br>EGLN3, NDRG1, TGFB1	3.41
GO:0055114~<br>oxidation-reduction<br>process	17	0.00168<br>6	EGLN3, DHRSX, PRDX1,<br>PIPOX, MTHFD1L,<br>GLDC, FMO4, MTHFD1,<br>ADI1, RDH10, CYP27B1,<br>DIO2, MARC2, CH25H,<br>HSD17B3, LOXL1, BCO2	2.43

Exclusively regulated GO terms in nostril 2dpi (Figure 2B)

**GO Term**	**Number of genes**	**p-value**	**Genes**	**Fold Enrichment**
GO:0030048~ actin filament-based movement	3	0.00676	ACTC1, WASF2, MYH6	23.87
GO:0048873~ homeostasis of number of cells within a tissue	4	0.0025	GATA1, P2RX7, TEX15, KRAS	14.62
GO:0050766~positive regulation of phagocytosis	4	0.005248	MBL2, CYBA, PTK2, HSPA8	11.27
GO:0000187~ activation of MAPK activity	5	0.002251	P2RX7, ARRB1, EFNA1, TGFB3, PDE6G	9.01
GO:0007565~ female pregnancy	5	0.004179	OXT, TGFB3, CRH, HSD11B2, FOSL1	7.60
GO:0030324~ lung development	6	0.002453	CEBPA, RBP4, ARG1, GPC3, CRH, CP	6.39

GO:0010628~<br>positive regulation<br>of gene expression	11	7.56E-<br>04	RBM4B, ACTC1, WNT16,<br>P2RX7, KRAS, TGFB3,<br>CRH, IL2RG, ETV4,<br>HSPA8, STAT3	3.71
GO:0042493~<br>response to drug	10	0.00161<br>8	ARG1, CYBA, ACTC1,<br>P2RX7, NPPC, CRH,<br>HSD11B2, FOSL1,<br>DDIT3, STAT3	3.66

Exclusively regulated GO terms in nostril 3dpi (Figure 2B)

**GO Term**	**Number of<br>genes**	**p-value**	**Genes**	**Fold<br>Enrichment**
GO:0030199~<br>collagen fibril<br>organization	3	0.00810<br>8	P4HA1, FOXC1,<br>SERPINH1	21.78
GO:0042127~<br>regulation of cell<br>proliferation	5	0.00801<br>1	STAT6, GM4907, CD81,<br>EGLN3, NDRG1	6.23
GO:0007275~<br>multicellular<br>organism<br>development	11	0.00284<br>7	MSX3, DKK3, APLNR,<br>BMP1, POGK, STK36,<br>ACKR3, TMEM100,<br>DNASE2A, PAQR5, FZD6	3.010

Exclusively regulated GO terms in nostril 7dpi (Figure 2B)

**GO Term**	**Number of genes**	**p-value**	**Genes**	**Fold Enrichment**
GO:1900153~<br>positive regulation<br>of nuclear-<br>transcribed mRNA<br>catabolic process,<br>deadenylation-<br>dependent decay	3	0.00606<br>6	ZFP36L1, CNOT7, TOB1	25.17
GO:0055085~<br>transmembrane<br>transport	9	0.00820<br>9	SLC25A4, SLC16A6,<br>KCNA2, SLC22A7,<br>SLC2A1, SLC41A1,<br>ABCC1, SLC13A4,<br>SLC26A2	3.12

Exclusively regulated GO terms in Skull 1dpi (Figure 2B)

**GO Term**	**Number of genes**	**p-value**	**Genes**	**Fold Enrichment**
GO:0018298~<br>protein-<br>chromophore<br>linkage	3	0.00429<br>1	CRY2, CRY1, RHO	29.78
GO:0045744~<br>negative regulation<br>of G-protein<br>coupled receptor<br>protein signaling<br>pathway	3	0.00601<br>3	RGS2, PLEK, CRY1	25.20

GO:0030218~<br>erythrocyte<br>differentiation	6	7.34E-<br>05	GATA1, ALAS2, LYN,<br>HCLS1, KLF1, DNASE2A	13.65
GO:0030593~<br>neutrophil<br>chemotaxis	6	5.03E-<br>04	VAV3, PREX1,<br>NCKAP1L, CSF3R,<br>FCER1G, VAV1	9.10
GO:0009612~<br>response to<br>mechanical stimulus	5	0.00324<br>9	MEIS2, PPARG, STAT1,<br>EIF2AK2, JUNB	8.14
GO:0071407~<br>cellular response to<br>organic cyclic<br>compound	5	0.00510<br>6	PAK2, HSF1, CYP1A1,<br>PPARG, STAT1	7.18
GO:0009615~<br>response to virus	5	0.00756<br>7	CYP1A1, PIM2, EIF2AK2,<br>MX1, TLR8	6.42
GO:0007565~<br>female pregnancy	5	0.00887<br>4	SLC38A3, A2M, RXRA,<br>CR1L, JUNB	6.13
GO:0007623~<br>circadian rhythm	6	0.00374<br>6	CRY2, MAT2A, RORB,<br>RPE65, PER3, CRY1	5.79
GO:0048511~<br>rhythmic process	6	0.00633<br>5	CRY2, PPARG, CIART,<br>RORB, PER3, CRY1	5.11

GO:0001701~ in utero embryonic development	12	9.22E-05	GATA1, ASCL2, HHEX, ACVRL1, HSF1, RXRA, TIE1, MYH6, KLF1, UBE2B, CR1L, JUNB	4.39
GO:0008285~ negative regulation of cell proliferation	13	2.33E-04	ACVRL1, LYN, TRPV2, RXRA, PPARG, PIM2, SKAP2, FRZB, GATA1, GPC3, HSF1, SCIN, EIF2AK2	3.65
GO:0002376~ immune system process	12	7.51E-04	PIK3CG, C1QA, LYN, MAP3K8, H2-AB1, EIF2AK2, TAPBPL, MX1, CR1L, TLR8, BTK, PSMB9	3.43
GO:0006915~ apoptotic process	13	0.006112	1810011O10RIK, TRPV2, PIM3, GZMB, PIM2, BCL2L13, STAT1, DNASE2A, BTK, PAK2, GADD45G, MAP3K8, GAPDH	2.48
GO:0000122~ negative regulation of transcription from RNA polymerase II promoter	16	0.003082	KLF5, BACH1, HCLS1, RXRA, PPARG, STAT1, JUNB, ASCL2, SUZ12, GATA1, HHEX, IFI27, CRY2, HSF1, PER3, CRY1	2.36

Exclusively regulated GO terms in Skull 2dpi (Figure 2B)

GO Term	Number of genes	p-value	Genes	Fold Enrichment
GO:0030335~ positive regulation of cell migration	5	0.009733	COL18A1, TNFAIP6, SYNE2, MYADM, PIK3R1	5.91

Exclusively regulated GO terms in Skull 3dpi (Figure 2B)

**GO Term**	**Number of genes**	**p-value**	**Genes**	**Fold Enrichment**
GO:0042512~<br>negative regulation<br>of tyrosine<br>phosphorylation of<br>Stat1 protein	3	0.00355<br>3	SOCS3, SOCS1, IRF1	30.21
GO:0019885~<br>antigen processing<br>and presentation of<br>endogenous peptide<br>antigen via MHC<br>class I	3	0.00582<br>5	TAP2, ERAP1, TAPBP	24.17
GO:0042518~<br>negative regulation<br>of tyrosine<br>phosphorylation of<br>Stat3 protein	3	0.00859<br>5	SUZ12, SOCS3, SOCS1	20.14
GO:0016126~ sterol<br>biosynthetic process	9	1.41E-<br>07	EBP, SC5D, MSMO1,<br>HMGCR, CH25H, INSIG1,<br>HMGCS1, NSDHL,<br>FDFT1	13.94
GO:0045088~<br>regulation of innate<br>immune response	4	0.00281<br>1	IRF7, IRF1, MYO1F,<br>DHX58	13.43
GO:0006695~<br>cholesterol<br>biosynthetic process	10	5.48E-<br>08	EBP, APOA1, HMGCR,<br>INSIG1, HMGCS1, LSS,<br>IDI2, HSD17B7, NSDHL,<br>FDFT1	12.59

GO:0008299~<br>isoprenoid<br>biosynthetic process	4	0.00792<br>5	HMGCR, HMGCS1, IDI2,<br>FDFT1	9.48
GO:0006694~<br>steroid biosynthetic<br>process	13	3.24E-<br>08	EBP, SC5D, MSMO1,<br>HMGCR, HSD17B12,<br>HMGCS1, LSS, FDFT1,<br>CH25H, PBX1, SRD5A1,<br>HSD17B7, NSDHL	8.45
GO:0071345~<br>cellular response to<br>cytokine stimulus	6	0.00140<br>2	CXCR4, HCLS1, SOCS1,<br>NLRP12, NFKBIA,<br>STAT1	7.11
GO:0043124~<br>negative regulation<br>of I-kappaB<br>kinase/NF-kappaB<br>signaling	7	4.20E-<br>04	OLFM4, NLRC3,<br>NLRP12, PYCARD,<br>OPTN, STAT1, TANK	7.05
GO:0008202~<br>steroid metabolic<br>process	13	1.04E-<br>06	EBP, SC5D, MSMO1,<br>APOA1, HMGCR,<br>CH25H, APOF, SLC37A4,<br>INSIG1, HMGCS1,<br>SRD5A1, NSDHL, FDFT1	6.23
GO:0002479~<br>antigen processing<br>and presentation of<br>exogenous peptide<br>antigen via MHC<br>class I, TAP-<br>dependent	5	0.00860<br>8	PSMB7, PSMA6, PSMB8,<br>TAPBP, PSMB9	6.10
GO:0009617~<br>response to<br>bacterium	5	0.00956<br>9	BAIAP2L1, NCF1,<br>PYCARD, STAT1, FUCA2	5.92

GO:0006633~ fatty acid biosynthetic process	9	3.61E-04	ELOVL1, SC5D, MSMO1, PTGDS, CH25H, HSD17B12, ELOVL2, FADS3, SCD4	5.11
GO:0008203~ cholesterol metabolic process	10	3.57E-04	EBP, APOA1, HMGCR, APOF, CH25H, INSIG1, HMGCS1, ABCA2, NSDHL, FDFT1	4.53
GO:0050728~ negative regulation of inflammatory response	9	0.001516	ZFP36, ABR, APOA1, SHARPIN, SOCS3, NLRP12, ACP5, NLRP3, ADA	4.12
GO:0031100~ organ regeneration	7	0.007186	PKM, NRF1, APOA1, SOCS3, EIF4A1, SOCS1, CCNA2	4.09
GO:0007565~ female pregnancy	9	0.00163	FOS, SLC38A3, OXT, CRH, HSD11B2, IGF2, IGFBP2, JUNB, EPN1	4.07
GO:0032868~ response to insulin	7	0.008806	RBP4, SLC27A1, GRB10, SOCS3, HSD11B2, OGT, PCK1	3.92
GO:0009615~ response to virus	8	0.005122	HYAL2, TLR13, RSAD2, EIF2AK2, MX1, MX2, DHX58, CXCL10	3.79
GO:0051384~ response to glucocorticoid	8	0.007852	PTGDS, SOCS3, OXT, MSTN, HSD11B2, FAS, IGFBP2, CDO1	3.50

GO:0051607~<br>defense response to<br>virus	14	2.90E-<br>04	PTPRC, HYAL2, RSAD2,<br>TRIM25, IFIT3B, NLRP3,<br>CXCL10, ISG15,<br>PYCARD, IRF1,<br>EIF2AK2, MX1, MX2,<br>DHX58	3.36
GO:0016311~<br>dephosphorylation	9	0.00541<br>9	DUSP5, PNKP, MTMR3,<br>PTPRC, DUSP3, PTPRG,<br>DUSP16, DUSP22, ACP5	3.36
GO:0032496~<br>response to<br>lipopolysaccharide	17	6.46E-<br>05	ABR, SOCS3, SOCS1,<br>NFKBIA, ACP5, STAT1,<br>CXCL11, JUNB, TRIB1,<br>CXCL10, TNFRSF9, FOS,<br>NRF1, NLRC3, CXCL13,<br>FAS, EIF2AK2	3.29
GO:0002376~<br>immune system<br>process	27	3.40E-<br>06	MBL2, RSAD2, IL34,<br>LGR4, RNF125, CASP4,<br>FGA, TAP2, PYCARD,<br>ERAP1, MR1, MX1, MX2,<br>DHX58, HERC6, TLR13,<br>TRIM25, NLRP3, PSMB8,<br>PSMB9, C1QA, SARM1,<br>IRF7, IRF1, TAPBPL,<br>EIF2AK2, SEMA4A	2.85
GO:0006629~ lipid<br>metabolic process	30	4.47E-<br>06	ENPP6, SLC27A1, SC5D,<br>HMGCR, HSD17B12,<br>HMGCS1, ST8SIA1, LSS,<br>ASAHI, FDFT1, ELOVL1,<br>MTMR3, APOA1, CH25H,<br>APOF, ELOVL2, PLCH1,<br>INSIG1, SRD5A1, SCD4,<br>HSD17B7, NSDHL, EBP,<br>MSMO1, PLD4, FADS3,<br>CRAT, PCK1, PTGDS,<br>LIPG	2.63
GO:0045087~<br>innate immune<br>response	22	0.00113<br>1	MBL2, TLR13, HERC6,<br>RSAD2, TRIM25, NLRP3,<br>IL34, LGR4, C1QA,<br>CYBB, SARM1, CASP4,<br>FGA, IRF7, PYCARD,<br>IRF1, FCER1G, MR1,<br>EIF2AK2, MX1, MX2,<br>DHX58	2.20

GO:0042493~<br>response to drug	19	0.00510<br>8	MAT2A, SOCS3,<br>LGALS1, SOCS1,<br>GRIN2A, HMGCS1, IGF2,<br>STAT1, JUNB, ADA,<br>FOS, CYBB, MTHFR,<br>APOA1, CRH, HSD11B2,<br>SRD5A1, FAS, IGFBP2	2.07

Exclusively regulated GO terms in Skull 7dpi (Figure 2B)

**GO Term**	**Number of<br>genes**	**p-value**	**Genes**	**Fold<br>Enrichment**
GO:0042493~<br>response to drug	10	3.15E-<br>04	TXNIP, COL18A1, ARG1,<br>MMP9, NPPC, CRH,<br>HMGCS1, GNPAT,<br>SRD5A1, ABCC2	4.59
GO:0014074~<br>response to purine-<br>containing<br>compound	3	6.98E-<br>04	HIF1A, SLC6A1,<br>HMGCS1	72.61
GO:0000122~<br>negative regulation<br>of transcription from<br>RNA polymerase II<br>promoter	13	0.00125<br>5	ZFP36, TXNIP, STAT6,<br>KLF5, IFI27, HIF1A,<br>BCL11A, MNT, BCL6B,<br>BHLHE40, NFIL3,<br>TAGLN3, FOXP2	2.98
GO:0048546~<br>digestive tract<br>morphogenesis	3	0.00487<br>5	EGFR, HIF1A, STRA6	28.24
GO:0006694~<br>steroid biosynthetic<br>process	4	0.00572<br>3	HSD3B4, HMGCS1, LSS,<br>SRD5A1	10.93

GO:0071353~<br>cellular response to<br>interleukin-4	3	0.00930<br>8	ARG1, NFIL3, TUBA1B	20.33
GO:0043627~<br>response to estrogen	4	0.00967<br>5	ADRB2, CRH, MSTN,<br>ABCC2	9.04

Table S5. RNAseq data depicting the Gene Ontology terms Biological Processes significantly enriched in an ECM-related gene set (69 genes) regulated exclusively 3 days after skull injury (Related to Figure 2E).

**Pathway**	**Number of genes**	**p-value**	**Fold Enrichment**
immune system process	21	3.65E-12	5.96
immune response	14	9.70E-09	6.3
immune effector process	7	3.20E-07	12.08
positive regulation of immune system process	10	5.80E-07	6.9
regulation of immune system process	12	3.34E-06	4.78
protein activation cascade	6	4.13E-06	11.29
positive regulation of immune response	6	2.38E-05	8.87
complement activation	4	7.12E-05	13.8
T cell activation	4	7.12E-05	13.8
regulation of immune response	6	2.43E-04	6.21
humoral immune response	4	3.08E-04	10.35
proteolysis	17	4.09E-04	2.41
response to stimulus	24	5.34E-04	1.97
activation of immune response	4	8.58E-04	8.28

Table S6. Microarray data illustrating the GO Terms Biological Processes enriched in genes exclusively regulated 3 days after skull injury (related to Figure 2H).

GO Term	Number of genes	p-value	Genes	Fold Enrichment
GO:0051607~ defense response to virus	5	7.77E-04	PTPRC, CARD9, RSAD2, NLRP3, TLR8	11.31
GO:0042439~ ethanolamine and derivative metabolic process	5	0.001623<br>474	ENPP6, PCYT1A, ETNK2, FABP5, PNPLA6	9.43
GO:0045667~ regulation of osteoblast differentiation	5	0.006589<br>917	TWSG1, UCMA, SOX2, CD276, CTNNB1	6.53
GO:0009615~ response to virus	10	3.75E-04	PTPRC, CARD9, ISG15, IRF7, RSAD2, MX1, NLRP3, EIF2AK2, MX2, TLR8	4.47
GO:0006576~ biogenic amine metabolic process	9	0.002380<br>975	SAT1, ENPP6, SAT2, GRIN2A, SLC22A4, PCYT1A, ETNK2, FABP5, PNPLA6	3.82
GO:0045087~ innate immune response	10	0.004257<br>998	C1QA, CIITA, MBL2, PTPN6, C4B, TLR13, MX1, MX2, TLR8, DHX58	3.17
GO:0006006~ glucose metabolic process	13	8.73E-04	RBP4, PDK2, SLC37A4, PHKA1, PPP3R2, IGF2, CAR5A, CPT1A, PCK1, PPP1R3E, PPP1R3C, FABP5, MDH2	3.15
GO:0002252~ immune effector process	11	0.004026<br>952	C1QA, MBL2, PTPN6, PTPRC, CARD9, C4B, IRF7, RSAD2, NLRP3, H2-DMA, TLR8	2.96
GO:0006575~ cellular amino acid derivative metabolic process	12	0.002987<br>015	SAT1, ENPP6, PCYOX1L, P4HA1, SAT2, GRIN2A, SLC22A4, PCYT1A, ETNK2, CDO1, FABP5, PNPLA6	2.89

GO:0019318~<br>hexose<br>metabolic<br>process	13	0.004260<br>456	RBP4, PDK2, SLC37A4,<br>PHKA1, PPP3R2, IGF2,<br>CAR5A, CPT1A, PCK1,<br>PPP1R3E, PPP1R3C, FABP5,<br>MDH2	2.61
GO:0007507~<br>heart<br>development	17	9.31E-04	NOX4, NRP2, RBP4, GJA1,<br>GJA5, SUFU, CTNNB1, GJC1,<br>ALDH1A2, SALL4, OSR1,<br>JMJD6, PBRM1, RARA,<br>FOXC1, NCOR2, ACVR1	2.59
GO:0001701~<br>in utero<br>embryonic<br>development	20	3.55E-04	GNA13, FGFR1, CEBPB,<br>ESRRB, SOCS3, MYO1E,<br>GJA1, MBNL1, CAPN2,<br>UBE2B, ASCL2, SIN3A,<br>SALL4, PDGFRA, BTF3,<br>ETNK2, HS6ST1, FOXC1,<br>NCOR2, ACVR1	2.54
GO:0009611~<br>response to<br>wounding	25	9.59E-05	GNA13, CIITA, PTPN6, MBL2,<br>F10, C4B, F13A1, TLR13,<br>GRIN2A, GJA1, ABHD2,<br>NLRP3, CXCL11, TLR8,<br>C1QA, FGA, SLC7A2, HRH4,<br>CD81, PYCARD, APOH,<br>NEFL, KDM6B, ACVR1, FN1	2.44
GO:0001775~<br>cell activation	17	0.002560<br>972	FYB, GNA13, PTPRC, CRIP3,<br>LRRC8A, SKAP2, CTNNB1,<br>WBP2NL, NLRC3, FGA,<br>JMJD6, SLC7A2, BCL11A,<br>IRF1, NDRG1, H2-DMA, LCP2	2.35
GO:0032787~<br>monocarboxylic<br>acid metabolic<br>process	18	0.002481<br>588	SLC27A1, RBP4, SLC37A4,<br>ABHD5, PRKAG2, ACACA,<br>CAR5A, ACOT5, MTHFD1L,<br>CPT1A, PCK1, ALDH1A2,<br>PTGDS, P4HA1, CH25H,<br>ELOVL2, SLC22A4, GPAM	2.28

GO:0001568~<br>blood vessel<br>development	16	0.005784<br>728	GNA13, FGFR1, SOCS3,<br>MYO1E, GJA1, GJA5, MMP2,<br>PNPLA6, GJC1, CTNNB1,<br>ALDH1A2, JMJD6, HS6ST1,<br>FOXC1, PPAP2B, ACVR1	2.23
GO:0035295~<br>tube<br>development	17	0.005065<br>508	GNA13, FGFR1, RBP4, GJA1,<br>GJA5, LGR4, SUFU, CTNNB1,<br>ALDH1A2, JMJD6, PDGFRA,<br>RARA, HS6ST1, FOXC1,<br>ADAMTS2, FOXD1, ACVR1	2.19
GO:0043009~<br>chordate<br>embryonic<br>development	27	3.03E-04	GNA13, FGFR1, RBP4, GJA1,<br>SUFU, SIN3A, BTF3, HS6ST1,<br>ETL4, ETNK2, ALX3, CEBPB,<br>SOCS3, ESRRB, MYO1E,<br>GAS1, MBNL1, CAPN2,<br>UBE2B, ASCL2, ACVR2A,<br>SALL4, PDGFRA, FOXC1,<br>RIPPLY2, NCOR2, ACVR1	2.18
GO:0001944~<br>vasculature<br>development	16	0.007190<br>723	GNA13, FGFR1, SOCS3,<br>MYO1E, GJA1, GJA5, MMP2,<br>PNPLA6, GJC1, CTNNB1,<br>ALDH1A2, JMJD6, HS6ST1,<br>FOXC1, PPAP2B, ACVR1	2.17
GO:0009792~<br>embryonic<br>development<br>ending in birth<br>or egg hatching	27	3.48E-04	GNA13, FGFR1, RBP4, GJA1,<br>SUFU, SIN3A, BTF3, HS6ST1,<br>ETL4, ETNK2, ALX3, CEBPB,<br>SOCS3, ESRRB, MYO1E,<br>GAS1, MBNL1, CAPN2,<br>UBE2B, ASCL2, ACVR2A,<br>SALL4, PDGFRA, FOXC1,<br>RIPPLY2, NCOR2, ACVR1	2.16
GO:0006066~<br>alcohol<br>metabolic<br>process	22	0.002280<br>423	PDK2, RBP4, ENPP6, PHKA1,<br>SLC37A4, GRIN2A, PPP3R2,<br>IGF2, CAR5A, GPD4,<br>PNPLA6, CPT1A, FDFT1,<br>PCK1, PPP1R3E, PPP1R3C,<br>CH25H, APOF, PCYT1A,<br>ETNK2, FABP5, MDH2	2.07

Table S7. RNAseq data showing the GO Terms Biological Processes (PANTHER) upregulated after brain injury in zebrafish Olig2⁺ cells (Related to Figure S7C, GO Terms marked in red are shown in the graph S7C).

GO Term	Number of genes	FDR-value	Fold Enrichment
toll-like receptor signaling pathway	12	4,59E-05	9,15
pattern recognition receptor signaling pathway	14	5,79E-06	9,08
activation of innate immune response	14	1,86E-05	7,89
response to chemokine	16	1,27E-04	5,32
innate immune response	27	6,74E-07	4,55
response to lipopolysaccharide	13	4,43E-03	4,44
immune response	80	1,37E-20	4,41
defense response	60	5,34E-13	3,83
response to cytokine	32	3,16E-06	3,55
cell migration	75	5,83E-07	2,25
carbohydrate metabolic process	36	9,54E-03	2,12
chemotaxis	48	7,46E-04	2,12
innate immune response-activating signal transduction (GO:0002758)	14	5,66E-06	9,08
positive regulation of defense response (GO:0031349)	17	4,24E-06	6,89
positive regulation of innate immune response (GO:0045089)	16	1,37E-05	6,69
positive regulation of response to biotic stimulus (GO:0002833)	16	1,34E-05	6,69
immune response-activating signal transduction (GO:0002757)	27	2,38E-09	6,48
activation of immune response (GO:0002253)	32	1,04E-10	6,19
immune response-regulating signaling pathway (GO:0002764)	27	6,94E-09	6,04
neutrophil migration (GO:1990266)	24	1,55E-07	5,76
neutrophil chemotaxis (GO:0030593)	22	7,03E-07	5,71
humoral immune response (GO:0006959)	13	6,81E-04	5,62

chemokine-mediated signaling pathway (GO:0070098)	16	7,51E-05	5,61
granulocyte migration (GO:0097530)	24	3,08E-07	5,46
myeloid leukocyte migration (GO:0097529)	26	8,72E-08	5,44
leukocyte chemotaxis (GO:0030595)	25	1,83E-07	5,4
granulocyte chemotaxis (GO:0071621)	22	1,56E-06	5,38
cellular response to chemokine (GO:1990869)	16	1,29E-04	5,32
immune response-activating cell surface receptor signaling pathway (GO:0002429)	13	1,14E-03	5,27
positive regulation of immune response (GO:0050778)	36	1,83E-10	5,19
positive regulation of response to external stimulus (GO:0032103)	18	6,47E-05	4,97
leukocyte migration (GO:0050900)	26	3,20E-07	4,96
positive regulation of multi-organism process (GO:0043902)	17	1,44E-04	4,9
response to virus (GO:0009615)	19	4,56E-05	4,83
cell chemotaxis (GO:0060326)	32	1,61E-08	4,72
immune response-regulating cell surface receptor signaling pathway (GO:0002768)	13	2,90E-03	4,68
inflammatory response (GO:0006954)	37	1,09E-09	4,66
regulation of innate immune response (GO:0045088)	16	5,05E-04	4,61
positive regulation of immune system process (GO:0002684)	44	2,76E-11	4,56
regulation of response to biotic stimulus (GO:0002831)	17	3,55E-04	4,5
regulation of immune response (GO:0050776)	39	2,48E-09	4,25
response to molecule of bacterial origin (GO:0002237)	13	6,38E-03	4,21
response to external biotic stimulus (GO:0043207)	66	8,31E-15	3,98
response to other organism (GO:0051707)	66	6,23E-15	3,98

cytokine-mediated signaling pathway (GO:0019221)	29	2,12E-06	3,96
response to bacterium (GO:0009617)	33	2,55E-07	3,96
response to biotic stimulus (GO:0009607)	66	7,38E-15	3,94
regulation of defense response (GO:0031347)	21	1,81E-04	3,89
defense response to other organism (GO:0098542)	41	6,19E-09	3,88
regulation of immune system process (GO:0002682)	63	9,12E-14	3,85
cellular response to cytokine stimulus (GO:0071345)	29	3,41E-06	3,84
immune effector process (GO:0002252)	17	2,19E-03	3,74
carbohydrate derivative catabolic process (GO:1901136)	17	3,51E-03	3,56
regulation of multi-organism process (GO:0043900)	18	2,30E-03	3,54
leukocyte activation (GO:0045321)	15	9,82E-03	3,47
immune system process (GO:0002376)	150	3,11E-25	3,02
multi-organism process (GO:0051704)	71	1,42E-10	2,89
positive regulation of hydrolase activity (GO:0051345)	28	9,61E-03	2,36
positive regulation of response to stimulus (GO:0048584)	77	1,11E-06	2,16
response to external stimulus (GO:0009605)	104	4,25E-09	2,16
localization of cell (GO:0051674)	75	3,20E-06	2,14
cell motility (GO:0048870)	75	3,12E-06	2,14
taxis (GO:0042330)	48	1,70E-03	2,04

Table S8. RNAseq data depicting the Gene Ontology terms Biological Processes (PANTHER) significantly enriched in a gene set (597 genes) with normalized expression after Tlr1/2&Cxcr3 inhibitor treatment in zebrafish. (Related to Figure 5B).

Pathway	Number of genes	p-value	Fold Enrichment
mitotic cell cycle	14	0,00812	2,18
myelination	5	0,00634	4,61
regulation of endopeptidase activity	7	0,00256	4,05
regulation of apoptotic process	17	0,00176	2,4
ensheathment of neurons	6	0,00152	5,28
response to chemokine	6	0,000869	5,96
response to tumor necrosis factor	6	0,000769	6,12
cellular response to interferon-gamma	5	0,0006	8,42
regulation of GTPase activity	12	0,000469	3,32
cytokine-mediated signaling pathway	10	0,000313	4,08
response to interleukin-1	6	0,000251	7,75
cell chemotaxis	10	0,000178	4,4
innate immune response	11	0,0000126	5,54
defense response	21	0,000000244	4,01
immune system process	43	5,37E-08	2,59

Table S9. RNAseq data depicting the Gene Ontology terms Biological Processes (PANTHER) significantly enriched in a gene set still regulated after inhibitor treatment. (Related to Figure 5).

**Pathway**	**Number of genes**	**p-value**	**Fold Enrichment**
immune system process	9	4.36E-05	6.70
immune response	41	1.7E-13	3.96
proteolysis involved in cellular protein catabolic process	19	4.64E-13	9.43
inflammatory response	28	5.06E-13	5.62
innate immune response	25	1.01E-09	4.56
regulation of cell proliferation	19	2.07E-07	4.48
carbohydrate metabolic process	22	9.59E-07	3.56
peptidyl-tyrosine autophosphorylation	10	6.05E-06	7.26
proteolysis	40	1.14E-05	2.14
response to lipopolysaccharide	10	5.44E-05	5.66
transmembrane receptor protein tyrosine kinase signaling pathway	14	5.98E-05	3.88

How the deposited data were processed for this re-analysis (not part of the article)

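RNA of the whole adult zebrafish telencephalon was measured on Affymetrix Zebrafish Gene 1.0 ST arrays in the intact brain and at 1, 2, 3 and 7 dpi after a nostril or a skull injury. The deposited values are log2 intensities that the authors made from the scanned arrays by RMA with sketch-quantile normalization and median polish in Expression Console. The table holds 1 value per probe set and array. No depth is defined for arrays. Precision is limited by the 3 or 4 replicates per group and, for weakly expressed genes, by the signal over background, and the deposited values carry no detection call for single arrays.

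From these values, group means and contrasts were computed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes without trend), and figures in Python 3.11.15 with matplotlib 3.10.9. The technical arrays of intact replicate 1 were averaged first. All 9 groups shared 1 estimate of spread, with a prior of 3.51 degrees of freedom. The contrasts were each injury group minus intact, and skull minus nostril at each time point. The criteria of the paper were applied to unadjusted p, fold change and linear mean, and a Benjamini-Hochberg adjustment was made over the tested probe sets and, for gene lists, over the list alone. The linear mean of a group is the antilog of its mean log2 value.

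Probe sets were named from the gene numbers and symbols of the array annotation, with symbols checked against a table of zebrafish genes, which changed 1 symbol. Probe sets with several symbols or none were counted as transcripts and not named. Of the tested probe sets, 15354 (37.8%) carry 1 symbol, for 14372 genes. The annotation follows an older genome build than the gene table. No positions were used.

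In all, 28 gene lists were fixed before the data were examined, of which 27 had a tested member. Of 693 members, 606 were matched by symbol and 463 tested. The lists cover the Tlr and Cxcr3 signatures of Figure 2I, the matrix-related genes of Figure 2F, interferon response, Toll-like receptors and adaptors, Cxcr3 receptors, and cytokines and chemokines. They cover markers of microglia and macrophages, neutrophils, T and NK cells, B cells, red blood cells, oligodendrocyte progenitors, myelin, ependymoglia, neurons, and endothelial and mural cells. They also cover proliferation, cholesterol biosynthesis, complement and coagulation, antigen presentation, matrix structure, activity-induced early genes, clock genes, and genes of tissue next to the telencephalon (neuropeptide, photoreceptor and pineal, olfactory, and skin, cartilage and muscle). Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, on the probe set with the highest mean for each gene.

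The genes to be named were set by a rule before the data were examined: genes named in section 3.2 and Figures 2F and 2I, the largest changes of each comparison whose replicates all lie on the same side of the reference replicates, up to 4 members of each list with the smallest p in the contrast described, and receptors and markers that the paper measures by other assays. The values that the paper shows for its own genes had been seen. The comparisons, tests and most alternatives were also set before the data were examined, and the alternatives added later are named as such where they are reported.

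Overlaps of regulated transcripts were set beside 50 simulations of unchanged groups against the same intact samples, the overlap of independent lists, and all 6 splits of the intact replicates. The counts were repeated for all splits of the same replicates into groups of the same sizes. Alternatives covered the samples in the fit, the handling of the technical arrays, further normalizations, replicate number as a block, the moderation of variances, array weights, the thresholds, and leaving out each replicate in turn.

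The scripts were tested on simulated data with the real mean of each transcript and the residuals of all groups shuffled among the samples. The wider spread of skull injury at 3 dpi could thus fall into any group. Of transcripts changed 2-fold, 75.2% were recovered by adjusted p for the group size of skull injury at 3 dpi and 73% for that of nostril injury, and of those changed 4-fold, 95.2% and 94.8%. Among the unchanged transcripts 5.2 (0 to 20) and 278.2 (0 to 1348) were called by adjusted p on average over 5 runs. By the criteria of the paper 286.4 were called for the group size of skull injury at 3 dpi. Shifted lists were called in 5 of 5 runs and unshifted lists in 0 of 5.

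Raw scans, the DAVID enrichment of Gene Ontology terms and the Gene Ontology sets of matrix genes were not analysed here. The tables of terms in the supplement were used only for the gene symbols they list.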

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

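The loess correction, the residual axes and the exact permutation test of list means were chosen after the values were seen. The other explanations, the list values of each replicate and the splits of the samples were set up before their results were seen.

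The 4 replicates of skull injury at 3 dpi stand apart from the other replicates on the first principal component (20.5 to 79.5, against at most 10.3) and vary more among themselves, while by correlation they are no closer to one another (median 0.967) than to the other replicates (0.971). A trend with signal intensity, a technical axis shared with the other groups, and skin, cartilage or muscle in the tissue could each produce this. After a loess correction 1859 transcripts are regulated at 3 dpi after skull injury alone, and with residual axes of the other groups as covariates 1578 are, against 1941, of which 1696 and 1294 are shared, which argues against the former pair as a source of the count, although the loess correction moved the balance of direction (1093 down in the comparison with intact, against 1341). The median change of the skin, cartilage and muscle list was 0.0266, which argues against such tissue raising the list as a whole. A median over genes of several tissues could miss a single tissue, or tissue in single replicates. A difference in handling that touched only these 4 samples stays open, since the skull 3 dpi group was not measured a second time.

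Of 23 interferon response genes, 10 rose at 3 dpi after skull injury (5 to 16 without single replicates, 0 with just these groups fitted), and the camera call of the list is lost with an estimated correlation (adjusted p = 0.089). A larger share of microglia and macrophages could raise them. It predicted a microglia median at least as high as the interferon median, and this was met. The interferon median lay at −0.0618 from that of the microglia list (95% bootstrap interval over genes −0.72 to 0.29). Genes of a list can change together, so the interval measures only the spread between genes. The larger share thus stays open as an explanation. The interferon mean minus the microglia mean was −0.25 at 3 dpi (n = 4) and −0.68 at 1 and 2 dpi after skull injury (n = 6), with an exact permutation p = 0.14 over 210 splits. For a single replicate carrying the response, the limit set beforehand against it asked for all 4 replicates above every replicate of the other groups. Only 3 of the 4 had such a list mean, while replicate 3 had −0.125, far from the rest, so the test cannot tell. The rise was seen in more than 1 replicate, but not in all 4.

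Photoreceptor and pineal genes were high in single replicates, in data that the paper does not discuss: the list mean was 3.376 in nostril 1 dpi replicate 3, 2.897 in skull 2 dpi replicate 3 and 2.093 in nostril 2 dpi replicate 2, against at most 0.127 in the other 26. Tissue of the pineal gland could explain this, as *exorh* lay 3.73 to 4.45 above intact in all 3. The gene *aanat2* lay 3.05, 2.32 and 0.847 above intact in them, against at most 0.693 in the others. The value of 0.847 is under the limit set beforehand, so the test cannot tell. Retina stays open, since the cone opsin genes *opn1sw1* and *opn1lw2*, with a lowest value of −0.518, both stay under the expression minimum. The cone genes *pde6ha* (3.04 to 4.25) and *gnat2* (0.97 to 1.59) were high in the same 3 replicates, but they belong to the list that singled these out. So does *aanat1*, which was not higher there (−0.72, 0 and −0.03).

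Among 70 tests of groups of 4 replicates, 10 had a replicate far from the others, where chance alone gives about 1 in 20 for independent tests. These tests reuse the same replicates and partly the same genes, so their number does not measure an excess. Far is meant relative to the range of the 4 values, which can be small. Intact replicate 4 lay far above the other intact replicates on the Tlr signature (0.348), the interferon list (0.458), Toll-like receptors and adaptors (0.054), cytokines and chemokines (0.208) and complement (0.305). In skull injury at 3 dpi, replicate 3 lay far under the others on red blood cell genes (−0.02) and ependymoglia markers (−0.608), and replicate 2 lay far from the others on Toll-like receptors and adaptors (0.321) and neuropeptide genes (−0.69).

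The injuries differed, by a test of the difference, in 14 transcripts at 1 dpi and 1462 at 3 dpi. At 7 dpi, genes that the main text of the paper does not discuss were called higher, though its Table S4 lists clock and transcription terms at that time: 24 activity-induced early genes after nostril and 12 after skull injury, and 14 and 13 clock genes.

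Splits of the same 6 to 8 replicates into other groups of the same sizes test whether chance can be excluded. By adjusted p the real grouping called the most in all 8 comparisons with intact, 1 of 35 splits each, the smallest share these splits can give. The highest other counts were 147, 25, 8 and 188 after nostril injury at 1, 2, 3 and 7 dpi and 73, 19, 1491 and 5 after skull injury. In simulated data for 3 against 4 samples, where some transcripts were changed, 0 to 1348 of the unchanged ones were called by adjusted p. The average over 5 runs was 278.2, a poor summary of so wide a range. The shuffled residuals include those of skull injury at 3 dpi, which vary more, so the runs do not give the count to expect in these groups. Structure among the samples is not excluded for counts within that range. By the criteria of the paper the highest other counts were 844, 860, 700 and 1010 after nostril and 903, 813, 1306 and 822 after skull injury, against real counts of 1049, 929, 754 and 1045, and 946, 781, 2267 and 861. Chance cannot be excluded for the 781 at 2 dpi after skull injury, where 2 of 35 splits were as large. For the others the real count was the largest of the 35, which passes the limit set beforehand for a single comparison. No allowance was made for the number of comparisons, which share the intact samples. Some margins were small, such as 946 against 903 and 754 against 700, so chance is not firmly excluded there. For the difference between the injuries at 3 dpi, 3 of 35 splits called as many as the real 1462, so chance cannot be excluded. The highest other split called 4513 (skull replicate 2 with the nostril replicates) and another 2378, so these samples also differ along splits other than that by injury type. What sets skull replicate 2 apart was not tested. At 1, 2 and 7 dpi the 10 splits are too few to exclude chance, with real counts of 14, 0 and 0 (limma) and highest other counts of 0, 2 and 132.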

How the results depend on the processing

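Loess correction (chosen after the values were seen) and a further quantile normalization left all total counts of transcripts within 1.5 times. So did ratios of linear means, also chosen afterwards, for the counts by the criteria of the paper, the only ones to which they were applied. Counts by direction and adjusted p moved further: with the loess correction those down after skull injury at 3 dpi went from 1963 to 1148, and the differences from nostril injury from 380 to 573 up and 1082 to 483 down. With quantile normalization the latter became 607, and with either those down after skull injury at 2 dpi went from 8 to 3. Without 1 replicate 149 total counts stayed within 1.5 times and 43 moved further. No replicate block can be read as a pairing, since the labels do not say that replicate numbers pair samples. The number of arrays per group and the signal over background limit the precision of every count.

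For each of these values the cause was not tested, except that by the criteria of the paper stricter thresholds and fewer probe sets call fewer transcripts by construction, which need not hold for counts by adjusted p. With only the groups of a comparison fitted, the counts by adjusted p were 179, 0, 9 and 46 after nostril injury at 1, 2, 3 and 7 dpi, 141, 181 and 3 after skull injury at 1, 3 and 7 dpi, and 0 for the differences at 1 and 3 dpi (limma). With the technical arrays separate they were 80 (nostril 3 dpi) and 513 (skull 7 dpi), median centred 62 and 443, and with the replicate block 23 and 163. The replicate block moved no other count by over 1.5 times. Deviations correlated at −0.0013 between samples with the same number and 4.5e-04 between others, and 6 of 109 pairs lay over 0.1. With trend and robust the count was 478 (skull 7 dpi). With array weights the counts were 657, 366, 98 and 1298 after nostril and 594, 242, 1280 and 669 after skull injury, and 43 and 446 for the differences at 1 and 3 dpi.

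With a linear mean above 50, 649, 574 and 419 transcripts were regulated after nostril injury at 1, 2 and 3 dpi and 618, 456, 1485 and 552 after skull injury at 1, 2, 3 and 7 dpi. At 3 dpi 1277 were regulated after skull alone, 208 after both and 211 after nostril alone. With adjusted p and fold there were 279, 169, 34 and 320 after nostril and 210, 116, 1273 and 149 after skull injury, with 1245 after skull alone, 28 after both and 6 after nostril alone at 3 dpi. With a fold above 2 there were 421, 330, 263 and 271 after nostril and 367, 293, 814 and 251 after skull injury, with 715, 99 and 164 at 3 dpi, and 581 at no nostril time point. With only probe sets of 1 gene symbol (chosen after the data were seen for these counts) there were 357, 256, 154 and 287 after nostril and 305, 205, 431 and 220 after skull injury, with 340, 91 and 63 at 3 dpi, and 224 at no nostril time point.

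By adjusted p over probe sets of 1 gene symbol, there were 226, 137 and 13 after nostril injury at 1, 2 and 3 dpi, 65 and 964 after skull injury at 2 and 3 dpi, and differences of 6 and 510 at 1 and 3 dpi. With no expression minimum there were 126 and 354 after nostril injury at 2 and 7 dpi, 124 after skull injury at 7 dpi and 759 differences at 3 dpi. In a pair of the splits of the intact replicates the overlap at 3 dpi was 214 and 191.

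Chosen after the data were seen: with residual axes as covariates the counts by adjusted p were 123 and 216 after nostril injury at 2 and 7 dpi, 1847 and 66 after skull injury at 3 and 7 dpi, and 22 for the difference at 1 dpi. With skull 3 dpi left out of the fit they were 525, 442, 58 and 1591 after nostril injury, and 423, 201 and 922 after skull injury at 1, 2 and 7 dpi. Without the outer pair of skull 3 dpi replicates the difference at 3 dpi was 917.

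Leaving out each replicate in turn, the counts by adjusted p ran from 153 to 365, 21 to 224, 13 to 45 and 137 to 796 after nostril injury, and from 104 to 266, 38 to 133, 1627 to 5576 and 29 to 307 after skull injury. The differences ran from 7 to 18 at 1 dpi, 146 to 4163 at 3 dpi and 0 to 1 at 7 dpi (limma). For the photoreceptor list the camera adjusted p ran from 7.8e-06 to 0.279 after nostril injury at 1 dpi and from 5.4e-05 to 0.271 after skull injury at 2 dpi, with the direction reversed at the upper end, and from 2.5e-07 to 0.655 for the difference at 2 dpi. For the interferon list an estimated correlation gave adjusted p = 0.0887 after skull injury at 3 dpi and 0.198 for the difference from nostril injury.

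Among values of named genes without 1 replicate, 1167 of 1528 calls were kept and 361 lost, and 85 of 5606 values without a call gained one. Of 209 calls, 65 were kept and 144 lost with only the groups fitted, 175 and 34 with array weights, and 188 and 21 with the replicate block. Among list tests, 14 of 104 camera calls were kept with an estimated correlation and 90 lost, and 40 and 64 with fry. Without 1 replicate, 629 of 725 were kept, 93 lost and 3 reversed, and 80 gained.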

Differences from the paper's values

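The settings compared were all set before the data were examined, except where said, and no test was chosen here after a difference was seen, apart from the ratio of linear means.

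The paper gives 1012 transcripts regulated at 3 dpi after skull but not nostril injury, and the value here is 1941 at the same stated thresholds. With thresholds other than those the paper states, the value lies within 1.5 times of its count: a linear mean above 50 (1277), adjusted p and fold (1245) or a fold above 2 (715). The difference stays with only the groups of the comparison fitted (1774), the technical arrays separate (1858), quantile normalization again (1989), median centring (1917), the replicate block (1955), trend and robust (1953), array weights (1627), no expression minimum (2336) and without any 1 replicate (1782 to 2670). For transcripts regulated at 3 dpi after skull only, ratios of linear means, chosen after the values were seen, gave 1998.

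The paper gives 812 transcripts regulated at 3 dpi after skull injury and at no time point after nostril injury, and the value here is 1526. With other thresholds the value lies within 1.5 times of that count: a linear mean above 50 (1024), adjusted p and fold (1109) or a fold above 2 (581). The difference stays with the groups of the comparison alone (1368), the technical arrays separate (1469), quantile normalization again (1548), median centring (1505), the replicate block (1555), trend and robust (1534), array weights (1274), no expression minimum (1863) and without any 1 replicate (1416 to 2258).

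For transcripts regulated at 3 dpi after nostril but not skull injury the paper shows about 180 in Fig. 2C, read by eye, and the value here is 428. With a linear mean above 50 (211) or a fold above 2 (164), thresholds other than those of the paper, the value lies within 1.5 times of that count, and with adjusted p and fold (6) and all other settings (344 to 627) it does not.

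The fold change of *cxcl11.1* after skull injury at 3 dpi is about 13 in Fig. 2I of the paper, read by eye, and here 1.43 as a ratio of linear means. The difference stays after quantile normalization again (1.38), after median centring (1.44) and without any 1 replicate (1.36 to 1.56). The probe set stays under the linear mean of 20 and was not tested over all transcripts, and folds are poorly measured at that level. The other measured folds of Fig. 2I are on the scale of ratios of linear means, where *mxc* is 14.5 (6.83 from the log2 means), *irf7* 4.71 (4.02) and *irf1b* 4.53 (3.58). Without skull 3 dpi replicate 2, the fold of *mxc* falls to 3.67, that of *irf1b* to 2.55 and that of *mxf* from 3.16 to 1.01.

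The paper names *mxe* among the genes that were higher after skull injury. Here its change of 0.94 is regulated by the criteria of the paper and has an adjusted p = 0.055 in limma, and it passes without intact replicate 4 (adjusted p = 0.026), without skull replicate 3 (adjusted p = 0.0072), with the technical arrays separate (adjusted p = 0.036) and without the outer pair of skull 3 dpi replicates, chosen after the values were seen (adjusted p = 0.0094). It lists *fga* among the regulated genes. Here *fga* changed by 0.69, which meets the criteria of the paper, with an adjusted p = 0.062, which passes without intact replicate 1 (adjusted p = 0.048) or skull replicate 4 (adjusted p = 0.030) and after quantile normalization again (adjusted p = 0.047).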

Other observations

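The gene lists and tests of this part were set before their results were seen, and the early and clock genes were picked for description afterwards.

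At 7 dpi activity-induced early genes were higher after both injuries. Table S4 of the paper lists clock and transcription terms at 7 dpi, so these genes are not new to it. Of 30 measured, 24 rose after nostril injury and 12 after skull injury (30 and 29 over the list alone), with no falls. The transcription factor gene *junba* rose by 1.59 on the log2 scale (SE 0.20, n = 3 against 4 intact) and 1.26, and the nuclear receptor gene *nr4a1* by 2.53 (0.46) after nostril injury, with 1.72 (adjusted p = 0.074) after skull injury. The gene *fosab* rose by 2.57 (0.48) after nostril injury. The list gave camera adjusted p = 2.3e-35 and 1.1e-23, with adjusted p = 0.011 and 0.066 with an estimated correlation. In the test of the difference between the injuries limma called 0 of the 30, with 2 at an unadjusted p under 0.05, and the list was lower after skull injury in camera (adjusted p = 1.1e-11, and adjusted p = 0.67 with an estimated correlation). Without intact replicate 2 and nostril replicates 1 and 2 the nostril calls were 15, 15 and 11, and *fosab* lost its call without either nostril replicate (adjusted p = 0.051 and 0.067). Without intact replicates 2 and 4 and skull replicates 1, 2 and 3 the skull calls were 3, 4, 1, 6 and 3, and *junba* had an adjusted p = 0.051 without skull replicate 1.

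Clock genes changed with them at 7 dpi. Of 35 measured, 14 rose and 3 fell after nostril injury, and 13 rose and 2 fell after skull injury (15 with 8 and 16 with 4 over the list alone). The period gene *per1a* rose by 1.80 (0.18) and 1.72, *bhlhe41* by 1.57 after nostril injury, and *nr1d1*, a repressor of the clock loop, by 2.09 (0.30) after skull injury. The list gave adjusted p = 0.043 and 4.8e-04, and adjusted p = 0.997 and 0.71 with an estimated correlation. The hour at which the brains were taken was not used here. The nostril calls were 9 up with 1 down, 10 with 0 and 9 with 0 without intact replicate 2 and nostril replicates 1 and 2. The skull calls were 7 with 1, 8 with 0 and 7 with 1 without intact replicate 2 and skull replicates 1 and 3. By the criteria of the paper, 1045 transcripts were regulated after nostril injury at 7 dpi (478 up, 567 down) and 861 after skull injury (406 up, 455 down), or 604 up with 464 down and 587 up with 305 down after median centring. By adjusted p, 712 (493 up, 219 down) and 288 (211 up, 77 down) changed, and the difference between the injuries had 0 (limma), with 1175 at an unadjusted p under 0.05. Both injuries regulated 400 of the same transcripts, where independent lists would share 11.1, simulated unchanged groups 51.9 and split intact samples 207 to 261. The fold changes correlated at 0.717 (simulated 0.407), with a covariance 0.0401 above the simulated one.

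Other gene groups after skull injury at 3 dpi are given as calls by limma. Of myelin genes 2 of 9 fell, *mbpa* by 1.04 and *tspan2a* by 0.54, and 0 of 12 markers of oligodendrocyte progenitors changed, with 5 at an unadjusted p under 0.05. Of neuron markers 2 of 23 rose (3 up and 8 down over the list alone), of endothelial and mural markers 3 of 20, of proliferation genes 2 of 26, of cytokines and chemokines 2 of 17, of neutrophil markers 1 of 9, of B cell markers 1 of 2 and of early genes 2 of 30. For T and NK cell markers 0 of 8 were called (2 at an unadjusted p under 0.05), for red blood cell genes 0 of 13 (1), for clock genes 0 of 35 (7) and for neuropeptide genes 0 of 13 (5). For photoreceptor and pineal genes 0 of 15 were called (1 at an unadjusted p under 0.05), for olfactory genes 0 of 3 (1) and for skin, cartilage and muscle genes 0 of 21 (1). No member of the Cxcr3 signature reached the linear mean for the test over all transcripts.

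Many of these calls depend on single replicates. The neuron calls become 2 up with 6 down without skull replicate 2, 1 with 5 without skull replicate 4, and 1 up without intact replicate 2 or 4 or skull replicate 3. The proliferation calls become 0 without intact replicate 2 or skull replicate 1 and 1 without any other, and the early gene calls 0 without intact replicate 2, 3 or 4 or skull replicate 4 and 1 without skull replicate 2. The B cell call is lost without any 1 intact replicate or skull replicate 1 or 2, a second neutrophil marker is called without intact replicate 2 or skull replicate 3, and 1 T and NK cell marker without skull replicate 1. Without skull replicate 2 the clock genes have 1 up with 2 down, the neuropeptide genes 1 with 1, and progenitor markers and olfactory genes 1 down each. Without intact replicate 1, 1 clock gene is up, and 1 gene each of the neuropeptide, photoreceptor, and skin, cartilage and muscle lists is down, as is 1 photoreceptor gene without skull replicate 4.

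Of the receptors and markers that the paper measures by other assays, *cxcr3.2* was higher by 0.50 (0.18, limma adjusted p = 0.080) after skull injury at 3 dpi, *cxcr3.3* by 0.12, *myd88* by 0.35 (adjusted p = 0.21) and *olig2* by 0.15 (adjusted p = 0.60), while *tlr18* was lower by 0.23. Both *tlr2* and *cxcr3.1* stayed under the linear mean of 20.

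With no gene symbol, 5 probe sets were over 8-fold higher after skull injury at 3 dpi than in intact, and 0 named genes were by log2 means, while *mxc* was 14.5-fold higher by ratio of linear means.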
